# Epigenome Mapping in Quiescent Cells Reveals a Key Role for H3K4me3 in Regulation of RNA Polymerase II Activity

**DOI:** 10.3390/epigenomes8040039

**Published:** 2024-10-22

**Authors:** Shengyuan Zeng, Karl Ekwall

**Keywords:** cellular quiescence, G_0_ arrest, fission yeast, histone modifications, H3K4me3, Set1C/COMPASS, RNA polymerase II, regulation of gene expression

## Abstract

(1) Background: Quiescent cells are those that have stopped dividing and show strongly reduced levels of gene expression during dormancy. In response to appropriate signals, the cells can wake up and start growing again. Many histone modifications are regulated in quiescence, but their exact functions remain to be determined. (2) Methods: Here, we map the different histone modifications, H3K4me3, H3K9ac, H3K9me2, and H3K9me3, and the histone variant H2A.Z, comparing vegetative and quiescent fission yeast (*S. pombe*) cells. We also map histone H3 as a control and RNA polymerase II (phosphorylated at S2 and S5) to enable comparisons of their occupancies within genes. We use ChIP-seq methodology and several different bioinformatics tools. (3) Results: The histone modification mapping data show that H3K4me3 changes stand out as being the most significant. Changes in occupancy of histone variant H2A.Z were also significant, consistent with earlier studies. Regarding gene expression changes in quiescence, we found that changes in mRNA levels were associated with changes in occupancy of RNA polymerase II (S2 and S5). Analysis of quiescence genes showed that increased H3K4me3 levels and RNA polymerase II occupancy were super-significant in a small set of core quiescence genes that are continuously upregulated during dormancy. We demonstrate that several of these genes were require Set1C/COMPASS activity for their strong induction during quiescence. (4) Conclusions: Our results imply that regulation of gene expression in quiescent cells involves epigenome changes with a key role for H3K4me3 in regulation of RNA polymerase II activity, and that different gene activation mechanisms control early and core quiescence genes. Thus, our data give further insights into important epigenome changes in quiescence using fission yeast as an experimental model.

## 1. Introduction

Cellular quiescence is a reversible differentiation state when cells become dormant. The quiescent cells are changing the gene expression program to reduce metabolic functions and adapt to new cellular environments. The ability of cells to exit from the cell cycle into quiescence and to re-enter the cell cycle from quiescence is crucial for tissue maintenance and repair in multicellular organisms [1]. Moreover, it is an important longevity strategy for unicellular organisms to ensure cell survival during long periods of limited nutrients [2]. Understanding the regulation and maintenance of quiescent cells is also of medical importance, since quiescence can allow for cancer cells to escape treatment [3].

The fission yeast *Schizosaccharomyces pombe* (*S. pombe*) has been a popular model organism for cell division cycle studies for several decades [4]. It is also an excellent model for studies of cellular quiescence because of its highly synchronized and reversible G_0_ arrest upon nitrogen starvation and well-developed methodology for genetics [5,6]. *S. pombe* cells can survive for several weeks in quiescence highly synchronized in the G_0_ stage of the cell cycle [5]. *S. pombe* is also a suitable model system for studies of epigenetic mechanisms, histone modifications in particular [7].

There are many indications that histone modifications are controlled during cellular quiescence and contribute to the balance between proliferation and dormancy in different cellular models (reviewed in [8]). However, a detailed understanding of the functional role of histone modifications in quiescence entry, maintenance of viability in quiescence, and quiescence exit is currently lacking. In fission yeast, the RNA interference process and the histone H3K9 methyltransferase Clr4 have been found to be essential in quiescent fission yeast cells [9,10]. To deepen our understanding of epigenome changes in quiescent cells, we earlier performed a genetic screening of *S. pombe* that identified additional chromatin-modifying enzymes, including the histone acetyl-transferase complex SAGA, the histone deacetylase complex RPD3, and histone H3K4 methyltransferase complex Set1C/COMPASS, as being essential for viability in quiescence [11]. Thus, it was clear that further studies were required to determine more exactly why the different modifications regulated by these enzymes are required for viability in quiescence. More recently, we mapped gene expression changes in quiescent cells by RNA-seq [12]. Here, here we mapped alterations of the epigenome in quiescent fission yeast cells and correlated these to changes in gene expression. We used antibodies against several different histone modifications, H3K4me3, H3K9ac, H3K9me2, and H3K9me3, and the histone variant H2A.Z, to address their function in quiescence. We also mapped histone H3 as a control and RNA polymerase II (phosphorylated at S2 and S5) to enable comparisons of their occupancies within genes. Our analysis reveals a dramatic change in the epigenome and that H3K4 methylation clearly stands out, showing the most significant histone modification changes in quiescent cells compared to vegetative fission yeast cells.

## 2. Results

### 2.1. A Dramatic Change in the Epigenome of Quiescent Cells

We performed ChIP-seq analysis of several histone modifications, the histone variant H2A.Z, and two phosphorylated forms of RNA pol II in vegetative and quiescent fission yeast cells. 

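Immunoprecipitated chromatin was sequenced for 8 antibodies, against RNA pol II phosphorylated at S5 or at S2 of its C-terminal domain, H3K4me3, H3K9ac, H3K9me2, H3K9me3, the Myc tag of H2A.Z, and histone H3. The C-terminal domain is phosphorylated at S5 early and at S2 later in the transcription of a gene. Each antibody had 3 libraries from V cells (0 h without nitrogen) and 3 from Q cells (24 h without nitrogen), so that 48 libraries were compared, and 2 further input libraries were not used here. The authors aligned single 36-bp reads with bwa, counted them in TSS and ORF windows with deeptools, and deposited values divided by DESeq2 size factors, in 16 tables of the same windows. Each value was a whole number of reads times a constant for its library, so that reads could be recovered from it. TSS windows held a median of 1529819 reads per library, from 170278 to 5319910, and ORF windows a median of 7441339, from 856936 to 20673131. Each size factor sets the typical window of a library to the same level, so a change below is relative to the other windows of the same table. Whether the spike-in reads entered these values is not stated, and a change shared by all windows cannot be seen in them.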

Quiescence was induced by shifting the culture media from nitrogen containing minimal medium during vegetative logarithmic growth (at a cell density of 1–5 × 10^6^ cells/mL) to nitrogen-free minimal medium and then incubating for 24 h to obtain the quiescent cells. After chromatin preparation from the vegetative and quiescent cells, we added *Drosophila* spike-in chromatin to allow for detection of global changes in occupancy of the different modifications.

First, the ChIP-seq data were analyzed, including biological triplicates for each antibody, using a global scale clustering approach. In vegetative (V) cells there were clear correlations and anti-correlations between groups of histone modifications, and H2A.Z (detected by the Myc epitope-tag). For example, the heterochromatin marks H3K9me2 and H3K9me3 were anti-correlated with the euchromatic marks H3K4me3, H3K9ac, and H2A.Z, as expected (Figure 1). 

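The correlation between libraries was computed across all TSS windows as Spearman's rho of the normalized values. Windows are not independent replicates, so no p-value is given, and the spread over pairs of libraries is used instead. For V cells, the 54 pairs of an H3K9me2 or H3K9me3 library with an H3K4me3, H3K9ac, or H2A.Z library had a mean rho of 0.036 ± 0.182 (SD), and 24 of the 54 lay below 0. The lowest was −0.247 and the highest 0.445. The values depended on the euchromatic mark and on which replicate the H3K9me2 or H3K9me3 library came from. With replicates 2 and 3, the mean was −0.052 over 36 pairs. With replicate 1, it was 0.211 over 18 pairs, and the lowest of those was 0.029. By mark, a split chosen after seeing the values, 0 of 18 pairs with H3K4me3 lay below 0 (0.026 to 0.445). With H3K9ac and with H2A.Z, 12 of 12 pairs of replicates 2 and 3 each did (−0.247 to −0.0081 and −0.172 to −0.082), and 0 of 6 pairs of replicate 1 each did. H3K9me2 in V replicate 1 correlated at 0.393 and 0.404 with the other V replicates, which correlated at 0.695 with each other. Of the alternatives, the log2 ratio of each library to the H3 library of its replicate moved the mean most, to 0.376. Libraries of the same replicate are divided by the same H3 library there, which can raise rho by itself.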

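RNA pol II S2 and S5 libraries of V cells had a mean Spearman's rho across TSS windows of 0.679 ± 0.145 (SD over 9 pairs of libraries), and each pair lay between 0.480 and 0.794. The 3 pairs with the S2 library of V replicate 3 had a mean of 0.486, and the other 6 pairs a mean of 0.775. In the TSS table, the column of that S2 library equals the H3K9me2 column of the same replicate in 6612 windows and differs in 1. In ORF windows, where the same S2 library had a column of its own, the mean rho of S2 with S5 was 0.829.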

There was also a strong correlation between the two RNA polymerase II epitopes (S2 and S5). In quiescent (Q) cells, we did not observe any clear correlations or anti-correlations in the heatmap (Figure 2). Thus, the overall impression is that the epigenome at a global scale becomes much less organized in Q cells compared to V cells.

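For Q cells, S2 and S5 libraries had a mean rho of 0.910 ± 0.024 (SD over 9 pairs), and H3K9me2 or H3K9me3 with H3K4me3, H3K9ac, or H2A.Z had a mean of 0.354 ± 0.505 (54 pairs), with 16 of the 54 below 0. The values ranged from −0.460 to 0.948. As log2 ratios to H3, the S2 and S5 libraries of Q cells had a mean rho of 0.205. Replicates of 1 antibody had a mean of 0.673 ± 0.379 (21 pairs) in Q cells and of 0.795 ± 0.235 in V cells, or 0.820 ± 0.233 (19 pairs) in V cells without the S2 column of V replicate 3, which equals an H3K9me2 column. H3K9ac in Q replicate 1 correlated at −0.160 and −0.192 with the other Q replicates, which correlated at 0.941 with each other. H2A.Z in Q replicate 1 correlated at 0.060 and 0.085 with the others, and these at 0.929 with each other.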

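Between different antibodies of the same replicate, excluding H3, the mean rho across TSS windows was 0.226 ± 0.341 (SD, 63 pairs) for V cells and 0.527 ± 0.477 for Q cells. The 63 pairs of V cells include the S2 column of replicate 3 that equals an H3K9me2 column, and without it the mean was 0.218 ± 0.325 (57 pairs). The replicates of Q cells differed in this measure. It was 0.928 in Q replicate 1, with each of its 21 pairs between 0.878 and 0.953, and 0.363 and 0.290 in Q replicates 2 and 3. In V replicates 1, 2, and 3 it was 0.26, 0.20, and 0.22. Without replicate 1, the mean of the Q cells was 0.327. From the heatmaps of these libraries, the paper states that the epigenome of Q cells is much less organized than that of V cells at a global scale.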

### 2.2. Changes in Genes in TSS and ORF Regions

Next, we analyzed transcription start site (TSS) regions and open reading frame (ORF) regions separately, comparing Q and V cells using volcano plots. For TSS regions, we used a 400-base-pair window size of 200 base pairs upstream and 200 downstream of the TSS, and for ORF regions, we used the entire ORF region (from TSS to TES plus and minus 200 base pairs). 

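Of the windows in the deposited tables, 2965 lie on chromosome I, 2392 on chromosome II, 1212 on chromosome III, and 38 on the mitochondrial genome, in coordinates of a build that is not given in the sources used here. The TSS window is 400 bp wide in 6612 cases, and in the same number it begins where the ORF window begins, at the lower coordinate of the gene. For genes on the minus strand the lower coordinate is the 3′ end. Of the 145 genes in Table S1, 66 lie on the minus strand, and 66 of these 66 have their TSS window at that end. By gene identifier, 6521 windows matched a gene of the annotation of assembly ASM294v3, and 49.7% of these genes lie on the minus strand. Of these windows, 4118 begin 200 bp below the lower coordinate of the gene in that annotation, and the others are not centred on it. Of 2507 genes with several exons, 97.3% had an ORF window that ends 200 bp past the exon of the lowest coordinate.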

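The deposited values are normalized, so the change from V to Q was fitted with limma on log2(value + 1), with the replicate number as a block, in windows with a value of at least 10 in at least 3 of the 6 libraries of an antibody. A fold change on this scale understates the change of windows with low values. A region was called at an adjusted p under 0.05 and a log2 fold change above 1 or below −1. It was called super-significant at an adjusted p under 0.01 and a log2 fold change above 2. These cut-offs have the values given for Figure 3, whose legend does not state whether its p is adjusted. In simulated libraries with the means and depths of the H3K4me3 TSS table, where 200 of 6556 windows were changed by 2 on the log2 scale, this fit called 100% of the changed windows and 0 others. The simulated changes were balanced in direction, lay beyond the threshold, and were placed in windows with enough reads. Same-numbered V and Q libraries were also given shared deviations, which the real H3K4me3 libraries did not show in each pair. These rates are therefore no error rates of the real calls, of which H3K4me3 had 3812 in TSS regions. For RNA pol II S5 and S2, Q replicates 2 and 3 differed by less than the sampling noise (chi-square per degree of freedom 0.778 and 0.821 in TSS windows, 0.876 and 0.980 in ORF windows). Their mean is therefore counted as 1 sample in each mean ± SD of these antibodies below, and their pairs 2 and 3 are not independent. V replicates 2 and 3 of H2A.Z also differed by less than the sampling noise in TSS windows (0.990) but not in ORF windows (1.83), and they are counted as separate samples.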

Again, the triplicate samples were used for each antibody; however, batch effects were removed to allow for comparisons of fold changes and statistical significance. This analysis revealed that the most significant changes in TSS regions in Q cells compared to V cells (Q vs. V) were histone methylation levels at H3K4me3 and occupancy of the histone variant H2A.Z (Figure 3c,d). 

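H3K4me3 was called changed in 3812 of 6556 tested TSS regions and H2A.Z in 633 of 6558. RNA pol II S5 followed with 592, H3 with 158, H3K9me3 with 49, RNA pol II S2 with 20, H3K9me2 with 11, and H3K9ac with 0. Without the threshold on the fold change, 5769 regions had an adjusted p under 0.05 for H3K4me3, 5110 for H2A.Z, 3222 for S5, and 1694 for H3 (limma with Benjamini-Hochberg adjustment). The order of H2A.Z and S5 depended on the setting. Fitted relative to H3, as the interaction of antibody and cell state, 545 regions were up and 131 down for H2A.Z, while 335 were up and 476 down for S5. Of the regions called up, this fit shared 305 with the fit of H2A.Z alone and 241 with that of S5 alone.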

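For H3K9ac, limma called 0 of 6557 TSS regions, while 21 were up and 0 down at an unadjusted p under 0.05 with the same fold change. DESeq2 called 19 up, and edgeR's quasi-likelihood test called 16 up. Relative to H3, 62 were up and 97 down. The H3K9ac counts were 57 up and 10 down without replicate 1, 12 and 0 without replicate 2, and 3 and 6 without replicate 3. H3K9me2 had 5 regions up and 6 down of 6554, and H3K9me3 10 up and 39 down of 6556. These counts rest on the replicate block, although same-numbered libraries of these antibodies did not deviate together in each pair, and with no replicate block all were 0. With a replicate left out, H3K9me2 had 0 to 56 up and 0 to 25 down, and H3K9me3 3 to 41 up and 3 to 61 down. With no filter on low values, 3 regions were down for each. Of the H3K9me3 regions called down, 38 lie on the mitochondrial genome. H3 had 158 regions up and 0 down (0 down also at an unadjusted p under 0.05, with DESeq2, and with edgeR), and between 52 and 312 up when a replicate was left out. These antibodies differed in depth. TSS windows of V libraries held 170278 to 1321707 reads for H3K9me2 (median 243587) and 172493 to 1578606 for H3K9me3 (median 436004). Those of Q libraries held 793171 to 1257430 (median 891962) and 305791 to 1381204 (median 773231). H3K9ac had 1971620 to 2910570 reads in V and 2133349 to 5319910 in Q libraries (medians 2698491 and 2170263), and H3 had 1633734 to 2276441 and 1447355 to 1778503 (medians 1818149 and 1452858). The largest decrease of H3K9me3 was −2.82 on the log2 scale (standard error 0.30, adjusted p = 2.83e-06, limma with Benjamini-Hochberg adjustment) at SPNCRNA.1506 on chromosome II, 2339430 to 2339830, where 17.9% of 36-mers occur elsewhere in the genome. Its value in V cells was 1027 ± 1089 (SD, n = 3), with 151, 683, and 2246 in the 3 replicates, against 91.3 ± 37.0 in Q cells. The largest increase, 1.34 (standard error 0.18), was at isp4 (SPBC29B5.02c, chromosome II, 1550093 to 1550493).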

Changes in the other mapped modifications were much less significant in Q cells (Figure 3e–h). 

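H3K4me3 rose in 2387 TSS regions of Q cells, 1475 of them at the super-significant level and 912 at the significant level alone, and fell in 1425. Of the 3812 called regions, 3810 changed in the same direction in all 3 pairs of replicates, and the median standard error of their log2 fold change was 0.26. The median log2 fold change was 2.19 among regions called up and −1.24 among those called down. TSS windows held 430785 to 1526042 reads in V libraries (median 1393366) and 1314732 to 1614939 in Q libraries (median 1447970). The largest increase was 3.85 (standard error 0.62, adjusted p = 4.86e-07, limma with Benjamini-Hochberg adjustment) at the non-coding RNA gene SPNCRNA.425 on chromosome II, 3604942 to 3605342, from 9.39 ± 3.15 in V to 144 ± 6.21 in Q cells (normalized reads, SD, n = 3). The largest decrease was −2.00 (standard error 0.30, adjusted p = 1.37e-07, limma with Benjamini-Hochberg adjustment) at SPNCRNA.880 on chromosome I, 3057765 to 3058165, from 705 ± 97.4 to 177 ± 35.5. Of the alternatives, scaling by library totals moved the counts most, to 2557 up and 824 down, and shifted the median log2 fold change of all regions to 0.20. Calls differed by strand. At plus-strand genes 626 of 3254 regions were up (19.2%) and 1115 down (34.3%), while at minus-strand genes, whose window covers the 3′ end, 1739 of 3210 were up (54.2%) and 304 down (9.47%). By the authors' deposited table, 2368 regions are up and 1374 down, and 2362 and 1354 of these were also called here.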

The results showed that as many as 1468 genes had a super-significant, and 900 genes had a significant increase in H3K4me3 levels, whereas 1374 genes had significantly reduced H3K4me3 levels in TSS regions of Q cells (Figure 3c). 

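H2A.Z rose in 549 and fell in 84 TSS regions of Q cells. Its calls differed by strand. At plus-strand genes 169 of 3255 regions were up (5.19%) and 62 down (1.90%), with a median log2 fold change over tested regions of −0.294. At minus-strand genes, whose window covers the 3′ end, 370 of 3211 were up (11.5%) and 21 down (0.654%), with a median of 0.323. The median log2 fold change of the regions called up was 1.11, and 0 reached the super-significant level with limma, with DESeq2, or with edgeR. The increase was largest at SPNCRNA.1425 (chromosome II, 1266397 to 1266797), with 1.86 on the log2 scale (standard error 0.24, adjusted p = 1.79e-07, limma with Benjamini-Hochberg adjustment). The decrease was largest at SPAC27F1.05c (chromosome I, 4323224 to 4323624), with −1.20 (standard error 0.13, adjusted p = 9.31e-09, limma with Benjamini-Hochberg adjustment), from 661 ± 67.9 to 291 ± 60.7 normalized reads (SD, n = 3). Each left-out replicate changed the number of decreases by more than 1.5 times: 38 without replicate 1, 162 without replicate 2, and 157 without replicate 3. Of the 84 decreases, 18 held in each of these fits, as did 322 of the 549 increases. TSS windows of H2A.Z held 2406987 to 2848554 reads in V libraries (median 2501089) and 1802445 to 2325762 in Q libraries (median 1880074). By the authors' deposited table, 455 regions are up and 38 down, and all of these were called here.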

Regarding H2A.Z, 455 genes had significantly increased levels, and 38 genes had significantly reduced levels in TSS regions of Q cells (Figure 3d). A smaller number of genes showed TSS changes in RNA polymerase II occupancies in Q cells (Figure 3a,b). 

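RNA pol II S5 rose in 493 TSS regions of Q cells, of which 9 were super-significant and 484 significant alone, and fell in 99. The 592 called regions all changed in the same direction in the 3 pairs of replicates. Without replicate 1, the number of super-significant increases was 82, and without replicate 3 it was 4. The largest increase was at the core quiescence gene SPAC869.04 (chromosome I, 5510937 to 5511337, minus strand), from 80.5 ± 33.9 (SD, n = 3) to 430 ± 74 (SD, n = 2) normalized reads, a log2 fold change of 2.54 (standard error 0.25, adjusted p = 4.42e-04, limma with Benjamini-Hochberg adjustment). The largest decrease was at SPAC8E11.10 (chromosome I, 3372549 to 3372949, minus strand), from 560 ± 18.2 to 147 ± 4.19, a log2 fold change of −1.91 (standard error 0.087, adjusted p = 9.52e-05, limma with Benjamini-Hochberg adjustment). TSS windows held 1163072 to 2140947 reads in V libraries (median 1962802) and 1305571 to 1608331 in Q libraries (median 1533596). By the authors' deposited table, 447 regions are up, 8 of them super-significant, and 82 are down.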

Only 8 genes showed a super-significant increase, 447 genes showed a significant increase, and 38 genes showed reduced RNA polymerase II occupancy phosphorylated at S5 in TSS regions (Figure 3a). 

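RNA pol II S2 rose in 16 and fell in 4 of 6557 TSS regions. These counts rest on a V replicate 3 whose TSS column equals the H3K9me2 column of the same replicate in nearly every window. Without replicate 3, 49 regions were up and 25 down, and 10 and 2 of these were among the 16 and 4. With Q replicates 2 and 3 taken as 1 library and no replicate block, limma called 0 regions in either direction, against 14 up and 3 down with DESeq2, 14 up and 8 down with edgeR, and 18 up and 12 down at an unadjusted p under 0.05 with the block. The largest decrease, −1.44 on the log2 scale, was at the mitochondrial 21S rRNA gene (SPRRNA.01, 1 to 201), where the V libraries had 235, 252, and 1547 normalized reads and the Q libraries 105, 193, and 223. The largest increase, 1.35 (standard error 0.32, adjusted p = 0.00145, limma with Benjamini-Hochberg adjustment), was at SPCC1682.06 (chromosome III, 381993 to 382393), where 41.6% of 36-mers occur elsewhere in the genome, and it is therefore uncertain. TSS windows held 243743 reads in V replicate 3, the fewest of the V libraries (median 2607488, highest 2668630), and 1402507 to 1511853 in Q libraries (median 1489723).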

An even lower number of genes show significant changes in RNA polymerase II occupancy phosphorylated at S2 in TSS regions of Q cells (Figure 3b).

The most significant changes in ORF regions of Q cells were RNA polymerase II CTD phosphorylated at S2, S5, and H3K4me3 (Supplementary Figure S1). 

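In ORF regions, H3K4me3 rose in 1279 (542 super-significant) and fell in 908 of 6576 tested regions. RNA pol II S5 rose in 340 (9 super-significant) and fell in 47 of 6580, H2A.Z rose in 77 and fell in 97 of 6578, and RNA pol II S2 rose in 95 and fell in 6 of 6579. H3 rose in 91 and fell in 0 (0 also at an unadjusted p under 0.05, with DESeq2, and with edgeR). For H3K9ac, limma called 0 regions, with 2 up at an unadjusted p under 0.05, 2 up with DESeq2, and 0 with edgeR. The direction of the Pol II calls depended on the setting. Relative to H3, 211 regions were up and 429 down for S5, and 68 up and 144 down for S2. That of H2A.Z did too, with 34 up and 214 down relative to H3. Its counts were 143 up and 26 down without replicate 1, 70 and 200 without replicate 2, and 93 and 210 without replicate 3. The number of S2 increases was 272 without replicate 1, 30 without replicate 3, and 7 with Q replicates 2 and 3 taken as 1 library. SPAC869.04 (ORF window 5510937 to 5512569) had the largest increase of both, 2.71 for S5 (standard error 0.34, adjusted p = 0.00545) and 1.95 for S2 (standard error 0.26, adjusted p = 0.0134), both from limma with Benjamini-Hochberg adjustment. The largest decrease of S5 was −1.55 at zrt1 (SPBC16D10.06, chromosome II, 3606999 to 3609530), and that of H3K4me3 was −1.91 at vps4 (SPAC2G11.06, chromosome I, 817796 to 818340, which ends 200 bp past the first of 4 exons). The largest increase of H3K4me3, 3.32 at wtf4 (SPCC548.03c), is uncertain because 89.7% of its 36-mers are repeated. Reads in ORF windows ranged from 1700594 (H3K4me3 in V replicate 1) to 11633192 over the V libraries of S5, S2, and H3K4me3, and from 5977773 to 7811311 over their Q libraries.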

A small number of genes also showed significantly reduced H3K9me2 or -me3 levels in ORF regions in Q cells.

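H3K9me2 was called down in 60 of 6574 ORF regions and up in 1, and H3K9me3 down in 42 and up in 2. On the mitochondrial genome, which has 38 windows, 36 of the 60 and 38 of the 42 regions are found, and 24 and 4 lie on nuclear chromosomes. By the authors' deposited table, 13 and 11 regions are down, 12 and 9 of them mitochondrial. DESeq2 called 53 and 40 regions down, edgeR's quasi-likelihood test 58 and 42, and DESeq2 with shrunken fold changes 1 and 26, each with the replicate block. With no replicate block, limma called 0 and 0 down, and same-numbered libraries of these antibodies did not deviate together in each pair, so the 60 and 42 rest on the block. Fitted with limma relative to H3, 0 regions were down for H3K9me2 and 42 for H3K9me3, of which 3 are among the 42 above. The largest decrease of H3K9me2 was −2.01 (standard error 0.24, adjusted p = 1.37e-06, limma with Benjamini-Hochberg adjustment) at SPAC186.03 on chromosome I, 5534861 to 5536632. Its normalized reads fell from 4318 ± 3068 to 903 ± 465 (SD, n = 3), and 64.7% of its 36-mers are repeated, which leaves the value uncertain. The largest decrease of H3K9me3, a log2 fold change of −2.29, was at SPNCRNA.1506. ORF windows of V libraries held 856936 to 5516991 reads for H3K9me2 (median 1182100) and 952672 to 6625376 for H3K9me3 (median 2168145).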

### 2.3. Gene Expression Changes Compared to Epigenome Changes

To gain a more detailed understanding of the epigenomic changes, we investigated the average gene profiles in Q cells compared to V cells using TSS to TES (transcription exit site) region heat maps. This analysis shows the aggregated occupancy tendencies for each ChIP-seq map (including triplicates) and displays the average profile for all 6612 genes in the fission yeast genome (Figure 4). 

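The deposited values give no position within a gene, so the height of a TSS peak was measured as the log2 ratio of the read density in the TSS window to that in the rest of the ORF window, as the median over 4536 genes whose ORF window is at least 600 bp longer. Each ratio was taken with a pseudocount of 1 read. For RNA pol II S5 the ratio was −0.047 ± 0.061 in V cells (SD, n = 3) and −0.102 ± 0.055 in Q cells (SD, n = 2). The difference between Q and V over the 3 pairs of libraries was −0.042 (2-sided exact permutation test, p = 0.4, where 0.1 is the smallest p that 3 libraries against 3 allow), and it was not larger than the spread between replicates. Without replicate 1 it was 0.015. At the 1956 plus-strand genes, a choice made after seeing the data, the ratio was −0.285 ± 0.131 in V and −0.270 ± 0.143 in Q cells.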

RNA polymerase II phosphorylated at S5 showed a typical TSS profile with a TSS peak in V cells that was much less pronounced in Q cells (Figure 4a). RNA polymerase II phosphorylated at S2 showed a typical TSS profile with a TES peak in V cells that was much less pronounced in Q cells (Figure 4b). 

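Because the windows of the minus-strand genes lie at the 3′ end, the TSS-to-body ratio of the 2536 minus-strand genes reports on the region around the transcript end. For RNA pol II S2, the ratio over both strands was 0.170 and 0.167 in V replicates 1 and 2 and −3.59 in V replicate 3, whose TSS column equals the H3K9me2 column, and −0.101 ± 0.030 in Q cells (SD, n = 2). The mean difference of Q from V, which includes that column, was 0.99 (2-sided exact permutation test, p = 1). Without replicate 3 the difference was −0.27, where the smallest p that an exact permutation of 2 libraries against 2 allows is 0.333. At minus-strand genes, a choice made after seeing the data, the ratio was 0.30 and 0.36 in V replicates 1 and 2, −3.57 in V replicate 3, and 0.016, 0.022, and 0.039 in the Q libraries.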

Regarding the mapped histone modifications, there was a clear TSS peak of H3K4me3 in V cells, but this peak was nearly abolished in Q cells (Figure 4c). Similarly, a peak of H2A.Z was seen at the TSS of V cells, but it was less evident in Q cells (Figure 4e). 

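Over genes of both strands, the TSS-to-body log2 ratio of H3K4me3 was −0.143 ± 0.061 in V cells and −0.088 ± 0.059 in Q cells (SD, n = 3), a difference of 0.055 (2-sided exact permutation test, p = 0.4). The strands went in opposite directions. At plus-strand genes, whose window lies at the 5′ end, the ratio was 0.57 ± 0.11 in V cells and −0.17 ± 0.19 in Q cells. This difference of −0.73 was larger than the spread between replicates (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow), and every Q library lay below every V library. At minus-strand genes the ratio rose from −0.91 ± 0.18 to −0.046 ± 0.034. The split by strand was chosen after seeing the data.

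**Figure D1:**
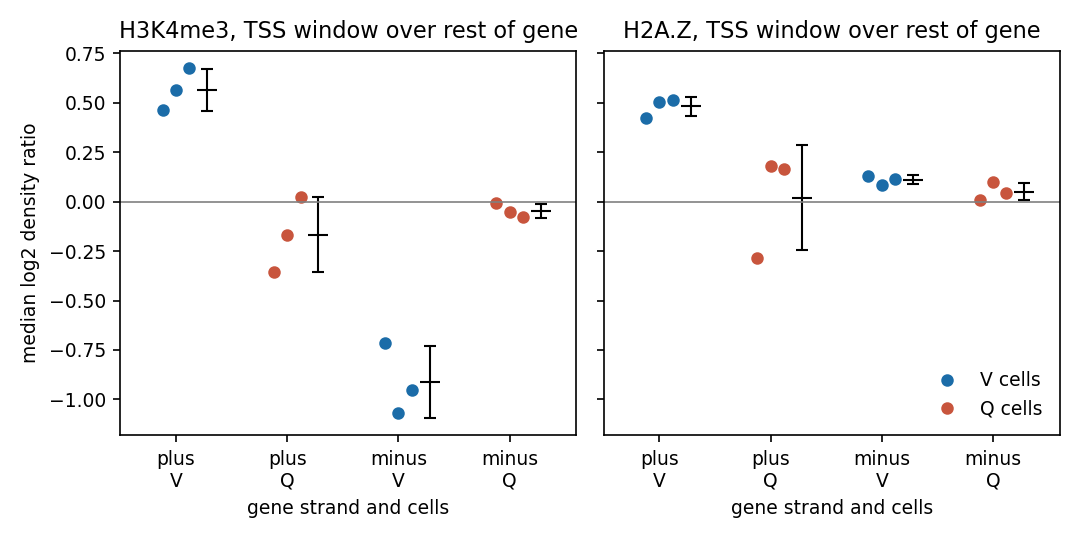
Median log2 ratio of the read density in the TSS window to that in the rest of the gene (y axis) for H3K4me3 and H2A.Z, at plus-strand and minus-strand genes of V and Q cells (x axis). Points are the 3 libraries of each group, and bars give their mean ± SD. At plus-strand genes the 3 V libraries lie above the 3 Q libraries for both antibodies, and at minus-strand genes the H3K4me3 ratio is below 0 in each V library.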

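The TSS-to-body log2 ratio of H2A.Z was 0.257 ± 0.0055 in V cells and 0.041 ± 0.126 in Q cells (SD, n = 3), a difference of −0.216. It was lower in Q cells in 3 of 3 pairs (2-sided exact permutation test, p = 0.1, and 0.8 after Benjamini-Hochberg adjustment over the 8 antibodies). Plus-strand genes had a ratio of 0.48 ± 0.05 in V and 0.020 ± 0.265 in Q cells, and minus-strand genes of 0.111 ± 0.023 and 0.051 ± 0.044.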

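For the other 4 antibodies, the TSS-to-body log2 ratios of V and Q cells were 0.208 ± 0.063 and 0.198 ± 0.212 for H3K9ac, −0.081 ± 0.207 and −0.058 ± 0.109 for H3K9me2, −0.152 ± 0.277 and −0.262 ± 0.140 for H3K9me3, and −0.23 ± 0.14 and −0.10 ± 0.02 for H3 (SD, n = 3 each). None of these differences was larger than the spread between replicates (2-sided exact permutation tests, p = 1, 0.9, 0.6, and 0.4). At plus-strand genes the ratio of H3K9ac was 0.382 ± 0.095 in V and 0.228 ± 0.372 in Q cells, and that of H3 was −0.479 ± 0.265 and −0.250 ± 0.066.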

Again, H3K9me2, -me3, and -ac marks did not show any obvious changes between Q and V cells in this analysis, and the H3K9me2 and -me3 signals were very similar to the control histone H3 signals (Figure 4d,f–h).

Next, we made differential TSS-to-TES profile plots for upregulated, non-changed, and downregulated genes to investigate the epigenome vs. gene expression tendencies at in Q cells compared to V cells (Figure 5). For this purpose, we used our previously published RNA-seq data as a measurement of gene expression, i.e., spike-in-normalized mRNA levels [12]. This dataset contains 149 upregulated genes, 5255 non-changed genes, and 1208 downregulated genes in Q cells after 24 h of nitrogen starvation compared to V cells.

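The upregulated genes in the text of Table S1 are 145, of which 16 are core and 129 early quiescence genes. This is fewer than the paper states, so upregulated genes missing from the list count among the other genes here and below. The downregulated genes were not analysed here. The median log2 fold change from V to Q in ORF regions was compared between these 145 genes and all others, within each pair of replicates. For RNA pol II S5 the mean difference was 0.35, with 0.18, 0.41, and 0.48 in the pairs, and 0.31 ± 0.18 (SD, n = 2) with pairs 2 and 3 averaged as 1. RNA pol II S2 had a mean difference of 0.23, with 0.090, 0.244, and 0.364, and of 0.20 ± 0.15 (SD, n = 2) with pairs 2 and 3 as 1. Each value lay above 0. For S5, subtracting the H3 log2 fold change of the same pair gave 0.25.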

As expected, the upregulated genes in Q cells had lower RNA polymerase II S5 and S2 levels in V cells compared to Q cells, whereas the downregulated genes had higher RNA polymerase II S5 levels in V cells (Figure 5a,b). Regarding the histone modifications, H3K9me2 and -me3 behaved similarly to the control histone H3, showing only small changes in the gene profiles between Q and V cells (Figure 5e,f,h). 

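By the same measure, H3K9me2 differed between upregulated and other genes by 0.098 ± 0.078 (SD over 3 pairs), H3K9me3 by 0.040 ± 0.063, and H3 by 0.100 ± 0.074. H3K9me2 and H3 were above 0 in 3 of 3 pairs, and H3K9me3 was −0.031, 0.066, and 0.086. After subtracting H3, the differences were 0.015 for H3K9me2 and −0.049 for H3K9me3.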

In sharp contrast, H3K4me3, H3K9ac, and H2A.Z showed dramatic changes between Q and V cells (Figure 5c,d,g). This indicated that the latter epigenome marks are linked to changes in gene expression in Q cells compared to V cells.

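H3K4me3 showed a difference between upregulated and other genes of 0.99 ± 0.17 (SD over 3 pairs), with 0.83, 1.17, and 0.97 in the pairs. For H3K9ac it was 0.148 ± 0.198, with 0.045, 0.023, and 0.376, so that the mean was within the spread between pairs. For H2A.Z it was −0.034 ± 0.018, below 0 in 3 of 3 pairs.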

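In TSS regions the difference was 1.38 for H3K4me3 and 0.15 for H2A.Z, the latter with the opposite sign to that in ORF regions. The median log2 fold changes of H3K4me3 behind the ORF values were 0.82, 1.16, and 0.96 in the upregulated genes and between −0.0084 and −0.0145 in the others. From the profiles of the 3 gene groups in Figure 5, the paper infers that H3K4me3, H3K9ac, and H2A.Z are linked to changes in gene expression in Q cells.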

### 2.4. Chromatin State Changes vs. Gene Expression Changes in Quiescent Cells

Next, we identified regulated genes that change their chromatin state in Q cells vs. V cells by comparing with spike-in-normalized RNA-seq data (from Reference [12]). We compared lists of upregulated and downregulated genes in Q cells with lists of IGR and ORF regions that were significantly changed (up or down) in our chromatin analysis (Figure 3 and Figure S1). We used H3K4me3 and RNA pol II S5 occupancies in TSS or ORF regions as markers for the active chromatin state. These comparisons revealed a set of 33 genes showing a change to an active state, and a smaller set of seven genes that lost the active state in Q cells (Figure 6; Table 1).

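Of the 145 upregulated genes of Table S1, 93 (64.1%) were called up for H3K4me3 in the TSS or ORF region and 39 (26.9%) for RNA pol II S5, against 38.9% and 7.88% of all other genes. For both marks 33 genes were called up, 10 core and 23 early quiescence genes, and these are the same 33 genes that Table 1 lists as active. In those genes the median log2 fold change in TSS regions was 2.19 for H3K4me3 (range −0.40 to 3.18) and 1.37 for S5 (range 0.90 to 2.54). The 7 repressed genes of Table 1 were each called down for both marks, with TSS medians of −1.19 for H3K4me3 (range −1.27 to −1.02) and −1.15 for S5 (range −1.44 to −1.03). The paper drew Table 1 from H3K4me3 and S5 calls on these same libraries. The match of the 33 and 7 genes and the size of their changes are therefore no independent support. Between 24 and 44 upregulated genes were called up for both marks under the alternatives. The number of repressed genes called down for both fell to 3 when the tables were scaled by library totals, and it was 5 to 7 under the others. In the whole genome, 465 genes were called up and 25 down for both marks.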

The Gene Ontology (GO) terms indicated that many of the upregulated genes that change to an active chromatin state in Q cells encode metabolic enzymes, membrane transporters, and non-coding RNA of unknown function (Table 1). 

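The histone H3 gene *hht1* (SPAC1834.04) lies on chromosome I, with a TSS window from 4699491 to 4699891 and an ORF window that ends at 4700760 and holds its single exon, of whose 36-mers 4.53% are repeated in the genome. In its TSS window, S5 fell from 559 ± 39.8 (SD, n = 3) normalized reads in V cells to 205 ± 35.2 (SD, n = 2) in Q cells, a log2 fold change of −1.39 (standard error 0.13, adjusted p = 3.80e-04, limma with Benjamini-Hochberg adjustment). H3K4me3 fell from 433 ± 53.4 to 180 ± 35.3 (SD, n = 3), a log2 fold change of −1.27 (standard error 0.17, adjusted p = 1.82e-08, limma with Benjamini-Hochberg adjustment). In *rpl2702* (SPCC74.05, chromosome III, TSS window 1939018 to 1939418), which encodes the 60S ribosomal protein L27, S5 fell from 463 ± 21.9 to 222 ± 19.7, by 1.03 on the log2 scale (standard error 0.10, adjusted p = 4.58e-04, limma with Benjamini-Hochberg adjustment). H3K4me3 fell there from 417.1 ± 40.3 to 181 ± 39.9, with a log2 fold change of −1.22 (standard error 0.17). Both genes lie on the plus strand, and both marks were lower in Q cells in 3 of 3 pairs. Without replicate 3, 2, or 1 in turn, the S5 fold change of *rpl2702* lay between −1.1 and −0.96.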

The downregulated genes identified by this approach include the genes for histone H3 (*hht1^+^*) and the 60S ribosomal protein (*rpl27^+^*). 

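The gene *gpd3* (SPBC354.12) lies on the plus strand of chromosome II with a TSS window from 577863 to 578263, and 15.5% of its 36-mers are repeated. There, S5 rose from 160 ± 6.86 (SD, n = 3) to 335 ± 51.0 (SD, n = 2) normalized reads, a log2 fold change of 1.1 (standard error 0.11, adjusted p = 4.42e-04), and H3K4me3 rose from 92.8 ± 25.9 to 214 ± 8.20, a log2 fold change of 1.23 (standard error 0.15, adjusted p = 2.49e-09), both from limma with Benjamini-Hochberg adjustment. The other 3 genes lie together on chromosome II, with TSS windows from 60353 to 60753 for SPBPB21E7.02c, 61162 to 61562 for SPBPB21E7.10, and 61326 to 61726 for SPBPB21E7.11. SPBPB21E7.02c and SPBPB21E7.11 lie on the minus strand, so that their TSS windows cover the 3′ end, and the windows of SPBPB21E7.10 and SPBPB21E7.11 share most of their bases. The S5 log2 fold changes of the 3 genes were 1.89, 1.75, and 1.80 (standard errors 0.17, 0.24, and 0.22), and those of H3K4me3 were 2.46, 3.10, and 3.03 (standard errors 0.33, 0.52, and 0.50). The highest adjusted p among these was 0.00105 (limma with Benjamini-Hochberg adjustment), and each value was higher in Q cells in 3 of 3 pairs. H3K4me3 of SPBPB21E7.10 stood at 17.6 ± 10.1 normalized reads in V cells and 143 ± 24.9 in Q cells (SD, n = 3).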

The upregulated genes include the *gdp3^+^* gene encoding a glyceraldehyde dehydrogenase and three genes from same chromosomal region: SPBPB21E7.02c, SPBPB21E7.10, and SPBPB21E7.11.

Integrated Genomics Viewer (IGV) images of these genes are shown in Figure 7 and Supplementary Figure S2. It was evident for genes that become repressed (*rpl27^+^* and *hht1^+^*) that the active histone marks H3K4me3 and H3K9ac and occupancies of RNA Pol II S2 and RNA Pol II S5 were much reduced in Q cells compared to V cells (Figure 7a–d). Conversely, the genes that become active in Q cells had gained the active histone marks H3K4me3 and H3K9ac and showed increased occupancies of RNA Pol II S2 and RNA Pol II S5, whereas the histone H3 control, H2A.Z, and the repressive H3K9me2 and H3H9me3 marks were relatively unchanged at these genes (Figure 7d–g). Hence, the IGV displays support changes in chromatin states for affected genes listed in Table 1.

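In the ORF windows of *hht1* and *rpl2702*, the log2 fold changes of S5 were −1.30 and −0.99, and those of H3K4me3 were −0.55 and −1.34. The ORF window of *rpl2702* (1939018 to 1939491) ends 200 bp past the first of 2 exons. RNA pol II S2 fell in the ORF window of *hht1*, by 0.67 on the log2 scale (standard error 0.072, adjusted p = 0.0120, limma with Benjamini-Hochberg adjustment), from 1401 ± 148 (SD, n = 3) to 866 ± 39.4 (SD, n = 2) normalized reads. At *rpl2702* the S2 change of −0.12 was within its standard error of 0.17. In TSS windows, where the V replicate 3 column of S2 equals that of H3K9me2, the S2 changes were −0.096 and −0.088. H3K9ac did not change detectably at *hht1*, with 447 ± 8.55 in V and 493 ± 113 in Q cells (log2 fold change 0.12, adjusted p = 0.569, limma with Benjamini-Hochberg adjustment). At *rpl2702* it was lower in 3 of 3 pairs, from 652 ± 95 to 448 ± 38.3, a log2 fold change of −0.53 (standard error 0.14) that did not pass the adjustment (adjusted p = 0.0701, limma with Benjamini-Hochberg adjustment). H3 changed by 0.02 and 0.30 in the TSS windows.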

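In the order *gpd3*, SPBPB21E7.02c, SPBPB21E7.10, and SPBPB21E7.11, the ORF log2 fold changes were 1.18, 1.87, 1.83, and 1.74 for S5, and 1.33, 2.64, 3.10, and 2.78 for H3K4me3. For S2 they were 0.85, 1.11, 1.03, and 0.99, with adjusted p of 0.0475, 0.0275, 0.0749, and 0.0428 (limma with Benjamini-Hochberg adjustment), and each gene was higher in Q cells in 3 of 3 pairs. With the mean of Q replicates 2 and 3 as 1 library and no replicate block, chosen after seeing the data, the S2 changes were 0.81, 1.12, 1.02, and 1.00. Their adjusted p was then 0.0979, 0.101, 0.167, and 0.129 (limma with Benjamini-Hochberg adjustment), so that none passed 0.05. H3K9ac in TSS windows changed by 0.56, 0.47, 0.90, and 0.85, also higher in 3 of 3 pairs, with adjusted p of 0.0608, 0.0694, 0.0541, and 0.0541 (limma with Benjamini-Hochberg adjustment). H2A.Z rose by 0.35, 0.55, 0.51, and 0.65, and the adjusted p of the smallest of these was 0.00146 (limma with Benjamini-Hochberg adjustment). H3 changed by −0.058, −0.29, −0.39, and −0.41, and the adjusted p of SPBPB21E7.10 and SPBPB21E7.11 was 9.53e-04 and 2.83e-04 (limma with Benjamini-Hochberg adjustment). H3K9me2 in TSS windows changed by 0.044, 0.14, −0.24, and 0.025, each within 1.5 times its standard error, and H3K9me3 by 0.22, 0.44, 0.14, and 0.17. The ORF windows are 577863 to 578381 for *gpd3*, where the window ends 200 bp past the first of 2 exons, 60353 to 61307, 61162 to 61726, and 61326 to 62649.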

### 2.5. Epigenome Changes at Upregulated Core Quiescence Genes

Our previous study showed that 16 of the 149 early upregulated genes at 24 h remained upregulated even after 1 week and 2 weeks in quiescence [12]. Based on their pattern of continuous upregulation gene expression in Q cells these 16 genes were defined as ‘core quiescence genes’. To investigate if there are any epigenome changes linked to these specific categories of early upregulated and core quiescence genes, we performed more detailed analyses using ‘bubble’ plots and ‘pie’ diagrams (Figure 8, Figure 9 and Supplementary Figures S3 and S4; Supplementary Table S1). For this analysis, we also used the same window size for TSS and ORF regions as for the volcano plots (See above).

The bubble plots revealed highly significant increases of RNA polymerase II S5 and H3K4me3 levels in TSS and ORF regions of many of the core quiescence genes (Figure 8). In contrast, only a fraction of the early upregulated quiescence genes showed a significant increase of these two epigenome features (Figure 9). 

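Among the 16 core quiescence genes, 11 were called up for RNA pol II S5 in TSS regions and 11 in ORF regions, and 0 were called down in either (0 also when adjusted over the list alone). The median log2 fold change in TSS regions was 1.66 (range −0.66 to 2.54), and 15 of the 16 lay above 0. H3K4me3 was called up in 13 TSS regions, 11 of them super-significant, and in 10 ORF regions, with medians of 2.47 and 2.30. Adjusted over the list alone, the counts were 11, 11, 13, and 10. The study defined the list from mRNA levels and not from these libraries. SPAC869.06c (chromosome I, 5502360 to 5502760, plus strand) rose from 88.0 ± 25.4 (SD, n = 3) to 330 ± 68.0 (SD, n = 2) normalized reads for S5, a log2 fold change of 1.84 (standard error 0.13, adjusted p = 2.42e-04, limma with Benjamini-Hochberg adjustment). For *mel1* (SPAC869.07c, chromosome I, 5499568 to 5499968) it was 1.6, and for SPAC869.09 (5496644 to 5497044, minus strand, with the window at the 3′ end) 1.91. H3K4me3 rose in these genes by 2.43, 2.39, and 3.14.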

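Among the 129 early quiescence genes, 25 were called up for RNA pol II S5 in TSS regions (19.4%, exact 95% binomial interval 13.0 to 27.3) and 19 in ORF regions (14.7%, interval 9.1 to 22.0), and 2 were called down in each. H3K4me3 was called up in 70 TSS regions and down in 14, and up in 63 ORF regions. The median log2 fold change in TSS regions was 0.26 for S5 and 1.32 for H3K4me3. Table S1 as used here lists 145 genes, 16 core and 129 early.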

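For RNA pol II S5 in TSS regions, the 11 called core genes are 68.8% of the list, with an exact 95% binomial interval of 41.3 to 89.0. The difference of 49.4 percentage points from the early genes was tested with Fisher's exact test (2-sided p = 1.00e-04, and 2.01e-04 after Benjamini-Hochberg adjustment over 6 tests of 3 antibodies in both kinds of region). It lay between 43.8 and 54.9 percentage points under the alternatives. Genes are not independent replicates, since several core genes are neighbours, so the p-value describes the lists and not the cultures. By strand, 5 of 7 plus-strand and 6 of 9 minus-strand core genes were called, against 15 of 72 and 10 of 57 early genes.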

The pie charts confirmed that a large proportion, 68.7% of core quiescence genes, had increased RNA polymerase II S5 levels in the TSS regions compared to only 18.6% of early quiescence genes (Supplementary Figures S3 and S4). These findings indicate that most of the early upregulated mRNAs are post-transcriptionally stabilized in Q cells compared to V cells, whereas mRNAs of most of the core quiescence genes are actively transcribed by RNA polymerase II in Q cells. 

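In ORF regions the difference between core and early genes was 54.0 percentage points for S5 (Fisher's exact test, 2-sided p = 1.17e-05) and 35.9 for S2 (exact p = 1.70e-05), both 5.09e-05 after adjustment over the 6 tests. For S2, 6 of the 16 core genes (37.5%, exact 95% binomial interval 15.2 to 64.6) and 2 of the 129 early genes (1.55%, interval 0.188 to 5.49) were called up. With Q replicates 2 and 3 of S2 taken as 1 library and no replicate block, the S2 difference was 6.25 percentage points (exact p = 0.110), and with DESeq2's shrunken fold changes it was −0.775. In S2 TSS regions, 1 core and 3 early genes were called up (exact p = 0.377). From the S5 shares, the paper infers that most early upregulated mRNAs are stabilized after transcription in Q cells, while most core quiescence genes are actively transcribed.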

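The 13 core genes called up for H3K4me3 in TSS regions are 81.3% of the core list (exact 95% binomial interval 54.4 to 96.0), and the 70 early genes are 54.3% of theirs (interval 45.3 to 63.1). The difference of 27.0 percentage points did not pass Fisher's exact test (2-sided p = 0.0587, and 0.0881 after adjustment over 6 tests). Relative to H3 the difference was 30.1 percentage points with an exact p of 0.0316, and p lay between 0.0316 and 0.117 over the alternatives. In ORF regions the shares were 62.5% and 48.8% (Fisher's exact test, 2-sided p = 0.428).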

Consistent with this notion, the H3K4me3 levels are significantly increased in 81.3% of TSS regions at core quiescence genes compared to 54.3% at early genes (Supplementary Figure S3). 

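Among the 16 core genes, H2A.Z was called up in 1 TSS region and in 0 ORF regions, and H3 was up in 2 TSS regions and 0 ORF regions. H3K9ac, H3K9me2, and H3K9me3 were called in 0 of the 16 in either kind of region with limma, also when adjusted over the list alone, which allows a share of up to 20.6% (upper end of the exact 95% interval). The core gene called for H2A.Z is SPAC869.06c, whose TSS value rose by 1.01 on the log2 scale (standard error 0.11, adjusted p = 1.01e-08, limma with Benjamini-Hochberg adjustment). H3K9ac lay above 0 in 15 of 16 core genes, with a median log2 fold change of 0.53. Among the 129 early genes, H2A.Z was up in 10 TSS regions and down in 1, and up in 3 ORF regions and down in 3. H3K9me3 was up in 3 TSS regions of early genes, H3 in 10, and H3K9ac in 0 (2 when adjusted over the list alone).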

Apart from H3K4me3, the other investigated histone marks did not show significant changes at core quiescence genes in Q cells (Figure 8), whereas a few of the early genes also showed significant changes in H2A.Z levels (Figure 9).

Thus, this analysis revealed that most of the early upregulated quiescence genes are post-transcriptionally regulated, i.e., their mRNA is stabilized in Q cells compared to V cells without recruitment of RNA polymerase II. The increase in H3K4me3 observed in TSS regions of 54,3% of these early upregulated genes may be a memory of transcription that occurred before 24 h of nitrogen starvation. In contrast, the core quiescence genes show new recruitment of RNA polymerase II to their TSS regions indicating that continuous transcription of these genes occurs in Q cells. Also, the induced transcription of core quiescence genes by RNA polymerase II in Q cells seems strongly correlated to an increase of the H3K4me3 levels (see Section 3).

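In V cells, SPAC869.04, SPAC869.09, and *mel1* had 80.5, 75.1, and 75.1 normalized S5 reads in their TSS windows, and in Q cells 430, 273, and 213. The median S5 TSS window held 146, 288, and 262 reads in the V replicates (size factors 0.702, 1.35, and 1.22). It held 183, 228, and 218 in the Q replicates (size factors 0.860, 1.05, and 0.997). With reads divided by size factors, these genes lay below this window in V cells. In Q cells *mel1* lay near it, and SPAC869.04 and SPAC869.09 above it. Whether such a rise is a return to the level of other windows was not tested for S5. The 3 pairs of replicates gave log2 fold changes of 1.68, 2.73, and 3.20 for SPAC869.04. Leaving out a replicate in turn kept it between 2.20 and 2.96. The core gene below 0 is SPNCRNA.1573, with a log2 fold change of −0.66 (standard error 0.36).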

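Across the 16 core genes, the log2 fold changes of H3K4me3 and RNA pol II S5 in TSS regions had a Spearman's rho of 0.618, with 0.608, 0.529, and 0.712 when computed in each pair of replicates. Genes are not independent replicates, and no p-value is given. Without replicate 3 it was 0.491. In the TSS region, 9 core genes were called up for both marks, 4 for H3K4me3 alone, 2 for S5 alone, and 1 for neither. The same correlation was 0.293 across all 6556 tested genes, 0.478 across plus-strand genes, and 0.279 across minus-strand genes. Across all tested genes it was 0.485 in pair 1 and 0.185 and 0.214 in pairs 2 and 3. The H3K4me3 and S5 libraries of Q replicate 1 correlated at 0.945, so both fold changes of pair 1 share nearly the same Q profile. Pair 1 is therefore no independent repeat of this correlation. For S5 with other antibodies across the core genes, rho was 0.591 with H3K9ac, 0.503 with H2A.Z, 0.397 with S2, and −0.118 with H3. The S2 value includes the V replicate 3 column that equals H3K9me2.

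**Figure D2:**
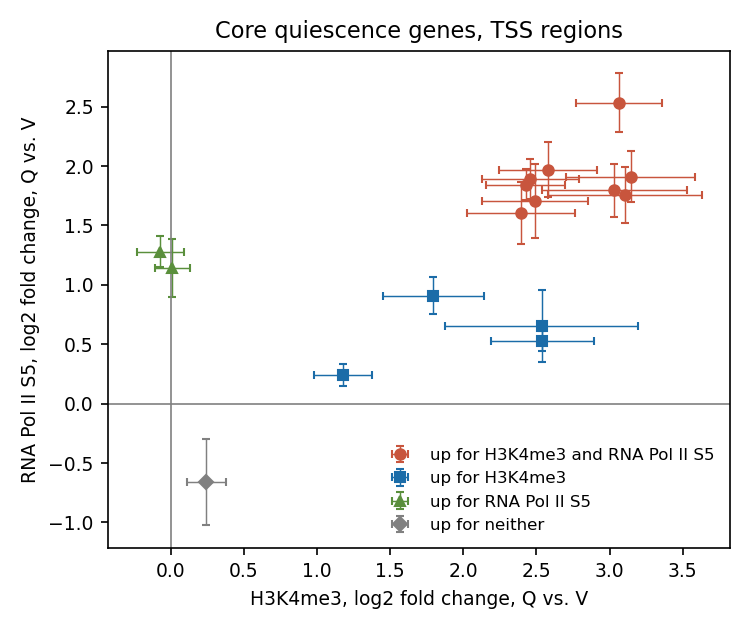
Log2 fold change from V to Q cells of H3K4me3 (x axis) and RNA pol II S5 (y axis) in the TSS regions of the 16 core quiescence genes. Points are genes, error bars are standard errors of the limma fit, and symbols show for which mark a gene was called up. The 9 genes called up for both marks lie at the upper right, and the gene called for neither lies below 0 for S5.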

### 2.6. Gene Expression Changes in Core Quiescence Genes in a Set1C/COMPASS Mutant

To investigate if H3K4me3 plays a role in the induction of RNA polymerase II transcription in core quiescence genes, we performed qRT-PCR analysis. We measured the expression of eight subtelomeric core quiescence genes in wild-type cells and *set1Δ* mutant cells in the vegetative state (V cells) and in the quiescent state after 24 h of nitrogen starvation (Q cells). We used the *set1Δ* mutant for this experiment since it is devoid of H3K4 methylation [13]. The eight core quiescence genes are located in the *tel1R* and *tel2L* subtelomeric regions [12]. As control genes, we used the *gmh2*^+^ gene and the rRNA gene since they are not induced in Q cells. We found that the only two of the eight tested genes (SPAC896.06c and SPBPB21E7.11) showed a strong and induction in quiescent WT cells using three biological repeats (Figure 8 and Figure S5). Interestingly, the strong upregulation of both these genes required the *set1^+^* gene, encoding the catalytic subunit of Set1C/COMPASS complex. However, other genes, SPAC869.09 and *mel1^+^*, were moderately induced, and this also required Set1 (Figure 10; Supplementary Figure S5). Thus, we conclude that H3K4 methylation by Set1C is needed at several core quiescence genes for their moderate and strong induction in Q cells.

## 3. Discussion

### 3.1. Strong Changes of the Epigenome in Quiescent Fission Yeast Cells

Here we present genome-wide maps for several different histone modifications, occupancy of the histone variant H2A.Z, and two phosphorylated forms of RNA polymerase II in vegetative (V) and quiescent (Q) cells. The comparison revealed a dramatic change in the epigenome of Q cells. We find that the epigenome of Q cells is much less well organized compared to that of V cells. It is known that Q cells have globally repressed for transcription with total mRNA levels at about 20% per cell compared to V cells [14]. Thus, it is likely that the drastic changes we observe in the epigenome in Q cells reflect the global repression of mRNA transcription. Our analysis of TSS regions showed that many significant epigenome changes between V cells and Q cells are indeed occurring at transcription start sites supporting this notion. At a global level the heatmaps showed that the TSS peak of RNA polymerase II S5 and the TES peak of RNA polymerase II S2 were both less pronounced in Q cells compared to V cells. RNA polymerase II S5 is linked to initiation whereas S2 is coupled to elongation of transcription [14]. The strong changes between Q and V cells confirm that many genes are repressed in Q cells. ChIP-seq analysis confirmed that changes in occupancy of the histone variant H2A.Z are important in regulation of gene expression during quiescence. This result is consistent with as essential role for the chromatin remodeler Ino80C that controls H2A.Z localization for survival of fission yeast cells in quiescence [12].

### 3.2. A Conserved Role for H3K4 Methylation in Quiescent Cells

Our ChIP-seq results also show very strong changes of H3K4me3 in Q cells. We observe both a global reduction in downregulated genes and an increase in H3K4me3 in upregulated genes. H3K4 methylation was previously implicated in quiescence by the lysine-to-alanine point mutation in histone H3 (K4A) in the distantly related budding yeast [15]. The K4A mutant budding yeast cells are devoid of H3K4me and show reduced viability after 5–10 days in quiescence. In addition, mapping of H3K4me3 in logarithmically growing and quiescent budding yeast cells revealed a global reduction in this modification in 7-day-old quiescent cells [15]. Thus, a role for H3K4 methylation in quiescence is shared between the distantly related fission and budding yeasts. It is possible that a function for H3K4 methylation in quiescence evolved early in eukaryotes. Quiescent mouse hematopoietic stem cells (HSCs) show a reduction in H3K4me3 levels [16]. Hence, a key role for H3K4 methylation may also be conserved in quiescent mammalian cells.

We show that 33 of the upregulated quiescence genes identified by RNA-seq [12] change their chromatin state to active, defined by RNA pol II S5 and H3K4me3 signals, whereas only 7 of the downregulated genes lose their active chromatin state. The latter group includes genes encoding a 60S ribosomal protein (*rpl27^+^*) and histone H3 (*hht1^+^*). This is expected for dormant cells arrested in the cell cycle since ribosome biogenesis is reduced, and the *hht1^+^* gene is only expressed in V cells during S phase. The group of 33 upregulated genes that change to an active chromatin state contain genes encode several metabolic enzymes and transmembrane transporters. An upregulation of these cellular functions in Q cells is consistent with earlier observations [2].

### 3.3. Different Mechanisms for Activation for Early and Core Quiescence Genes

We used a timepoint of 24 h of nitrogen starvation, i.e., 1-day-old Q cells, for our mapping studies because it is known that the transcriptome is already strongly reduced at this early timepoint [14]. At the 24 h timepoint, only 149 genes are upregulated, and as many as 1208 genes are downregulated [12]. Of the 149 ‘early’ genes, 16 were also found to be upregulated after 7 days and 2 weeks of quiescence and were defined as ‘core’ quiescence genes [12]. The comparison with RNA polymerase II occupancies revealed that most of the early genes are likely transcribed before entry into quiescence, since S2 and S5 occupancies are relatively low in most of these genes in 1-day-old quiescent cells. In budding yeast, RNA polymerase II occupancy was less correlated to mRNA abundance in 7-day quiescent cells compared to vegetative cells, suggesting that many mRNAs were transcribed in vegetative cells and stored in quiescent budding yeast cells [15]. This notion is consistent with our observations for early quiescence genes in fission yeast.

### 3.4. Core Quiescence Genes Require Set1C Activity for Their Induction in Q Cells

Most of the core quiescence genes in fission yeast displayed significantly increased occupancies of RNA polymerase II phosphorylated at S2 and S5 in their TSS and ORF regions. This suggests that gene activation involving recruitment of RNA polymerase II and transition into elongation mode is occurring in the Q cells at these genes. The core quiescence genes also show a super-significant increase in H3K4me3, suggesting that this modification is mechanistically and temporarily linked to both initiation and elongation steps in the Q cells. Set1 is the only H3K4 methyltransferase enzyme in fission yeast, and therefore the Set1 activity is essential for H3K4me3 methylation [13]. Here we demonstrate that Set1C is needed in core quiescence genes for their moderate and strong induction in Q cells.

### 3.5. A Direct Role for H3K4me3 in Activation of Quiescence Genes?

The textbook view of gene transcription by RNA polymerase II is that S5 phosphorylation of S5 occurs during the initiation step and that S2 is phosphorylated later during the elongation step [17]. Tri-methylation of H3K4 occurs during initiation of transcription as a consequence of S5 phosphorylation, and the role of this histone modification is thought to facilitate several aspects of transcription including recruitment of chromatin remodeling and elongation factors. It was recently demonstrated by acute depletion experiments in mammalian cells that Set1C/COMPASS is required for pause-release of RNA polymerase II and elongation of transcription [18]. Based on this, it was suggested that H3K4me3 stimulates transcription elongation by RNA polymerase II directly by recruitment of an RNA processing factor, called Integrator subunit 11 (INTS11), that is involved in the pause–release of RNA polymerase II in mouse embryonic stem cells [18]. In fission yeast, Set1C is associated with both S5- and S2-phosphorylated forms of RNA polymerase II [13]. There is a conserved homologue of INTS11 in fission yeast called Ysh1 that is involved in mRNA processing [19]. Thus, it is possible that Set1C has a similar function in fission yeast cells.

### 3.6. Quiescence Mortality Phenotypes of Set1C/COMPASS Mutants

Interestingly, our new results are consistent with our previous genetic screening for chromatin regulators required in quiescence, showing that the Set1C/COMPASS enzyme complex is essential for survival in quiescence. The screening-identified genes encoding proteins from several histone modifying complexes, including RPD3 and SAGA, which affect histone acetylation, and Set1C/COMPASS, which is responsible for H3K4 methylation [11]. The Set1C/COMPASS complex contains eight conserved subunits in fission yeast: Ash2 (ASH2L), Sdc1 (DPY30), Set1 (SETD1A or SETD1B), Shg1, Spf1 (CXXC1), Swd1(RBBP5), Swd2 (WDR82), Swd3 (WDR5) (the names of the human protein orthologs are written in capital letters) [20]. We reported that the Set1C gene deletion mutants *ash2*, *set1*, *shg1*, *spf1*, *swd1*, and *swd3* display increased mortality phenotypes in quiescence [11]. Hence, it is likely that the survival of Q cells requires upregulation of quiescence genes by Set1C.

## 4. Materials and Methods

### 4.1. Cell Culture

Fission yeast cells (Table 2) were grown in PMG (pombe minimal glutamate) media at 30 °C, 200 rpm until cells reached mid-log phase. Vegetative cells (V cells) were harvested at mid-log phase. For quiescence experiments, the mid-log phase cells were washed three times with PMG without nitrogen (PMG-N) media to completely remove the nitrogen, and then switched to PMG-N media and incubated for 24 h before harvesting the quiescent cells (Q cells).

### 4.2. RNA Extraction and qRT-PCR

As we know, 0.5–1 µg of input total RNA is recommended for real-time quantitative reverse transcription PCR (real-time qRT-PCR). Therefore, at least 125 × 10^6^ fission yeast cells (V cells and Q cells) were needed. The cells were collected by centrifugation at 3000× *g* for 5 min at 30 °C, followed by a single quick wash step at room temperature with 1 × PBS. After centrifugation, the cell pellets were snap-frozen on dry ice. The E.Z.N.A.^®^ Total RNA Kit I (OMEGA Bio-tek; Georgia, Norcross, GA, USA, R6834-02) was used for RNA extraction following the kit instructions with the following modifications for fission yeast cells: 500 µL lysis buffer from the Total RNA Kit (TRK) and 500 µL acid-washed glass beads were added into the cell pellets. The tubes were tightly closed and vortexed at 4 °C for 1 h to disrupt the cells. Subsequently, the tubes were centrifuged at 14,000× *g* for 5 min at 4 °C, and the cleared supernatant was transferred to a new tube. The remaining steps for RNA purifications were carried out according to the TRK kit instructions. For reverse transcription and qRT-PCR, we used commercial kits (LunaScript^®^ RT Supermix Kit) and SYBR green mix (KAPA SYBR^®^ FAST; Roche, Basel, Switzerland) according to the instructions, PCR primers (Table 3), and the Applied Biosystems 7500 Fast Real-Time PCR System apparatus.

### 4.3. Chromatin Immunoprecipitation Sequencing (ChIP-seq)

The Hu3112 strain was used for ChIP-seq. The mid-log phase vegetative cells (growing in PMG media) and quiescent cells (after switch to PMG-N media for 24 h) were cross-linked with a final concentration of 1% formaldehyde solution (Merck, Darmstadt, Germany, 252549) at 25 °C for 30 min and then quenched by a final concentration of 125 mM glycine at 25 °C for 5 min. The cross-linked cells were washed twice with cold 1 × PBS and snap-frozen using dry ice. The frozen cell pellets were thawed and re-washed with ChIP lysis buffer (50 mM HEPES-KOH (pH 7.5), 140 mM NaCl, 1 mM EDTA (pH 8.0), 1% (*w*/*v*) Triton X-100, 0.1% (*w*/*v*) SDS, and 0.1 sodium deoxycholate). After the final wash, the cell solution was transferred into pre-cooled Sarstedt screw-cap tubes containing 500 µL of 0.5 mm Zirconia/Silica Beads (Techtum, Nacka, Sweden, 11079105z). Cell lysis was performed using a FastPrep-24 machine (MP) until more than 90% of the cells were broken. After puncturing the bottom of the Sarstedt screw-cap tube and performing a low-speed centrifuge, the bottom part of the solution was collected, avoiding any beads. The solution was then transferred into 1.5 mL Bioruptor microtubes (Diagenode, Belgium, C30010016) and sonicated using a Bioruptor apparatus. After determining the chromatin concentration and fragment size, the ideal sheared chromatin (chromatin fragment sizes were around 500 base pairs) was stored at −80 °C.

For the immunoprecipitation step, the following antibodies were used: anti-Spike-in antibodies (61686, Active Motif, Sweden), anti-H3 antibodies (ab1791, Abcam, Cambridge, U.K.), anti-H3K9ac antibodies (ab4441, Abcam), anti-H3K4me3 antibodies (ab12209, Abcam), anti-H3K9me2 antibodies (ab1220, Abcam), anti-H3K9me3 antibodies (39062, Active Motif, Carlsbad, CA, USA), anti-RNA Pol II S2 antibodies (ab5095, Abcam), and anti-RNA Pol II S5 antibodies (ab5131, Abcam). The same amount of sheared chromatin, spike-in chromatin (53083, Active Motif), and final system volume were maintained for comparison.

After immunoprecipitation, three washing steps were performed using low-salt wash buffer (20 mM Tris-HCl (pH 8.0), 150 mM NaCl, 2 mM EDTA (pH 8.0), 1% (*w*/*v*) Triton X-100, and 0.1% SDS), high-salt wash buffer (20 mM Tris-HCl (pH 8.0), 500 mM NaCl, 2 mM EDTA (pH 8.0), 1% (*w*/*v*) Triton X-100, and 0.1% SDS), and LiCl wash buffer (10 mM Tris-HCl (pH 8.0), 250 mM LiCl, 1 mM EDTA (pH 8.0), 1% IGEPAL CA-630, and 0.1% sodium deoxycholate) successively. ChIP-DNA was extracted using the ChIP DNA Clean & Concentrator kit (ZYMO RESEARCH, D5205, Irvine, CA, USA), and DNA concentration was measured using the Qubit dsDNA HS assay kit (ThermoFisher, Frederick, MD, USA, Q33231). The sequencing library was prepared using the ThruPLEX DNA-Seq kit (TaKaRa, Shiga, Japan R400676) with the DNA HT Dual Index Kit—96N Set A (TaKaRa, R400660). Sequencing was performed using the Illumina Nextseq 2000 platform with the P3 v3 50 kit (36 + 8 + 8 + 36 cycles, single-end sequencing) at the BEA facility (Huddinge, Sweden).

### 4.4. Bioinformatics

Raw sequencing data from Nextseq 2000 (Bcl files) were converted and demultiplexed to fastq files using the bcl2fastq v2.20.0.422 program. The bwa 0.7.17 and Samtools 1.17 programs were used for alignment and file conversion. Later, we used deeptools 3.3.2 to compute pairwise Spearman correlation coefficients, normalize the bigwig files, and count the reads. The graphs were performed by using R. For volcano plots and bubble plots, batch effects were removed using DEseq2 [21]. Scripts will be made available in GitHub upon request.

## Figures and Tables

**Figure 1:**
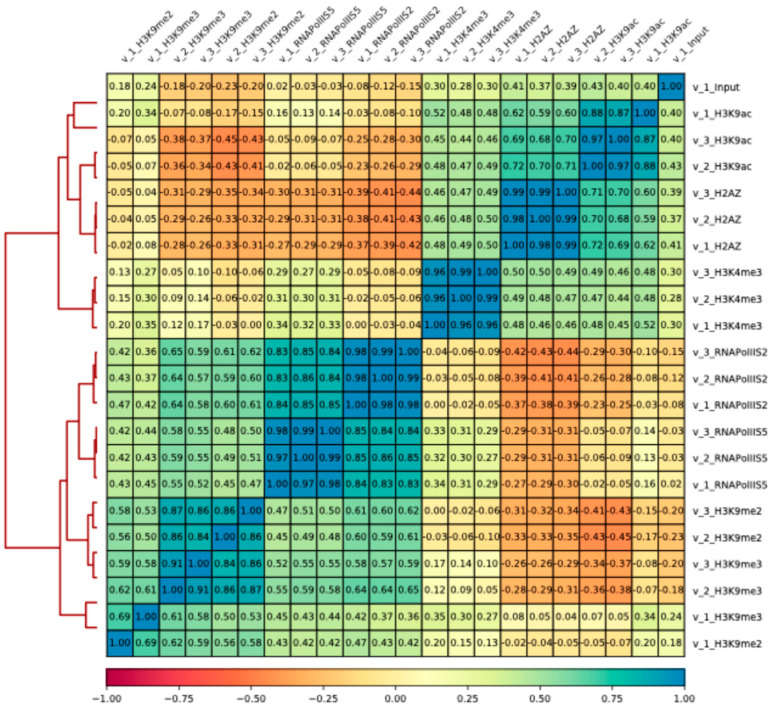
Correlation matrix of vegetative (V) cells. Heat map showing pairwise Spearman correlation coefficients for all vegetative ChIP-seq samples calculated based on ranks of each bin.

**Figure 2:**
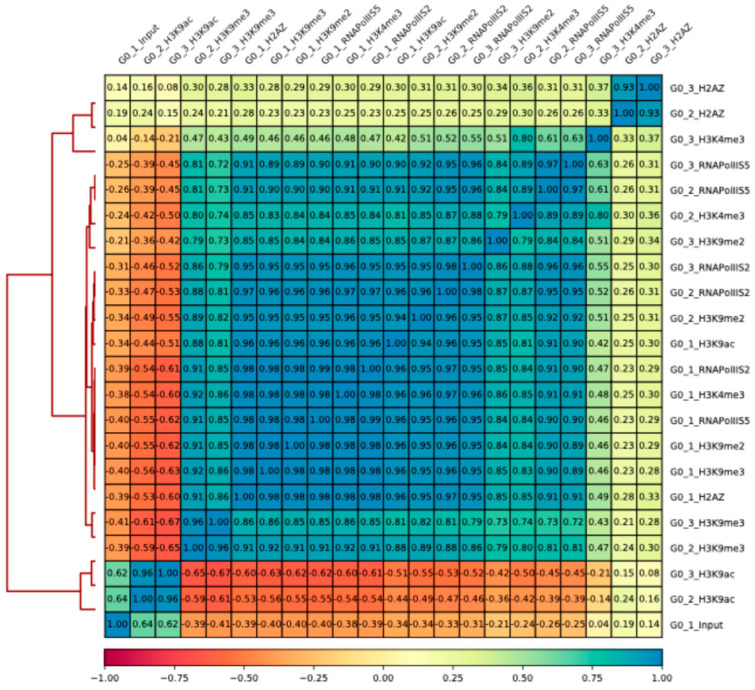
Correlation matrix of quiescent (Q) cells. Heat map showing pairwise Spearman correlation coefficients for all quiescent ChIP-seq samples calculated based on ranks of each bin.

**Figure 3:**
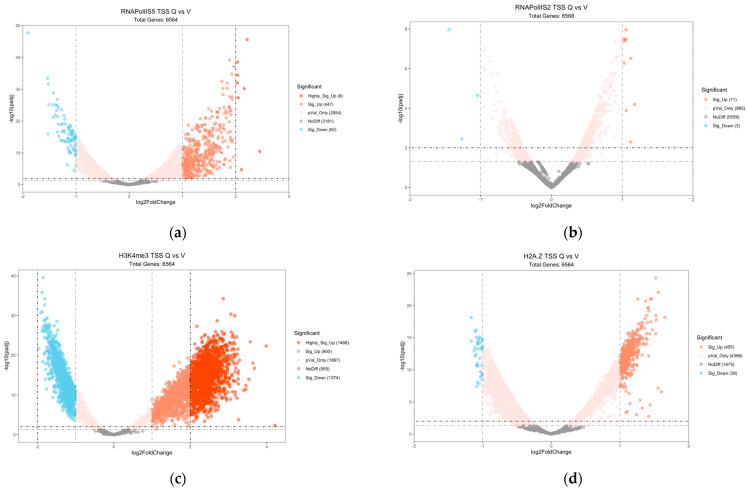

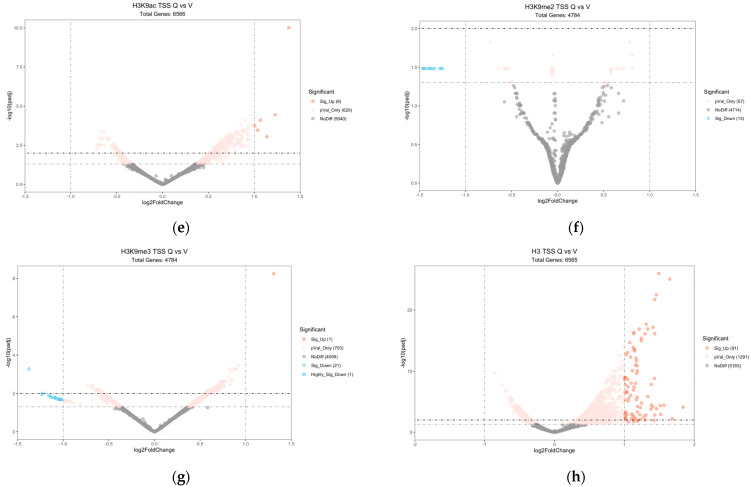
Volcano plots. Batch effects were removed using DEseq2 (see Section 4). Significantly changed TSS regions in Q cells vs. V cells, are labelled by red, pink, light-blue, and blue colors. Highly significant up: log fold change > 2.0; *p* < 0.01. Significant up: log fold change > 1.0; *p* < 0.05; *p*-value only: log fold change < 1.0 or >−1.0; *p* value < 0.05. Highly significant down: log fold change < −2.0; *p* < 0.01. Significant down: log fold change < −1.0; *p* < 0.05. No difference *p* > 0.05. Panels (**a**–**h**) show the different ChIP-seq signals comparing Q cells v.s V cells: (**a**) RNA Pol II S5; (**b**) RNA pol II S2; (**c**) H3K4me3; (**d**) H2A.Z; (**e**) H3K9ac; (**f**) H3K9me2; (**g**) H3K9me3; (**h**) H3.

**Figure 4:**
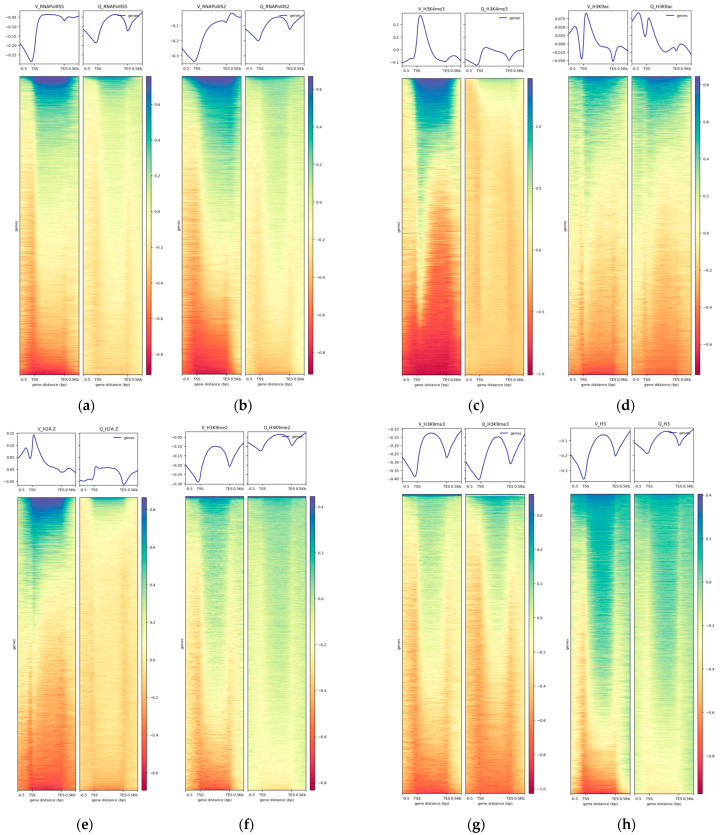
TSS to TES region heatmaps. Sequencing depth and input normalized ChIP-seq signals (read counts). The color gradient from blue to red indicates high to low signals in the different regions. The plot above each heatmap displays the average signal in the different regions. The panels show the ChIP-seq signals in V cells and Q cells as indicated (**a**) RNA Pol II S5; (**b**) RNA pol II S2; (**c**) H3K4me3; (**d**) H3K9ac; (**e**) H2A.Z; (**f**) H3K9me2; (**g**) H3K9me3; (**h**) H3.

**Figure 5:**
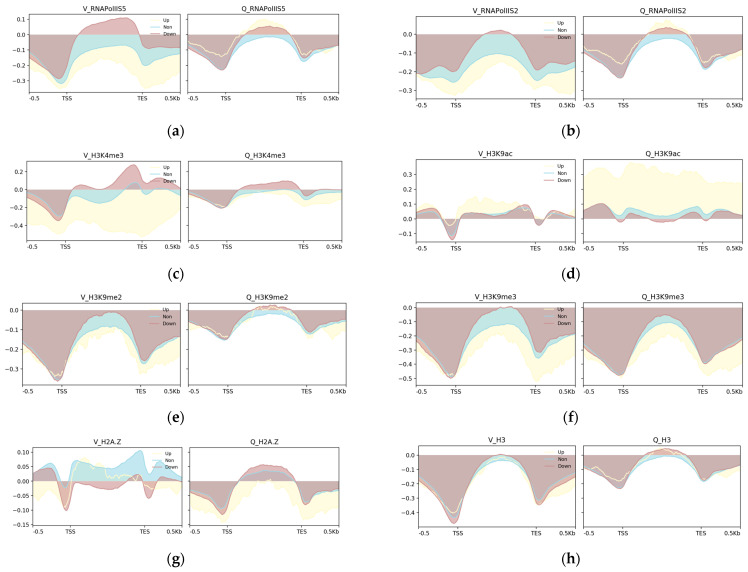
Differential TSS-to-TES profile plots. Sequencing depth and input normalized. Plot profiles for upregulated (yellow area), downregulated (brown area), and non-changed genes (blue area) in Q vs. V cells for the different ChIP-seq signals (read counts) as indicated. ‘Up’ = upregulated in Q cells; ‘Non’ = non-changed in Q cells; ‘Down’ = downregulated in Q cells. The panels show the average ChIP-seq signals in V cells and Q cells as indicated (**a**) RNA Pol II S5; (**b**) RNA pol II S2; (**c**) H3K4me3; (**d**) H3K9ac; (**e**) H3K9me2; (**f**) H3K9me3; (**g**) H2A.Z; (**h**) H3.

**Figure 6:**
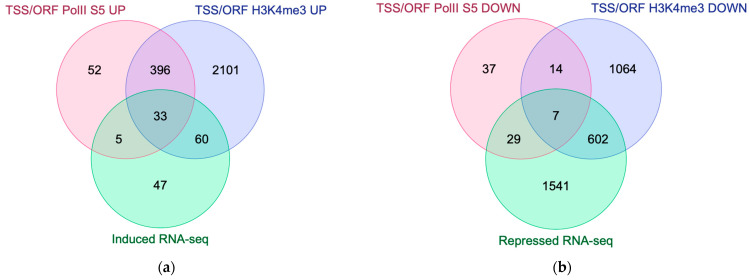
Venn diagram. Chromatin state changes comparing RNA Pol II S5 and H3K4me3 (ChIP-seq signals) vs. gene expression changes (RNA-seq). Panel (**a**) shows the number of upregulated (induced) genes in Q cells that change to an active chromatin state and panel (**b**) shows the number of downregulated genes in Q cells that change to a repressed chromatin state.

**Figure 7:**
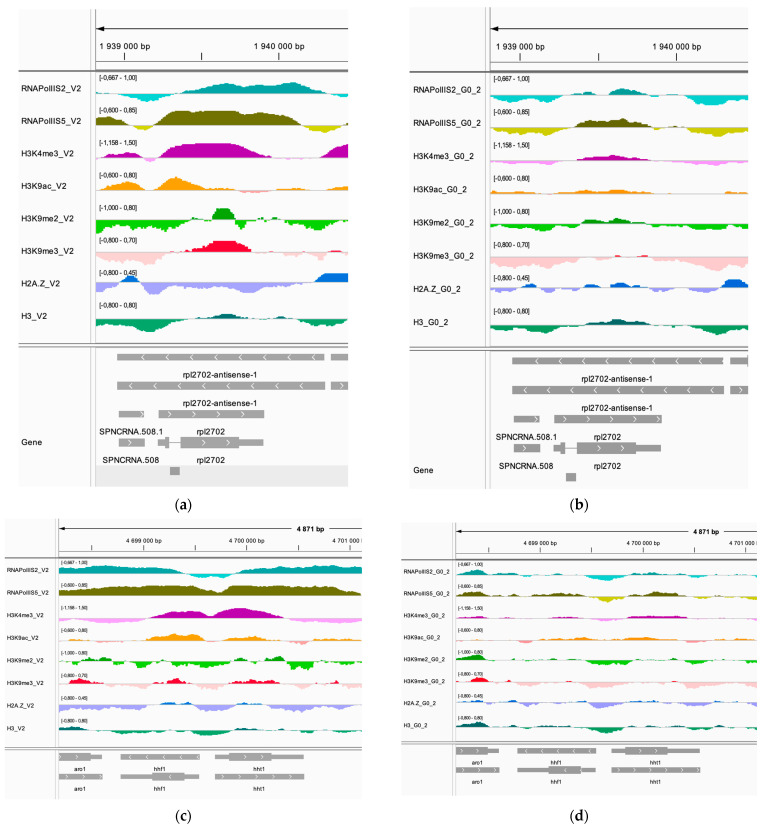

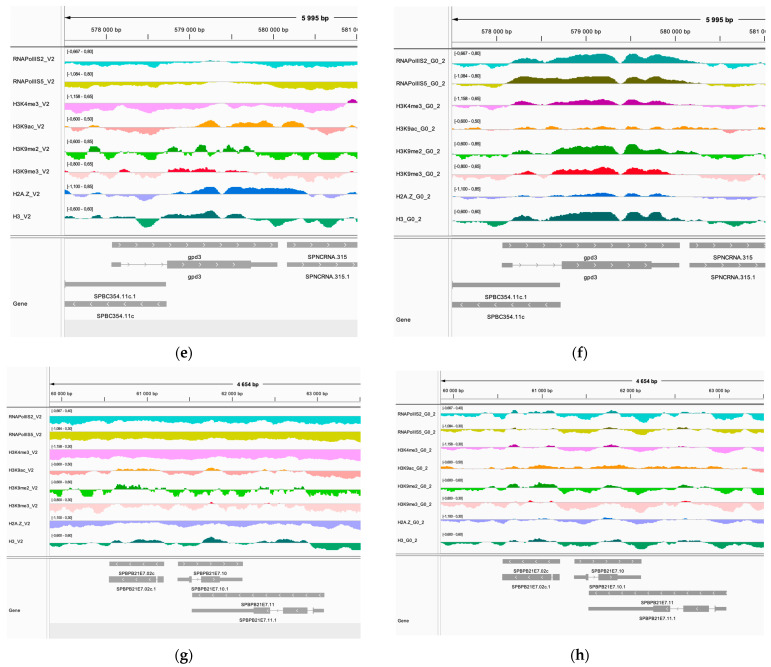
Integrative Genomics Viewer (IGV) displays showing examples of genes changing their chromatin state in Q cells. The first panel shows the *rpl27^+^* gene region in V cells (**a**) and Q cells (**b**). The second panel shows the *hhf1^+^* and *hht1^+^* gene region in V cells (**c**) and Q cells (**d**). The third panel shows the *gdp3^+^* gene region in V cells (**e**) and Q cells (**f**). The fourth panel shows the *SPBPB21E7* region containing three genes in V cells (**g**) and Q cells (**h**). ChIP-seq signals for RNA Pol II S2, RNA Pol II S5, H3K4me3, H3K9ac, H3K9me2, H3K9me3, H2A-Z, and H3 are indicated in each panel.

**Figure 8:**
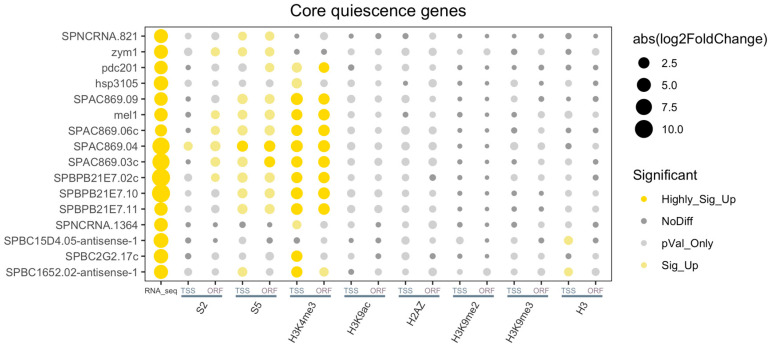
The majority of core quiescence genes show a significant increase in H3K4me3 and RNA polymerase S5. A bubble plot of core quiescence genes generated by Deseq2 tool is shown. RNA_seq = gene expression levels measured by RNA-seq; S2 = RNA polymerase II S2; S5 = RNA polymerase S5; and histone marks, as indicated in TSS and ORF regions, respectively. The gene names are indicated in the left margin.

**Figure 9:**
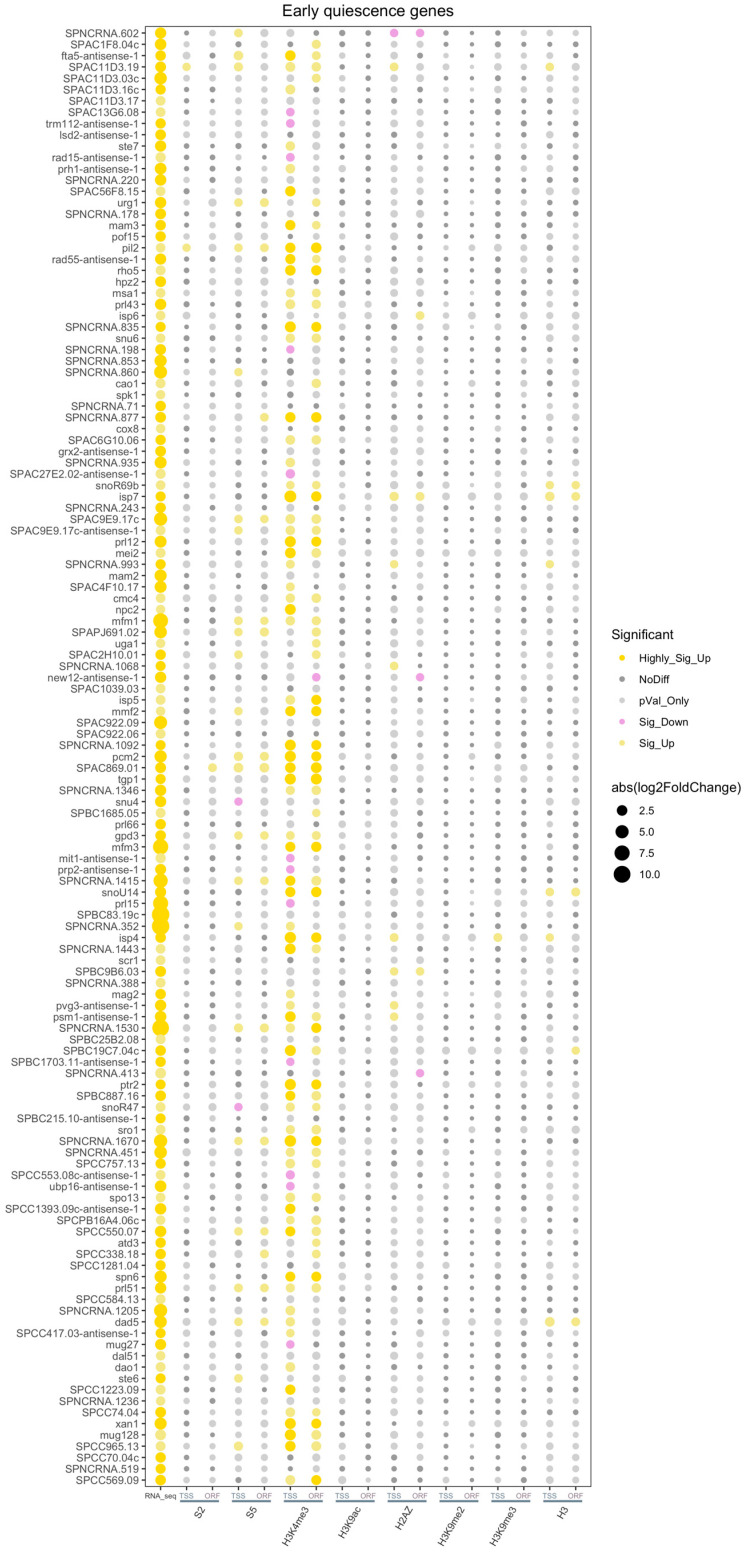
A small subset of early quiescence genes shows a significant increase of RNA polymerase II S5 and H3K4me3. A bubble plot of core quiescence genes generated by Deseq2 tool is shown. RNA_seq = gene expression levels measured by RNA-seq; S2 = RNA polymerase II S2; S5 = RNA polymerase S5; and histone marks, as indicated in TSS and ORF regions, respectively. The gene names are indicated in the left margin.

**Figure 10:**
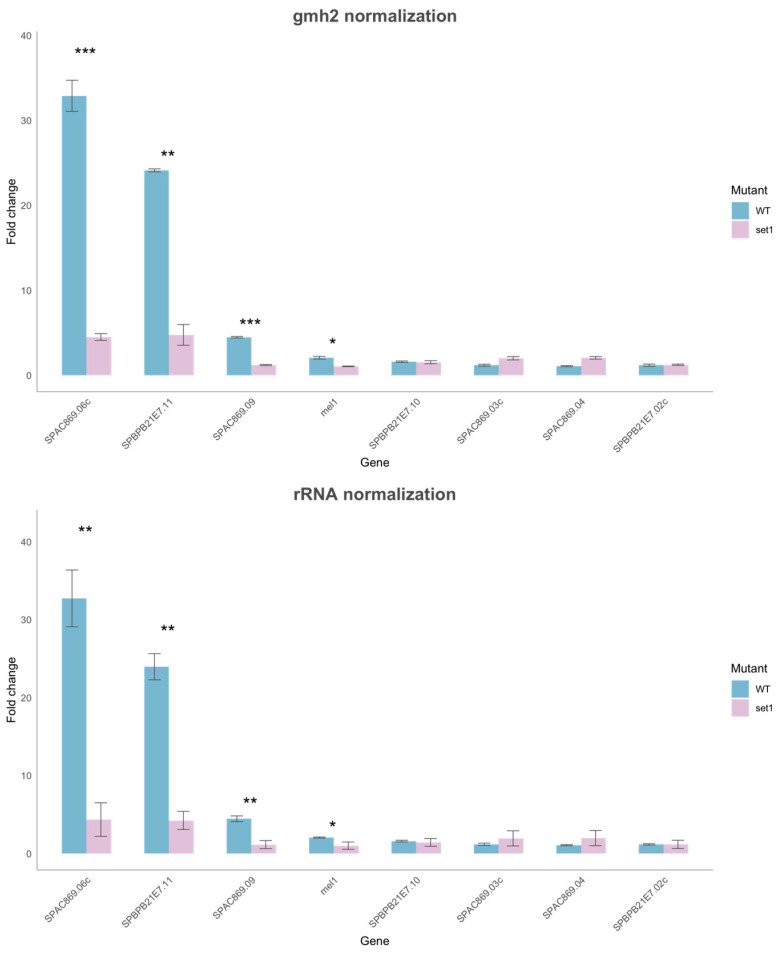
Real-time quantitative PCR (RT-QPCR) analysis of gene expression for core quiescence genes in Q cells vs. V cells. The 2^−ΔΔCT^ method for relative quantitation was used (see Materials and Methods). Statistical significance for reduced expression in *set1Δ* vs. WT is indicated (paired T-test): *p* < 0.001 “***”; *p* < 0.01 “**”; *p* < 0.05 “*”. Panels: (top) *gmh2^+^* normalized data; (bottom) rRNA normalized data.

**Table 1:** Lists of genes changing their chromatin state in Q cells. The gene lists are derived from the intersections in Figure 6.

Systematic Gene Name	Gene Name/ GO Molecular Function	Chromatin State in Q Cells
		Active
SPAC1002.19	*urg1/ GTP cyclohydrolase*	Active
SPAC1039.10	*mmf2/ mitochondrial matrix protein*	Active
SPAC11D3.19		Active
SPAC2H10.01	*transcription factor*	Active
SPAC3C7.02c	*pil2/ meiotic eisosome*	Active
SPAC3G9.11c	*pdc201/ pyruvate decarboxylase*	Active
SPAC869.01	*hydrolase, cellular detoxification*	Active
SPAC869.03c	*urea transmembrane transporter*	Active
SPAC869.04	*formamidase, cellular detoxification*	Active
SPAC869.06c	*hry1/ cation binding protein*	Active
SPAC869.07c	*mel1/ alpha-galactosidase*	Active
SPAC869.08	*mel2/ isoaspartate methyltransferase*	Active
SPAC869.09		Active
SPAC9E9.17c		Active
SPAPB8E5.05	*mfm1/ M-factor precursor*	Active
SPAPJ691.02		Active
SPBC354.12	*gpd3/ glyceraldehyde dehydrogenase*	Active
SPBPB21E7.02c	*phosphoglycerate mutase*	Active
SPBPB21E7.10		Active
SPBPB21E7.11		Active
SPCC338.18		Active
SPCC417.02	*dad5/ DASH complex subunit*	Active
SPCC550.07	*fah2/ fatty-acid amide hydrolase*	Active
SPCC965.13	*transmembrane transporter*	Active
SPNCRNA.1415	*non-coding RNA*	Active
SPNCRNA.1530	*non-coding RNA*	Active
SPNCRNA.1670	*non-coding RNA*	Active
SPNCRNA.352	*non-coding RNA*	Active
SPNCRNA.51	*non-coding RNA*	Active
SPNCRNA.577	*non-coding RNA*	Active
SPNCRNA.607	*non-coding RNA*	Active
SPNCRNA.877	*non-coding RNA*	Active
SPNCRNA.987	*non-coding RNA*	Active
		
SPAC1834.04	*hht1/ histone H3*	Repressed
SPAC30D11.11	*izh3/ ER membrane protein*	Repressed
SPAC31G5.04	*lys12/ homoisocitrate dehydrogenase*	Repressed
SPBC1711.07	*rrb1/ chaperone for ribosomal protein*	Repressed
SPCC74.05	*rpl2702/ 60S ribosomal protein*	Repressed
SPNCRNA.1461	*non-coding RNA*	Repressed
SPNCRNA.979	*non-coding RNA*	Repressed
		

**Table 2:** List of strains.

Strain Number	Genotype	Reference
Hu3112	*mat1-M smt-0 pht1-myc*	[12]
Hu2909	*mat1-M smt-0*	[11]
Hu3119	*mat1-M smt-0 set1Δ::kanMX*	[11]

**Table 3:** List of PCR primers.

Gene	Forward	Reverse
SPAC869.09	GCCTGATCCTGCACATATTATCG	TTTGCATGACGCCTACCTTTCTG
mel1	GTTACAAGCGAATGTCTGATGCTC	ATACTCCTCAAAGCTCATACCTCC
SPAC869.06c	GTCGGCAAACGACTATGATACTG	AATATCATGTTGCTCCTCCTCGTC
SPAC869.04	AAATAAACCTGCATGGGAGCAACC	AATCCTCCTCCATTCTCTTTCG
SPAC869.03c	ACCAGGGATATGGATATGGAATCG	CACATACTTCCACATACGCCATAC
SPBPB21E7.02c	GCCCTTCATAATTGGTTGGTTGAC	GTTCCGTATAATCCTCGTCTCAGTG
SPBPB21E7.10	GTTGAAAGGAGAAGTCGAAGAAGG	CTATTCGCTCTCCTTTCTTTCACC
SPBPB21E7.11	TGTTATGCGTGCGTTCTTCATCC	TGATTGAGTATCAGGTGCGCTTG
gmh2	CTTGATTGCTGGCGCGTTTCTATAC	TTTGCTGAGGCTCTGACTCGTATG
SPRRNA.47(rRNA)	TAGCCAAATGCCTCGTCATC	CATACTCCCACTTATCCTACACCC

## Data Availability

The ChIP-seq data have been submitted to the Gene Expression Omnibus under the accession number GSE280066.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/epigenomes8040039/s1, Figure S1: Volcano plot of histone modification changes in ORF regions in Q vs. V cells; Figures S2 and S3: Pie charts showing analysis of histone modification changes in quiescence genes in TSS and ORF regions, respectively. Figure S4: Bar diagrams showing additional repeats of qRT-PCR analysis of expression of core quiescence genes in Q vs. V cells. Figure S5: quantitative RT-PCR analysis of core quiescence genes. Supplementary Table S1 is an excel file with details of epigenome changes in early genes and core quiescence genes.

## References

[1] de Morree A., Rando T.A. (2023). Regulation of adult stem cell quiescence and its functions in the maintenance of tissue integrity. Nat. Rev. Mol. Cell Biol..

[2] Roche B., Arcangioli B., Martienssen R. (2017). Transcriptional reprogramming in cellular quiescence. RNA Biol..

[3] Li Y., Wang Z., Ajani J.A., Song S. (2021). Drug resistance and Cancer stem cells. Cell Commun. Signal.

[4] Hayles J., Nurse P. (2018). Introduction to Fission Yeast as a Model System. Cold Spring Harb. Protoc..

[5] Sajiki K., Hatanaka M., Nakamura T., Takeda K., Shimanuki M., Yoshida T., Hanyu Y., Hayashi T., Nakaseko Y., Yanagida M. (2009). Genetic control of cellular quiescence in *S. pombe*. J. Cell Sci..

[6] Yanagida M. (2009). Cellular quiescence: Are controlling genes conserved?. Trends Cell Biol..

[7] Allshire R.C., Ekwall K. (2015). Epigenetic Regulation of Chromatin States in Schizosaccharomyces pombe. Cold Spring Harb. Perspect. Biol..

[8] Bonitto K., Sarathy K., Atai K., Mitra M., Coller H.A. (2021). Is There a Histone Code for Cellular Quiescence?. Front. Cell Dev. Biol..

[9] Roche B., Arcangioli B., Martienssen R.A. (2016). RNA interference is essential for cellular quiescence. Science.

[10] Joh R.I., Khanduja J.S., Calvo I.A., Mistry M., Palmieri C.M., Savol A.J., Sui S.J., Sadreyev R.I., Aryee M.J., Motamedi M. (2016). Survival in Quiescence Requires the Euchromatic Deployment of Clr4/SUV39H by Argonaute-Associated Small RNAs. Mol. Cell.

[11] Zahedi Y., Durand-Dubief M., Ekwall K. (2020). High-Throughput Flow Cytometry Combined with Genetic Analysis Brings New Insights into the Understanding of Chromatin Regulation of Cellular Quiescence. Int. J. Mol. Sci..

[12] Zahedi Y., Zeng S., Ekwall K. (2023). An essential role for the Ino80 chromatin remodeling complex in regulation of gene expression during cellular quiescence. Chromosome Res..

[13] Dehé P.-M., Dichtl B., Schaft D., Roguev A., Pamblanco M., Lebrun R., Rodríguez-Gil A., Mkandawire M., Landsberg K., Shevchenko A. (2006). Protein interactions within the Set1 complex and their roles in the regulation of histone 3 lysine 4 methylation. J. Biol. Chem..

[14] Marguerat S., Schmidt A., Codlin S., Chen W., Aebersold R., Bähler J. (2012). Quantitative analysis of fission yeast transcriptomes and proteomes in proliferating and quiescent cells. Cell.

[15] Young C.P., Hillyer C., Hokamp K., Fitzpatrick D.J., Konstantinov N.K., Welty J.S., Ness S.A., Werner-Washburne M., Fleming A.B., Osley M.A. (2017). Distinct histone methylation and transcription profiles are established during the development of cellular quiescence in yeast. BMC Genom..

[16] Lee J., Kang S., Lilja K.C., Colletier K.J., Scheitz C.J., Zhang Y.V., Tumbar T. (2016). Signalling couples hair follicle stem cell quiescence with reduced histone H3 K4/K9/K27me3 for proper tissue homeostasis. Nat. Commun..

[17] Smith E., Shilatifard A. (2013). Transcriptional elongation checkpoint control in development and disease. Genes Dev..

[18] Wang H., Fan Z., Shliaha P.V., Miele M., Hendrickson R.C., Jiang X., Helin K. (2023). H3K4me3 regulates RNA polymerase II promoter-proximal pause-release. Nature.

[19] Larochelle M., Robert M.-A., Hébert J.-N., Liu X., Matteau D., Rodrigue S., Tian B., Jacques P., Bachand F. (2018). Common mechanism of transcription termination at coding and noncoding RNA genes in fission yeast. Nat. Commun..

[20] Roguev A., Schaft D., Shevchenko A., Pijnappel W., Wilm M., Aasland R., Stewart A. (2001). The Saccharomyces cerevisiae Set1 complex includes an Ash2 homologue and methylates histone 3 lysine 4. EMBO J..

[21] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

# Supplementary material for: Epigenome Mapping in Quiescent Cells Reveals a Key Role for H3K4me3 in Regulation of RNA Polymerase II Activity
**Source:** Epigenomes. 2024 Oct 22;8(4):39. doi: 10.3390/epigenomes8040039
**Supplement:** Supplementary file 1

## Slide 1
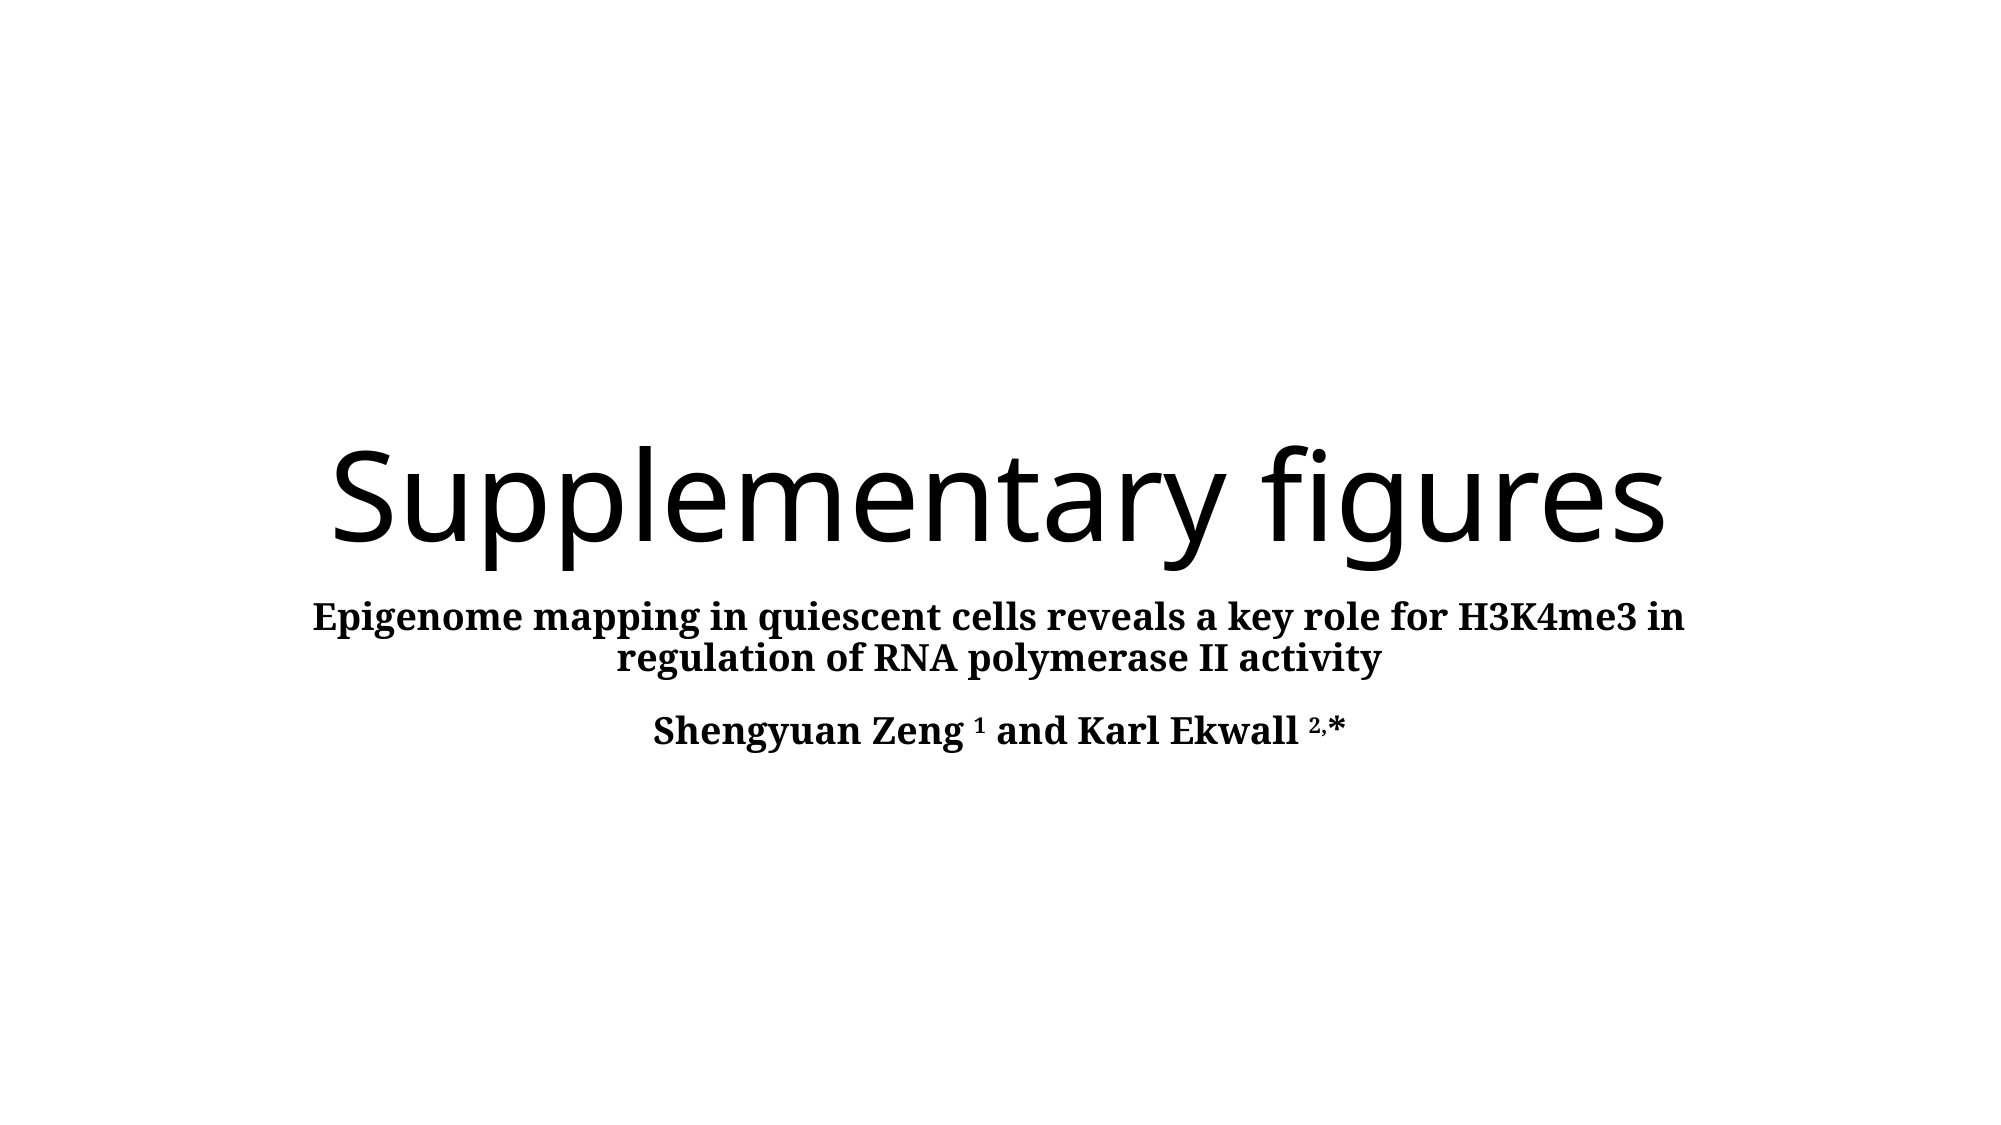

# Supplementary figures
Epigenome mapping in quiescent cells reveals a key role for H3K4me3 in regulation of RNA polymerase II activity
Shengyuan Zeng 1 and Karl Ekwall 2,*

## Slide 2
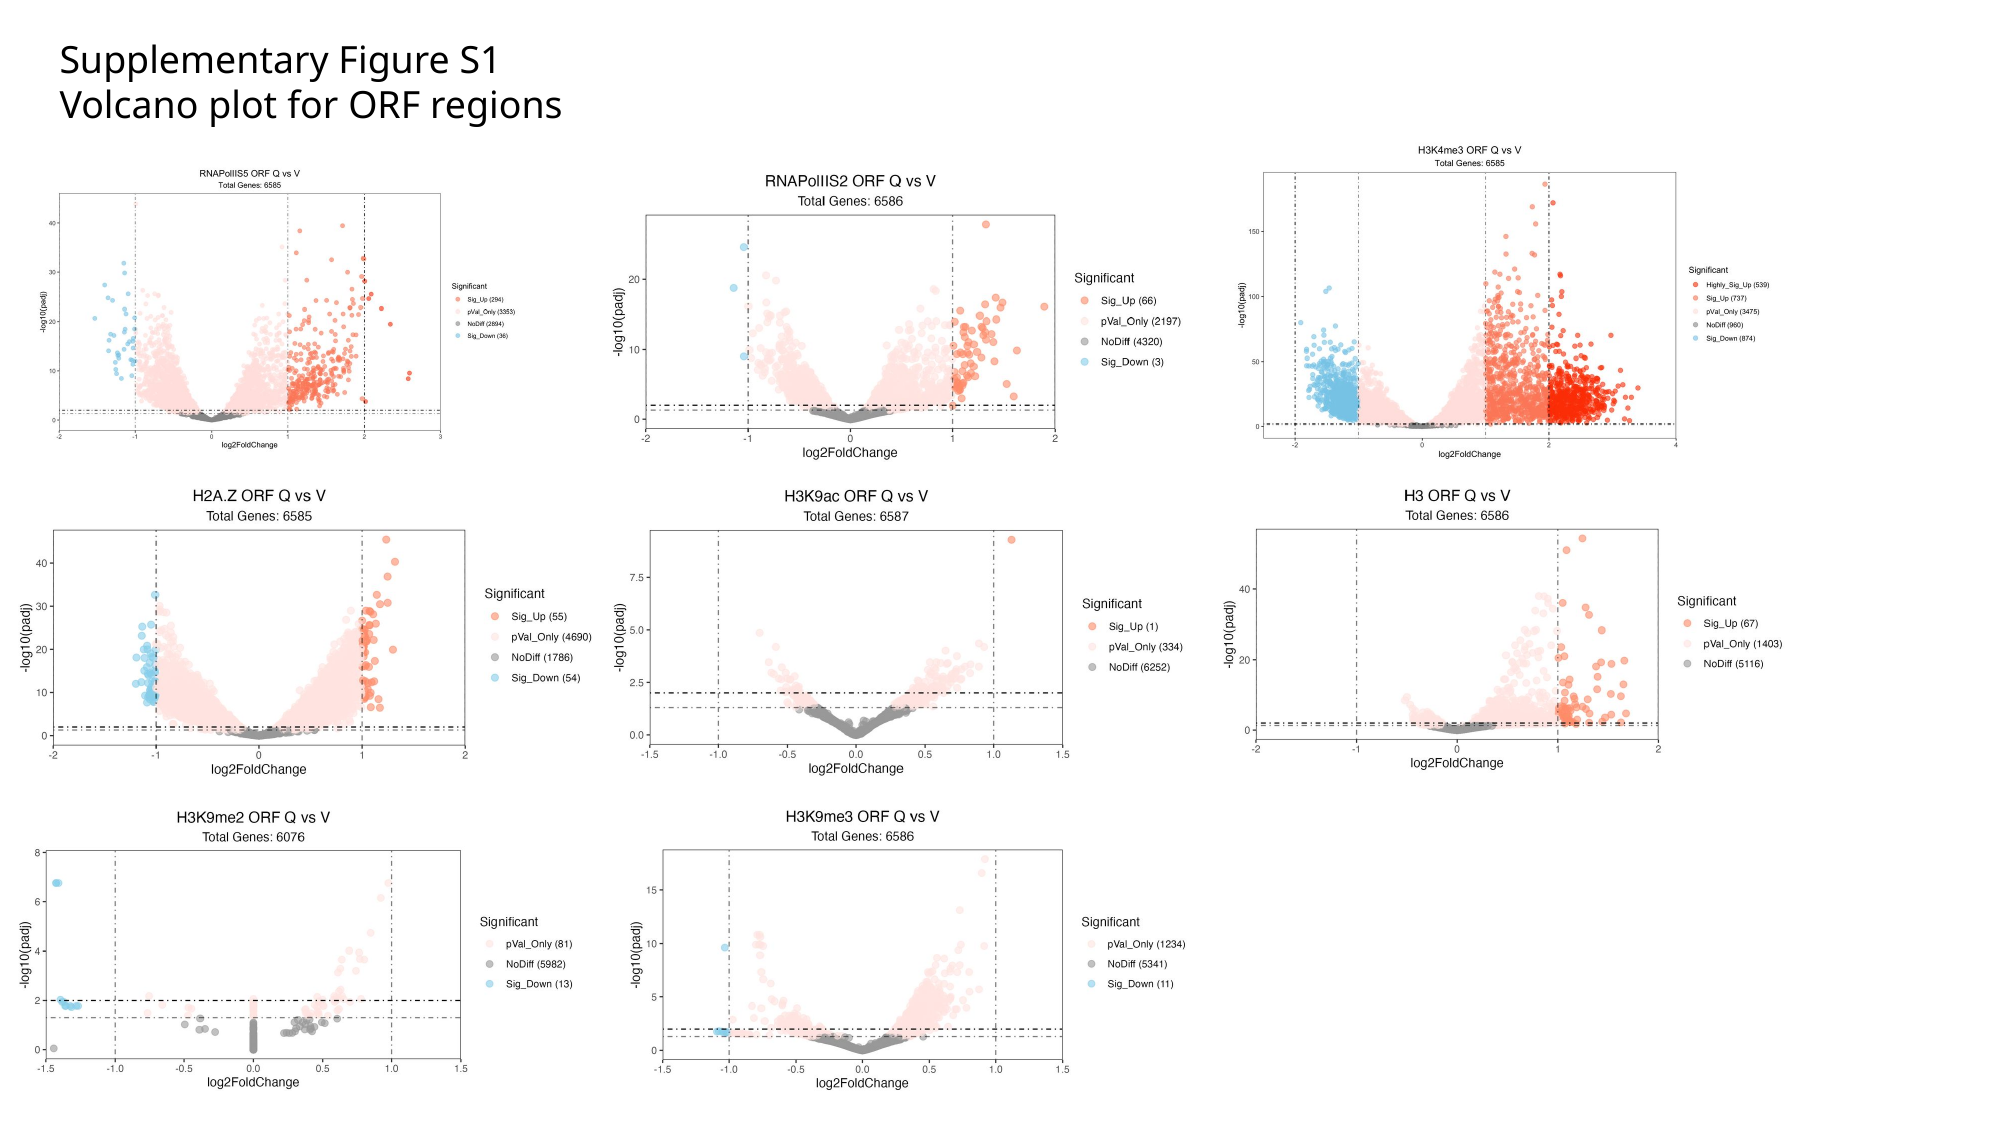

Supplementary Figure S1
Volcano plot for ORF regions

## Slide 3
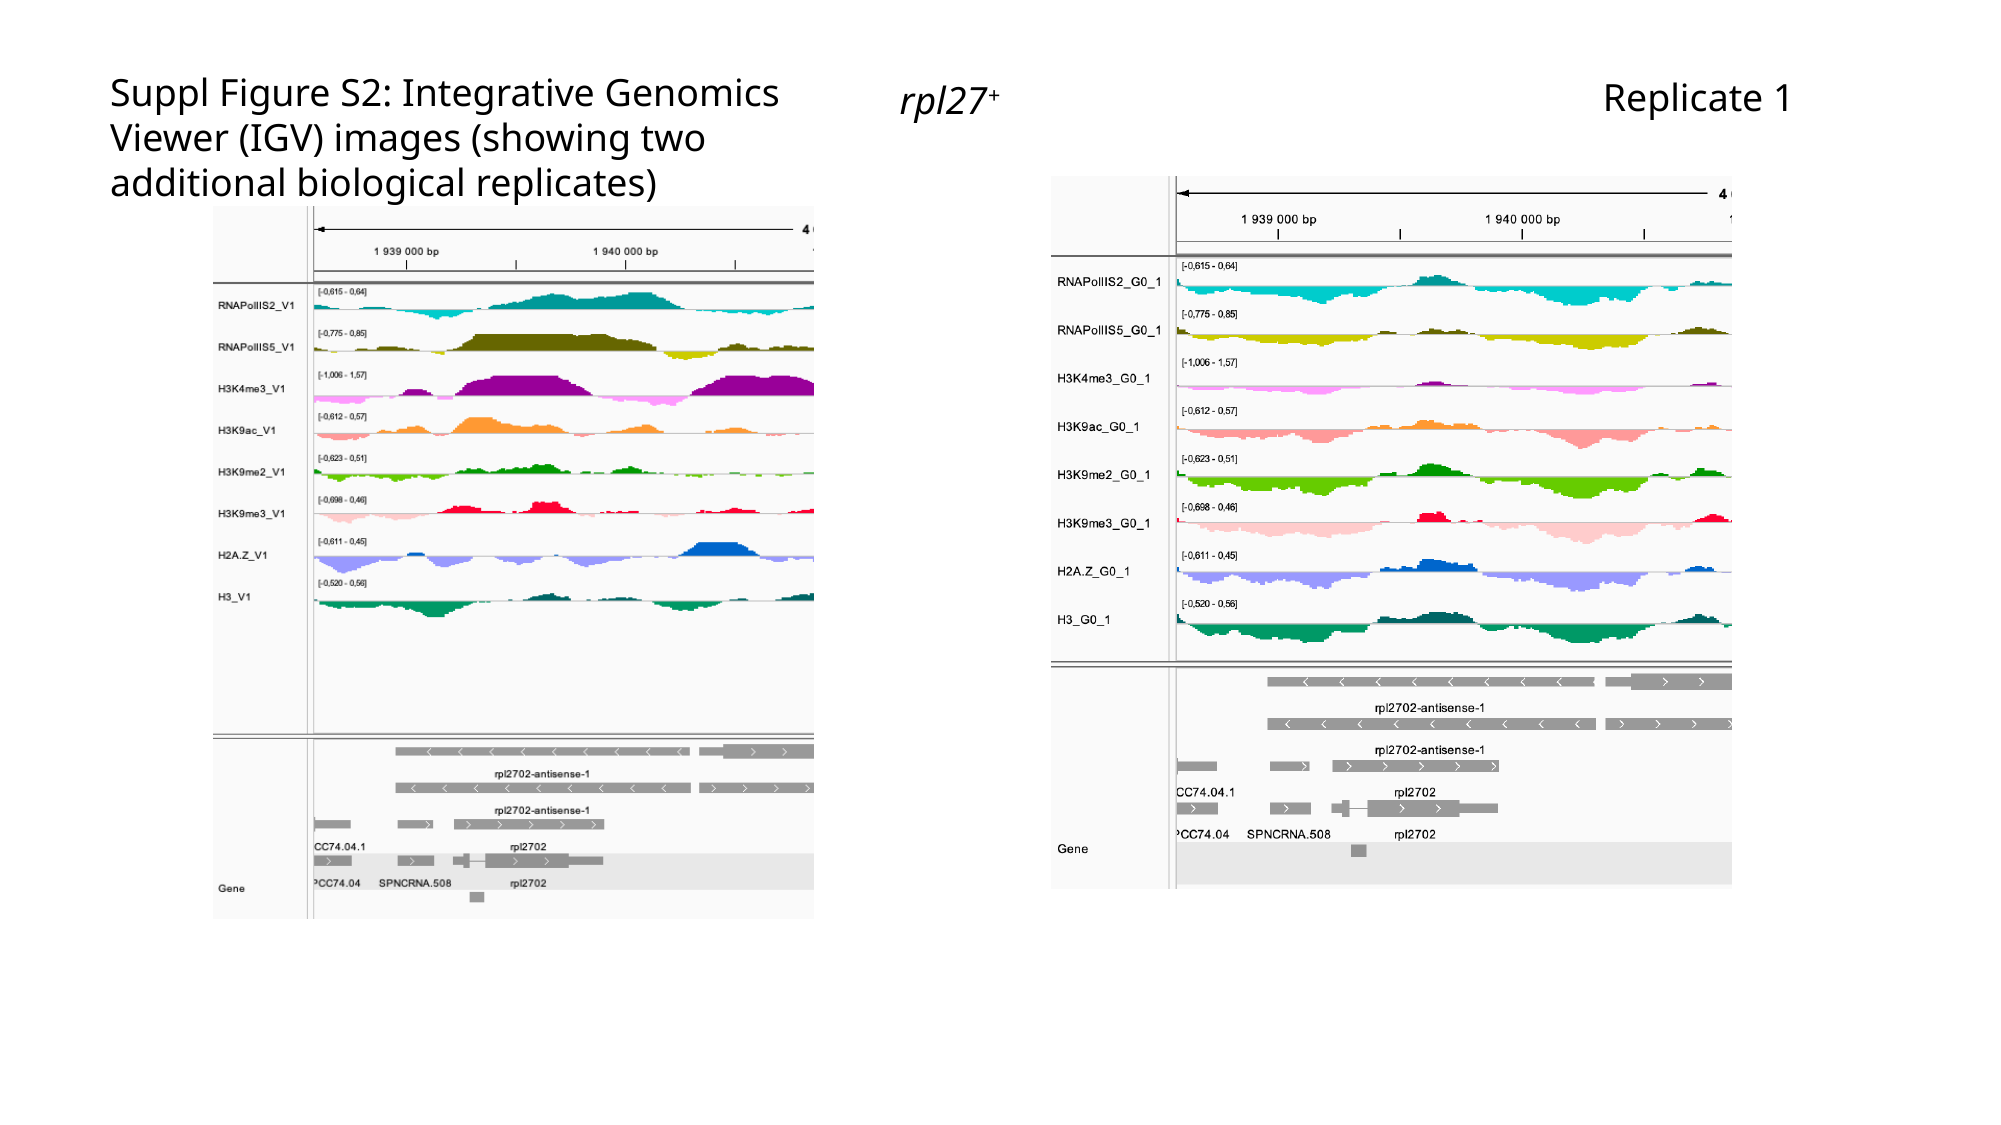

Suppl Figure S2: Integrative Genomics Viewer (IGV) images (showing two additional biological replicates)
Replicate 1
rpl27+

## Slide 4
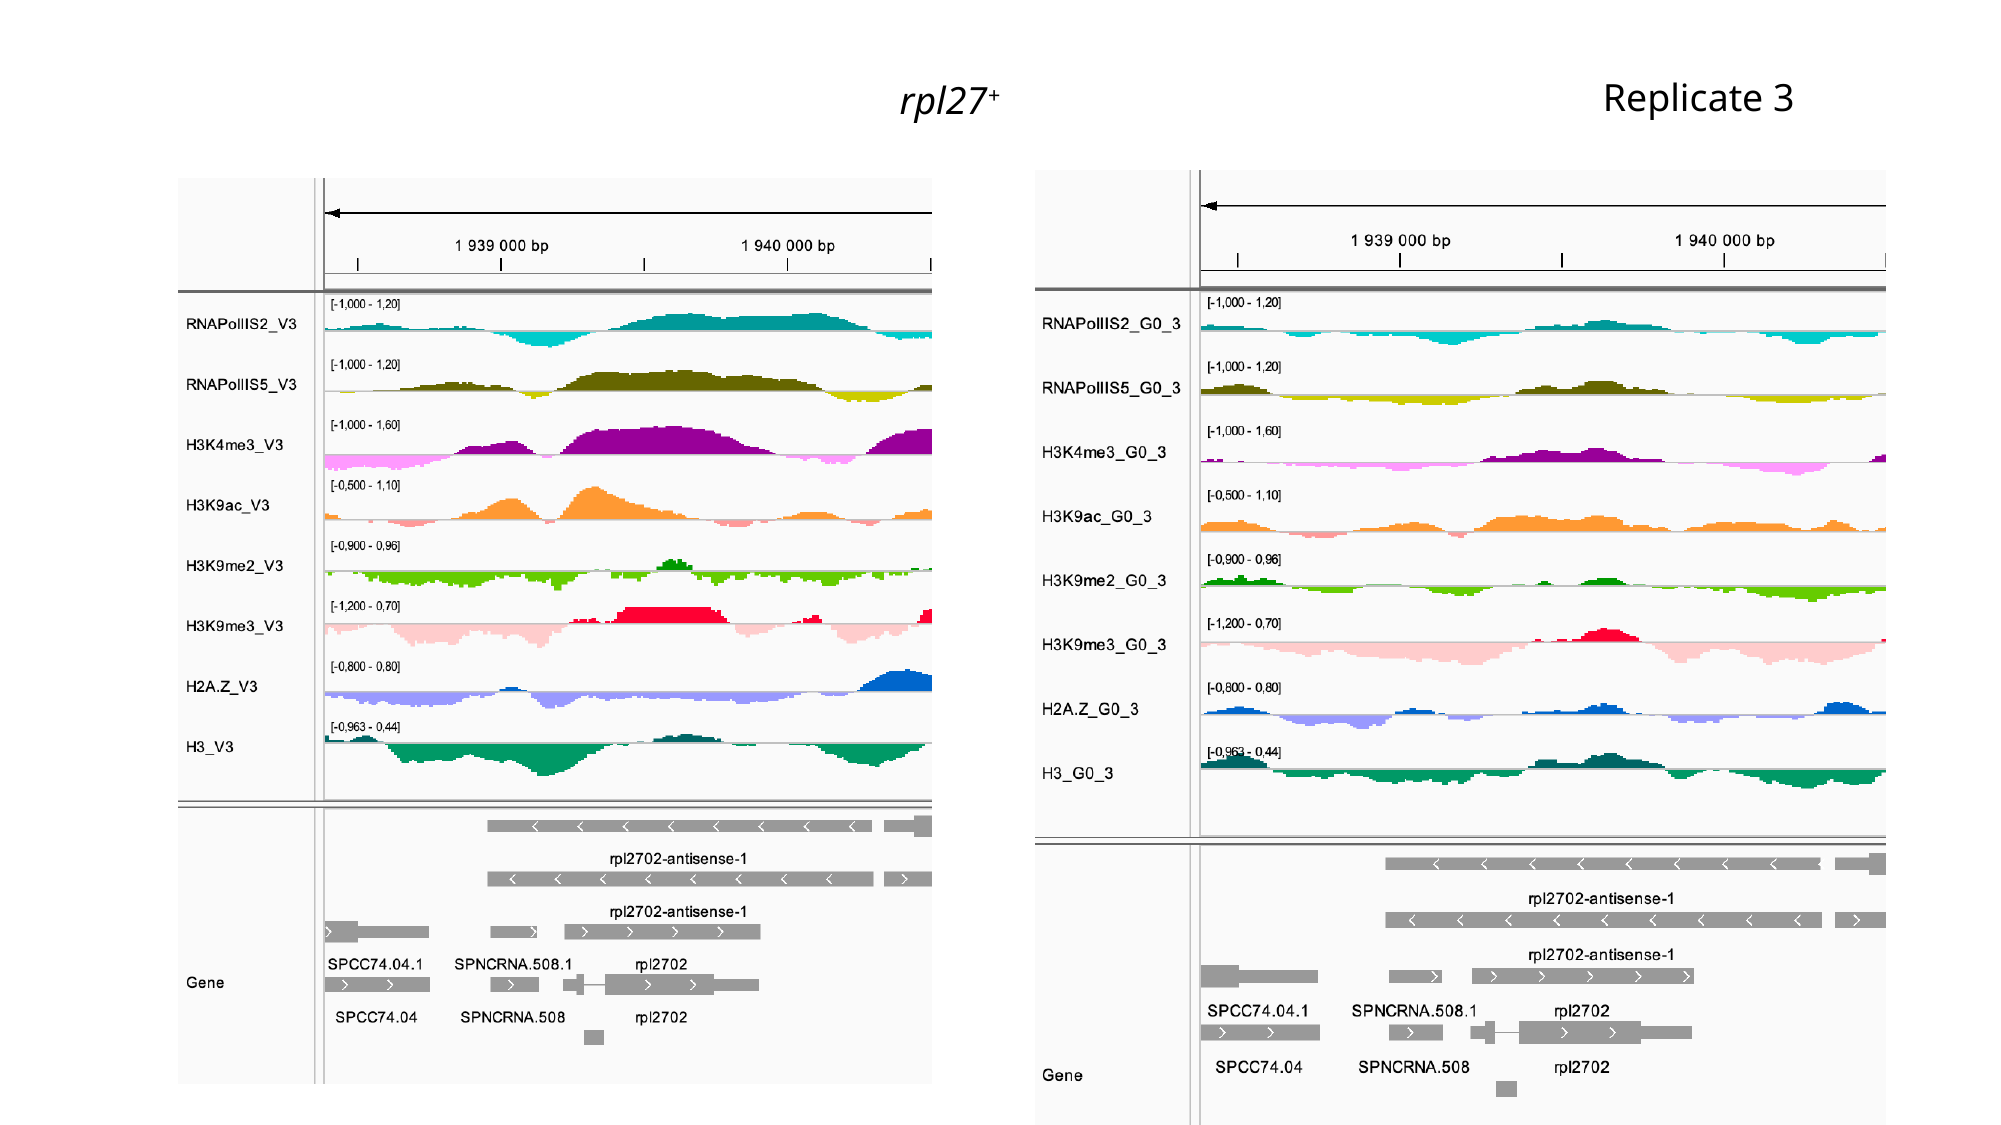

Replicate 3
rpl27+

## Slide 5
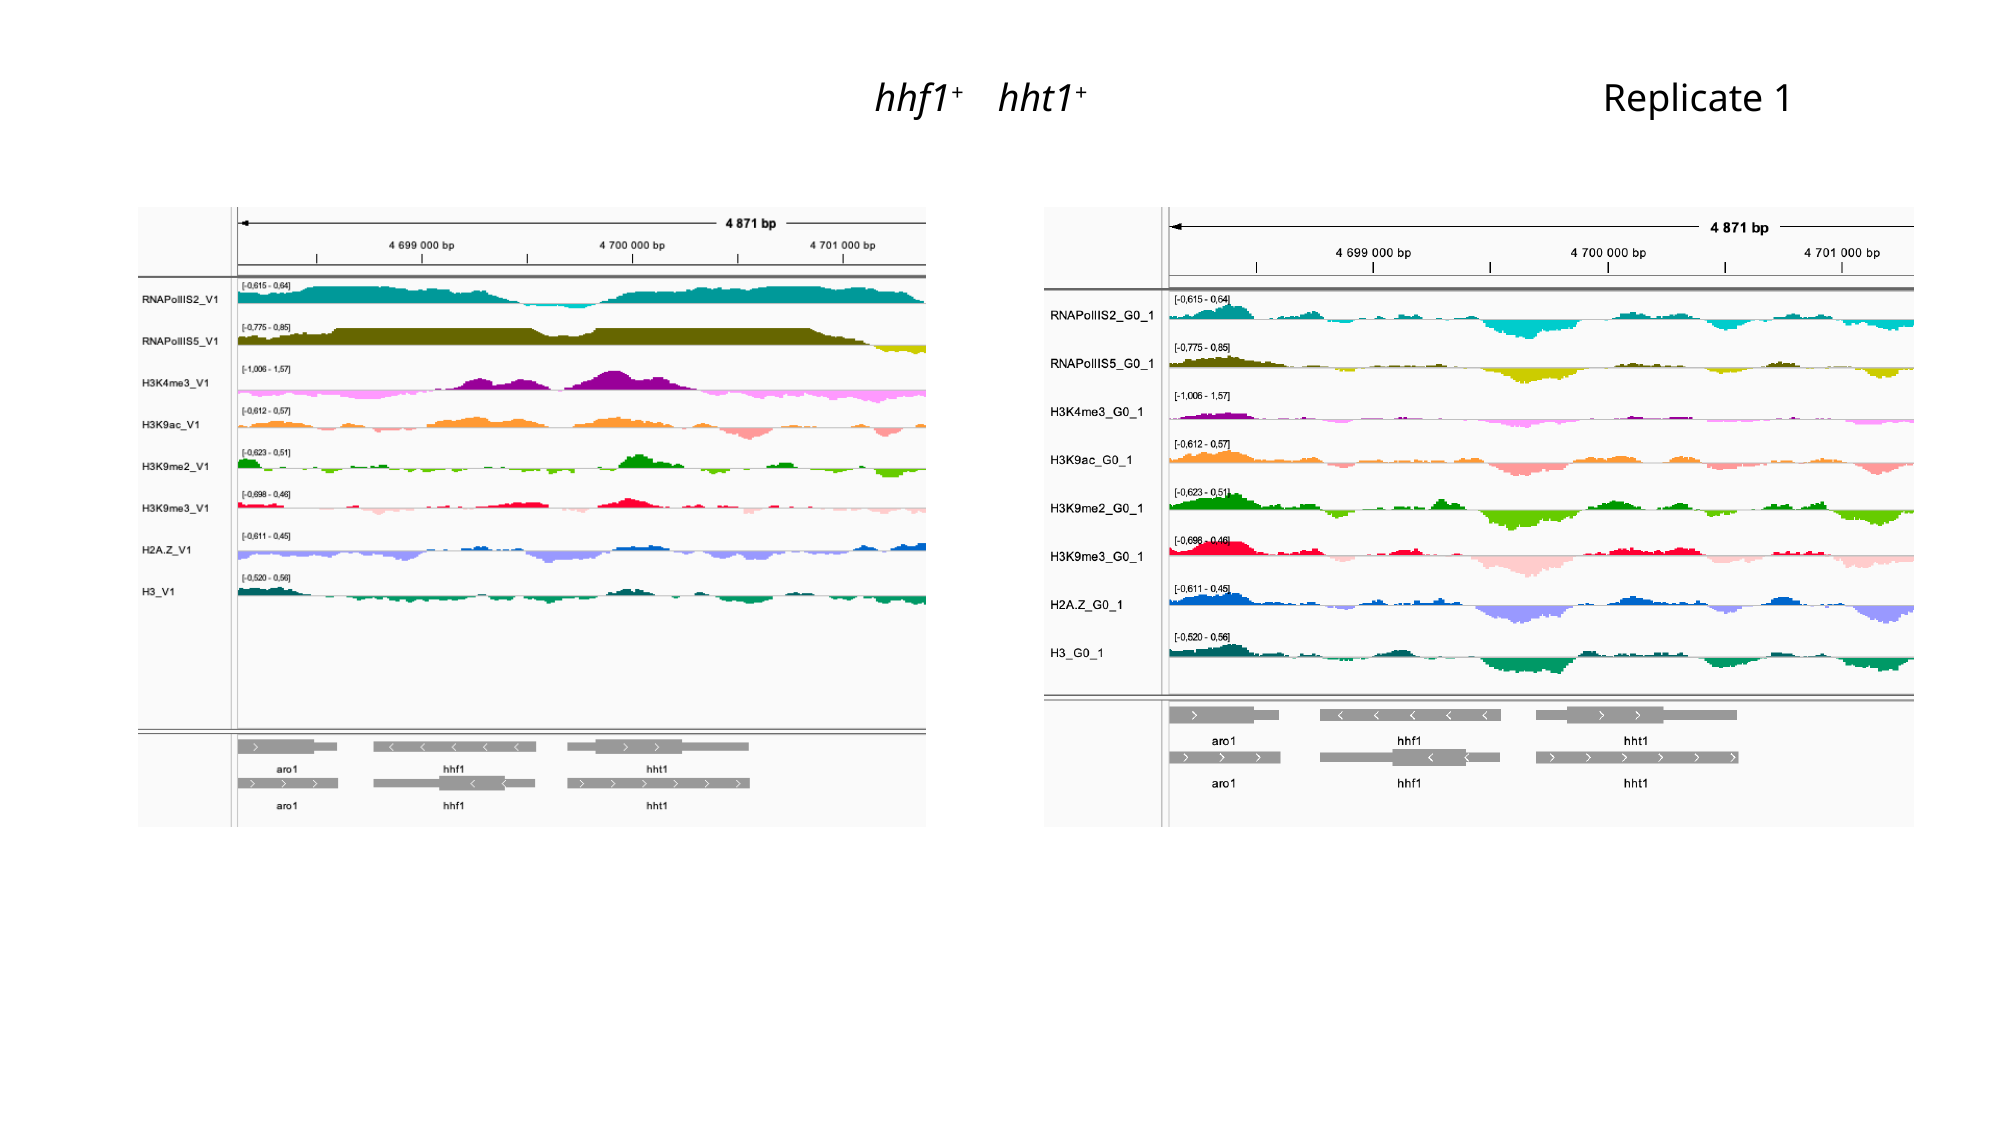

hhf1+ hht1+
Replicate 1

## Slide 6
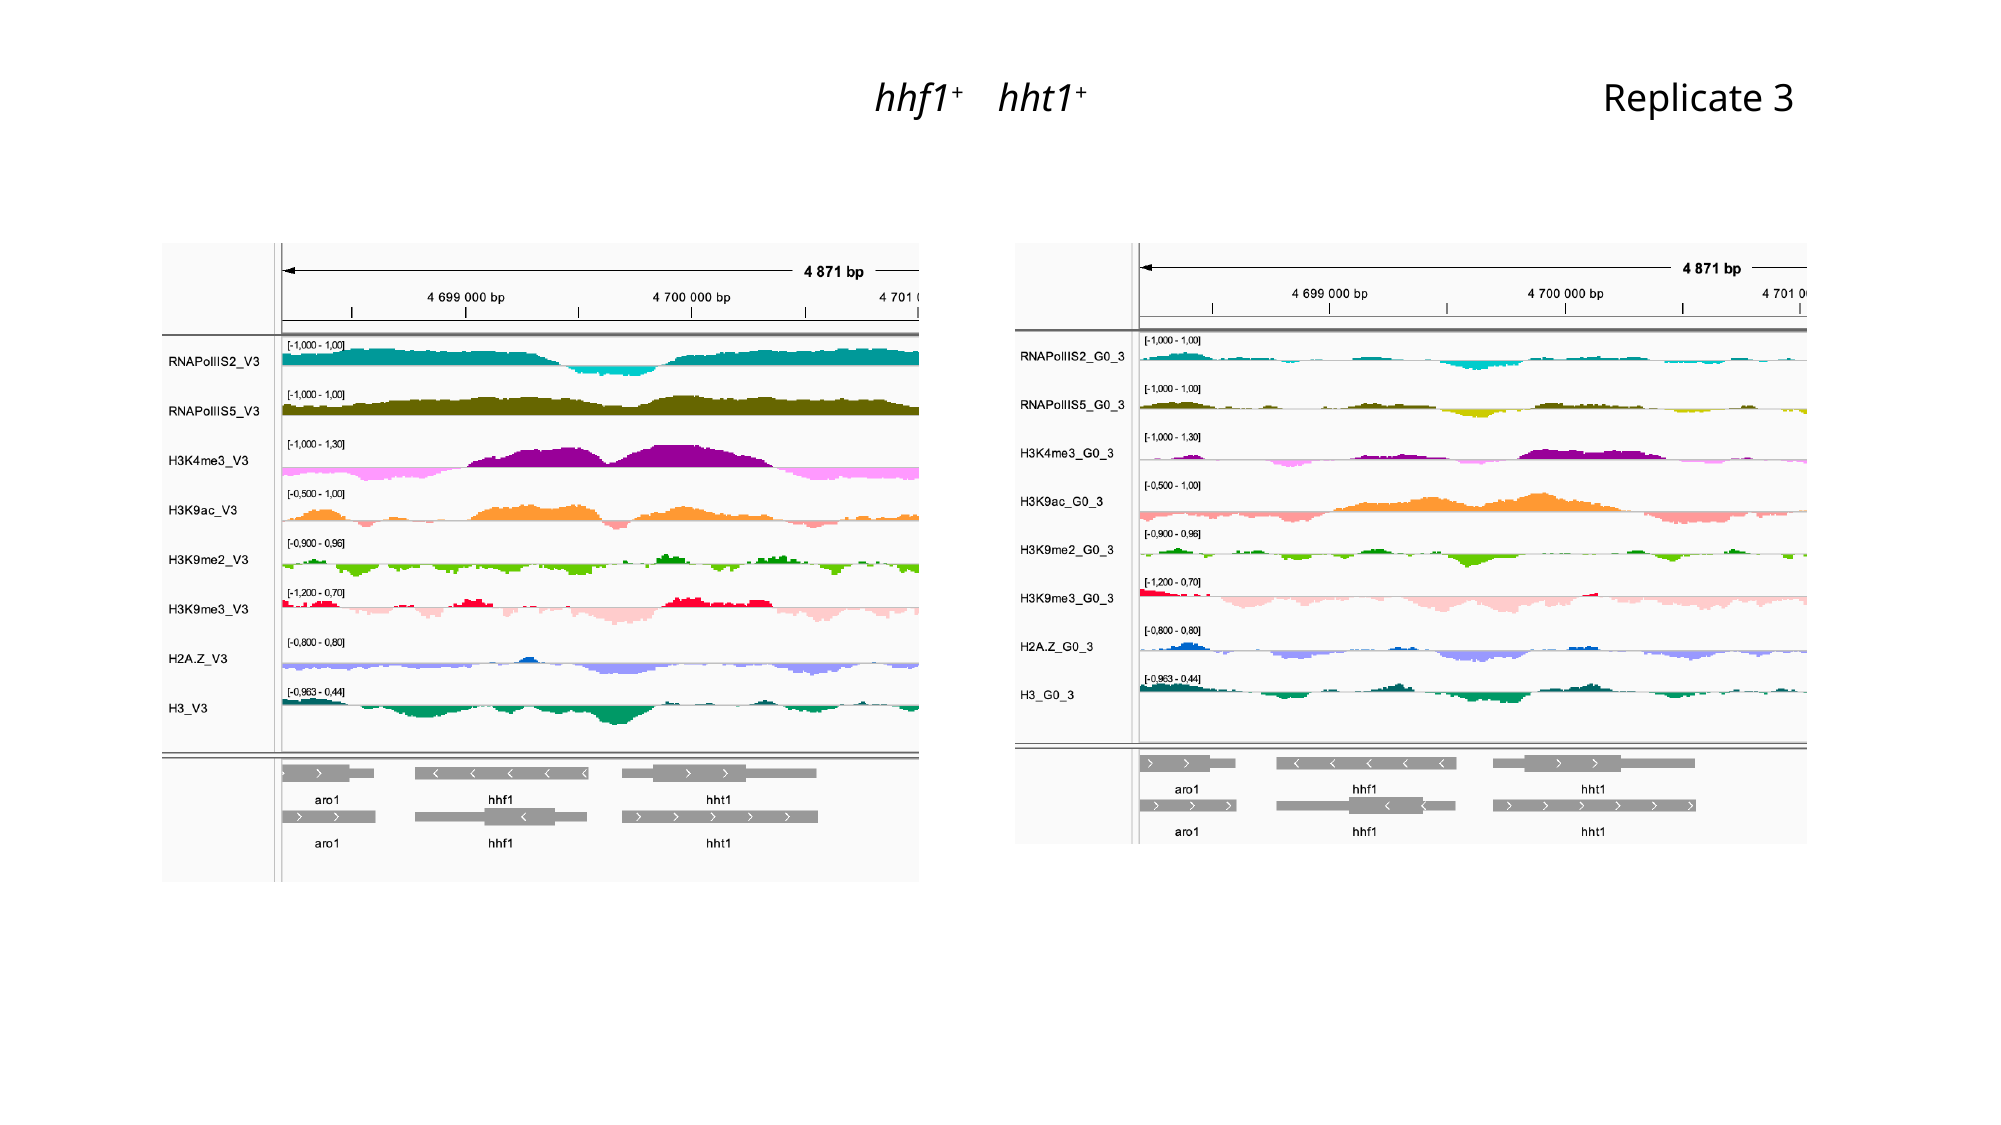

hhf1+ hht1+
Replicate 3

## Slide 7
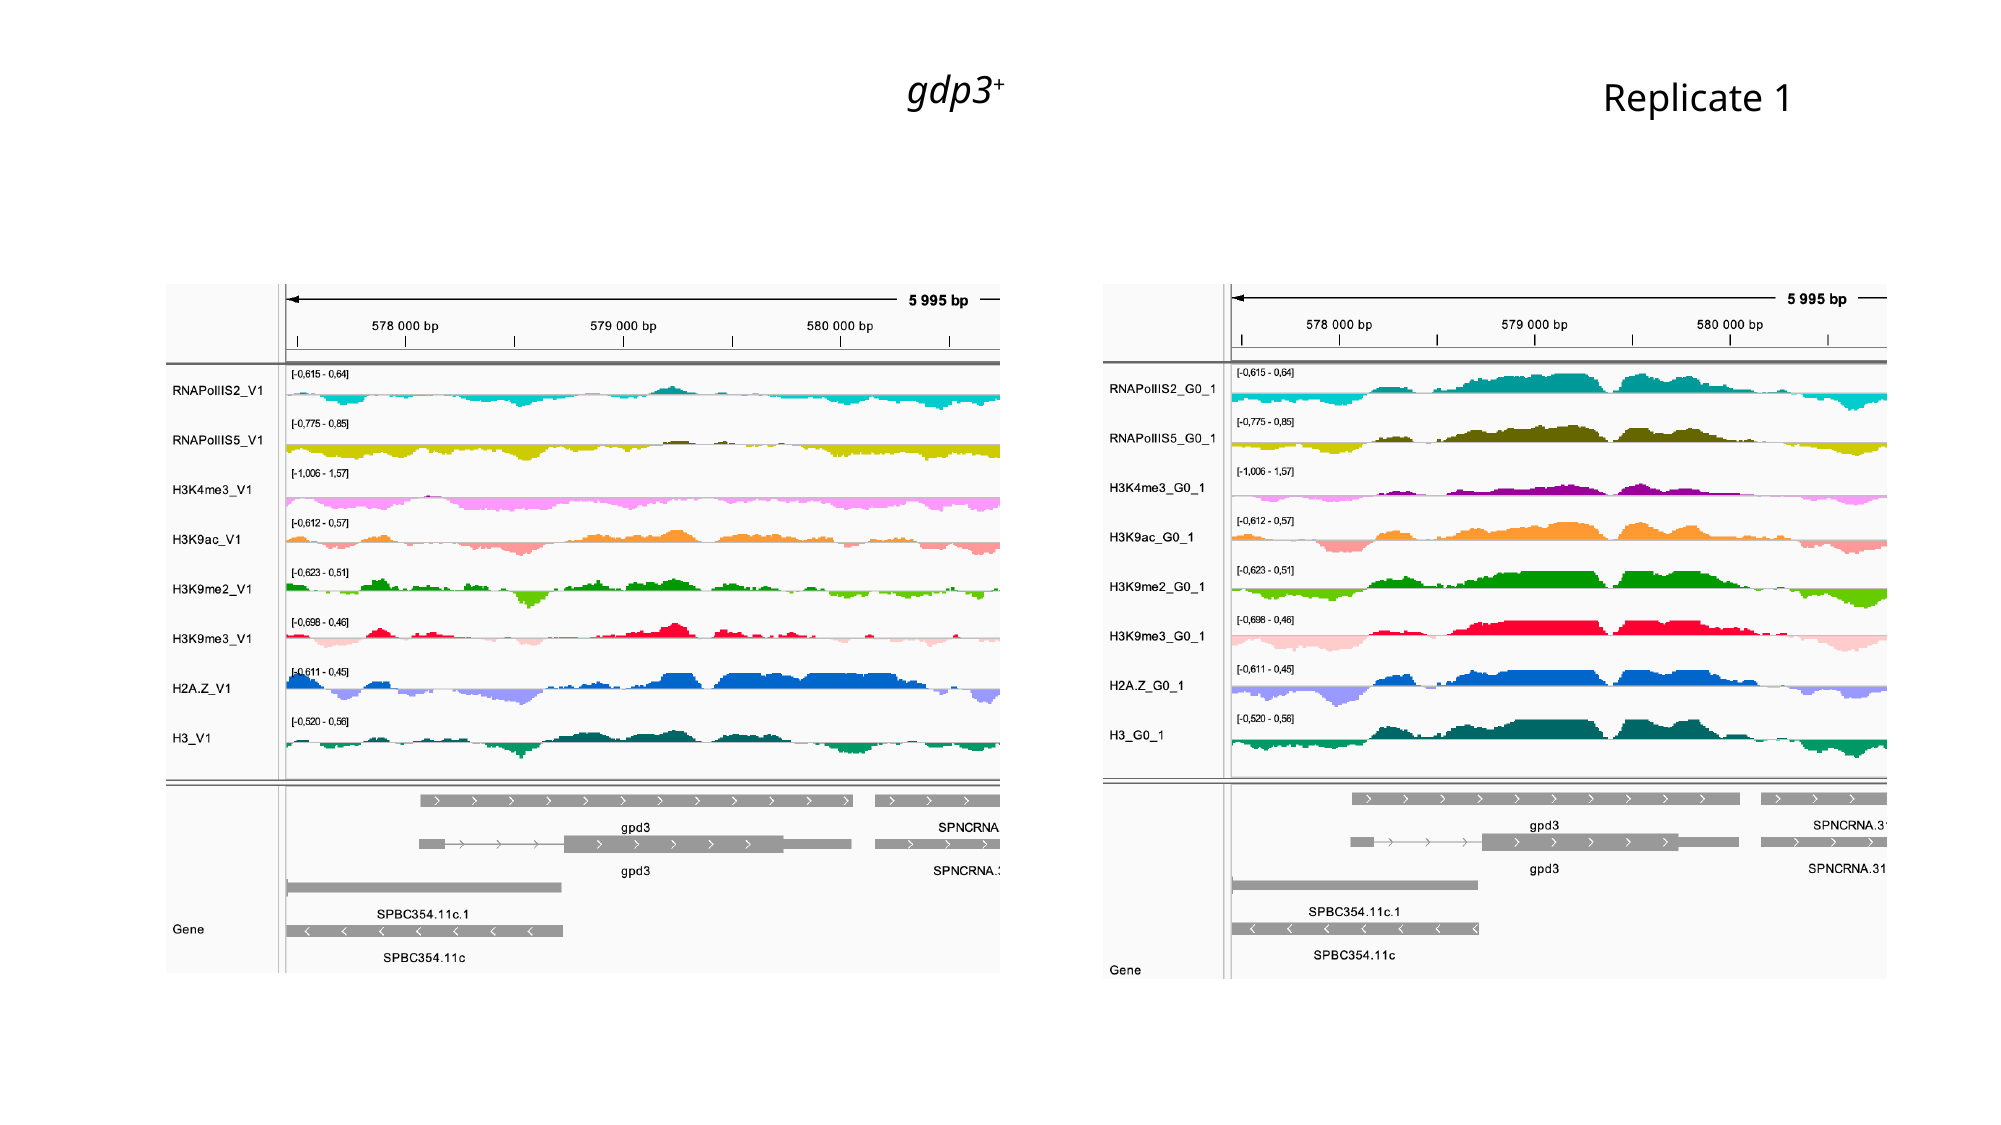

gdp3+
Replicate 1

## Slide 8
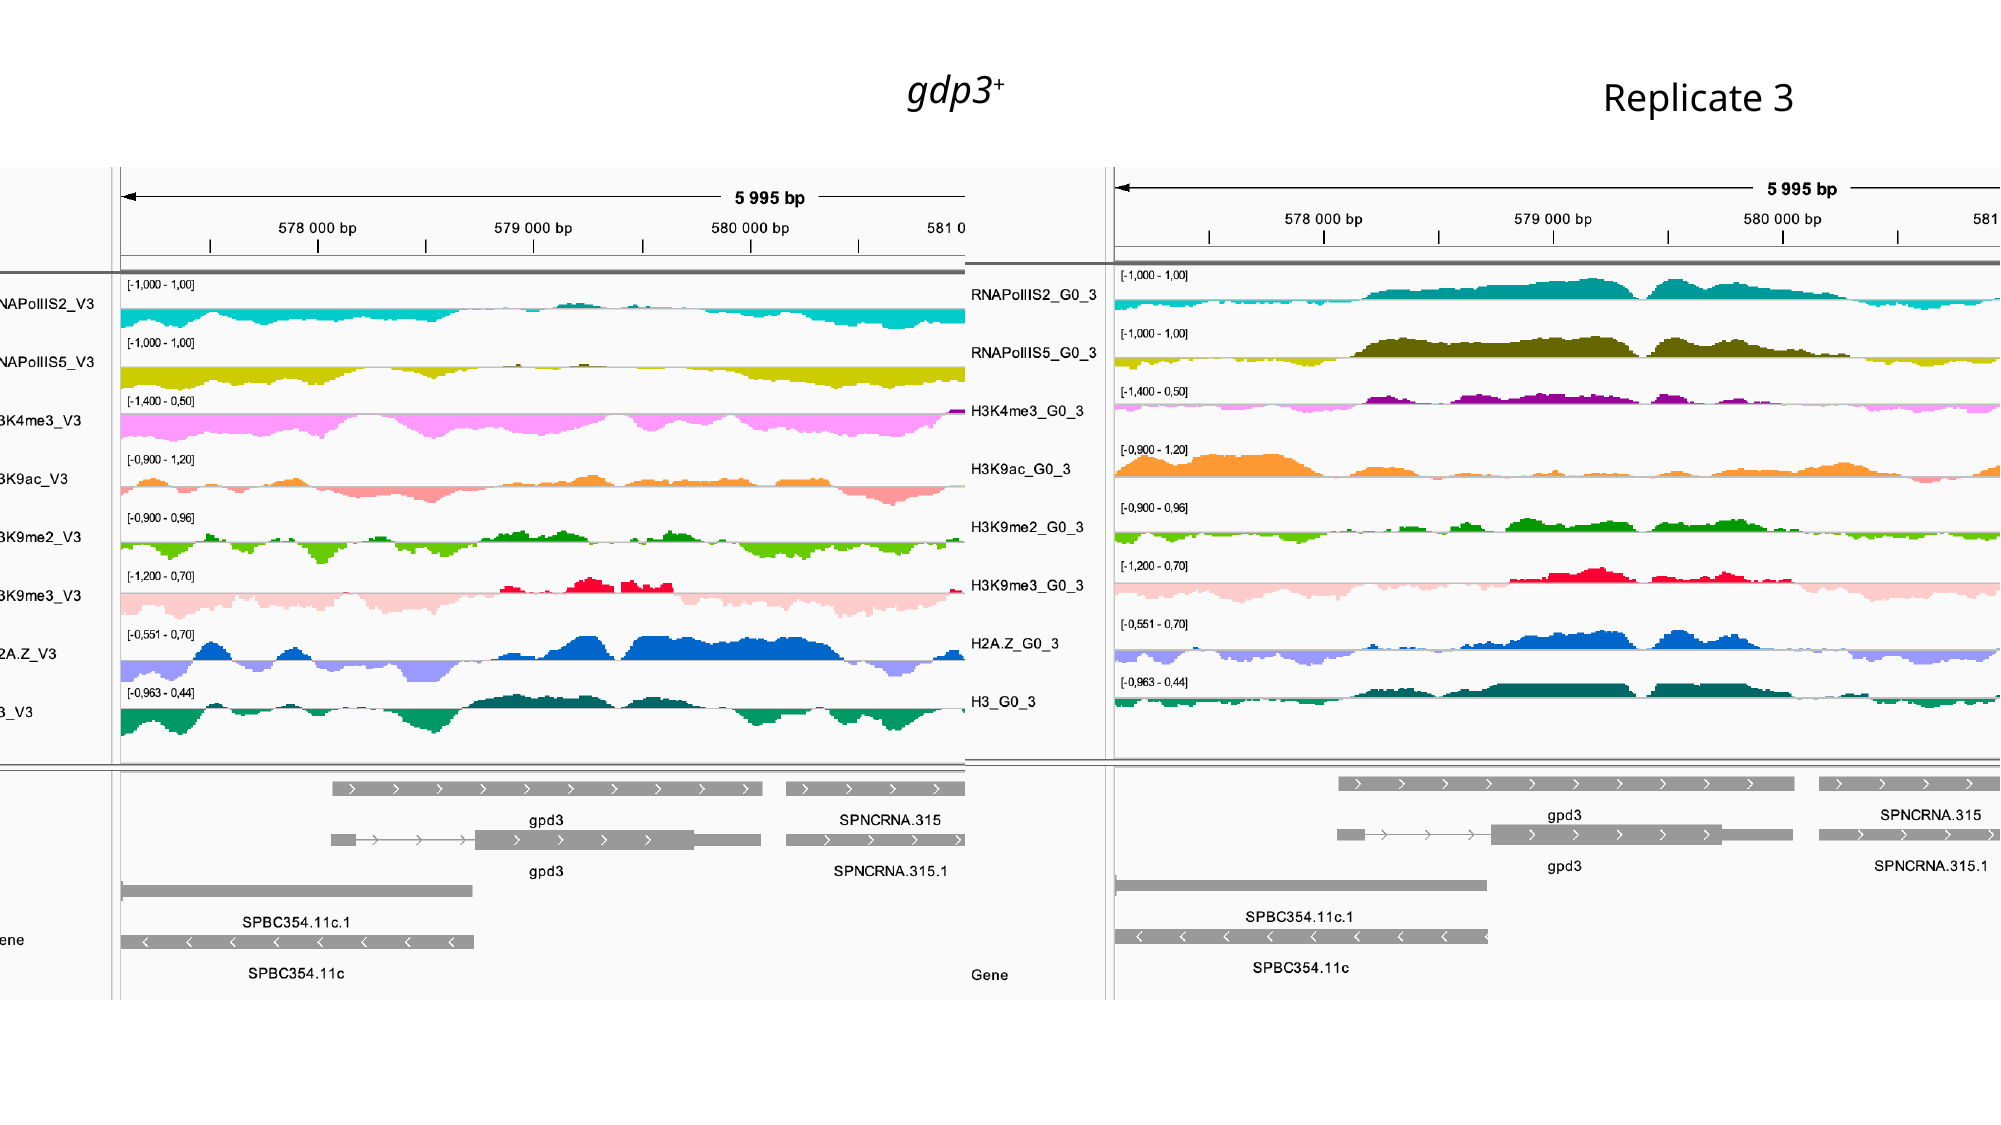

gdp3+
Replicate 3

## Slide 9
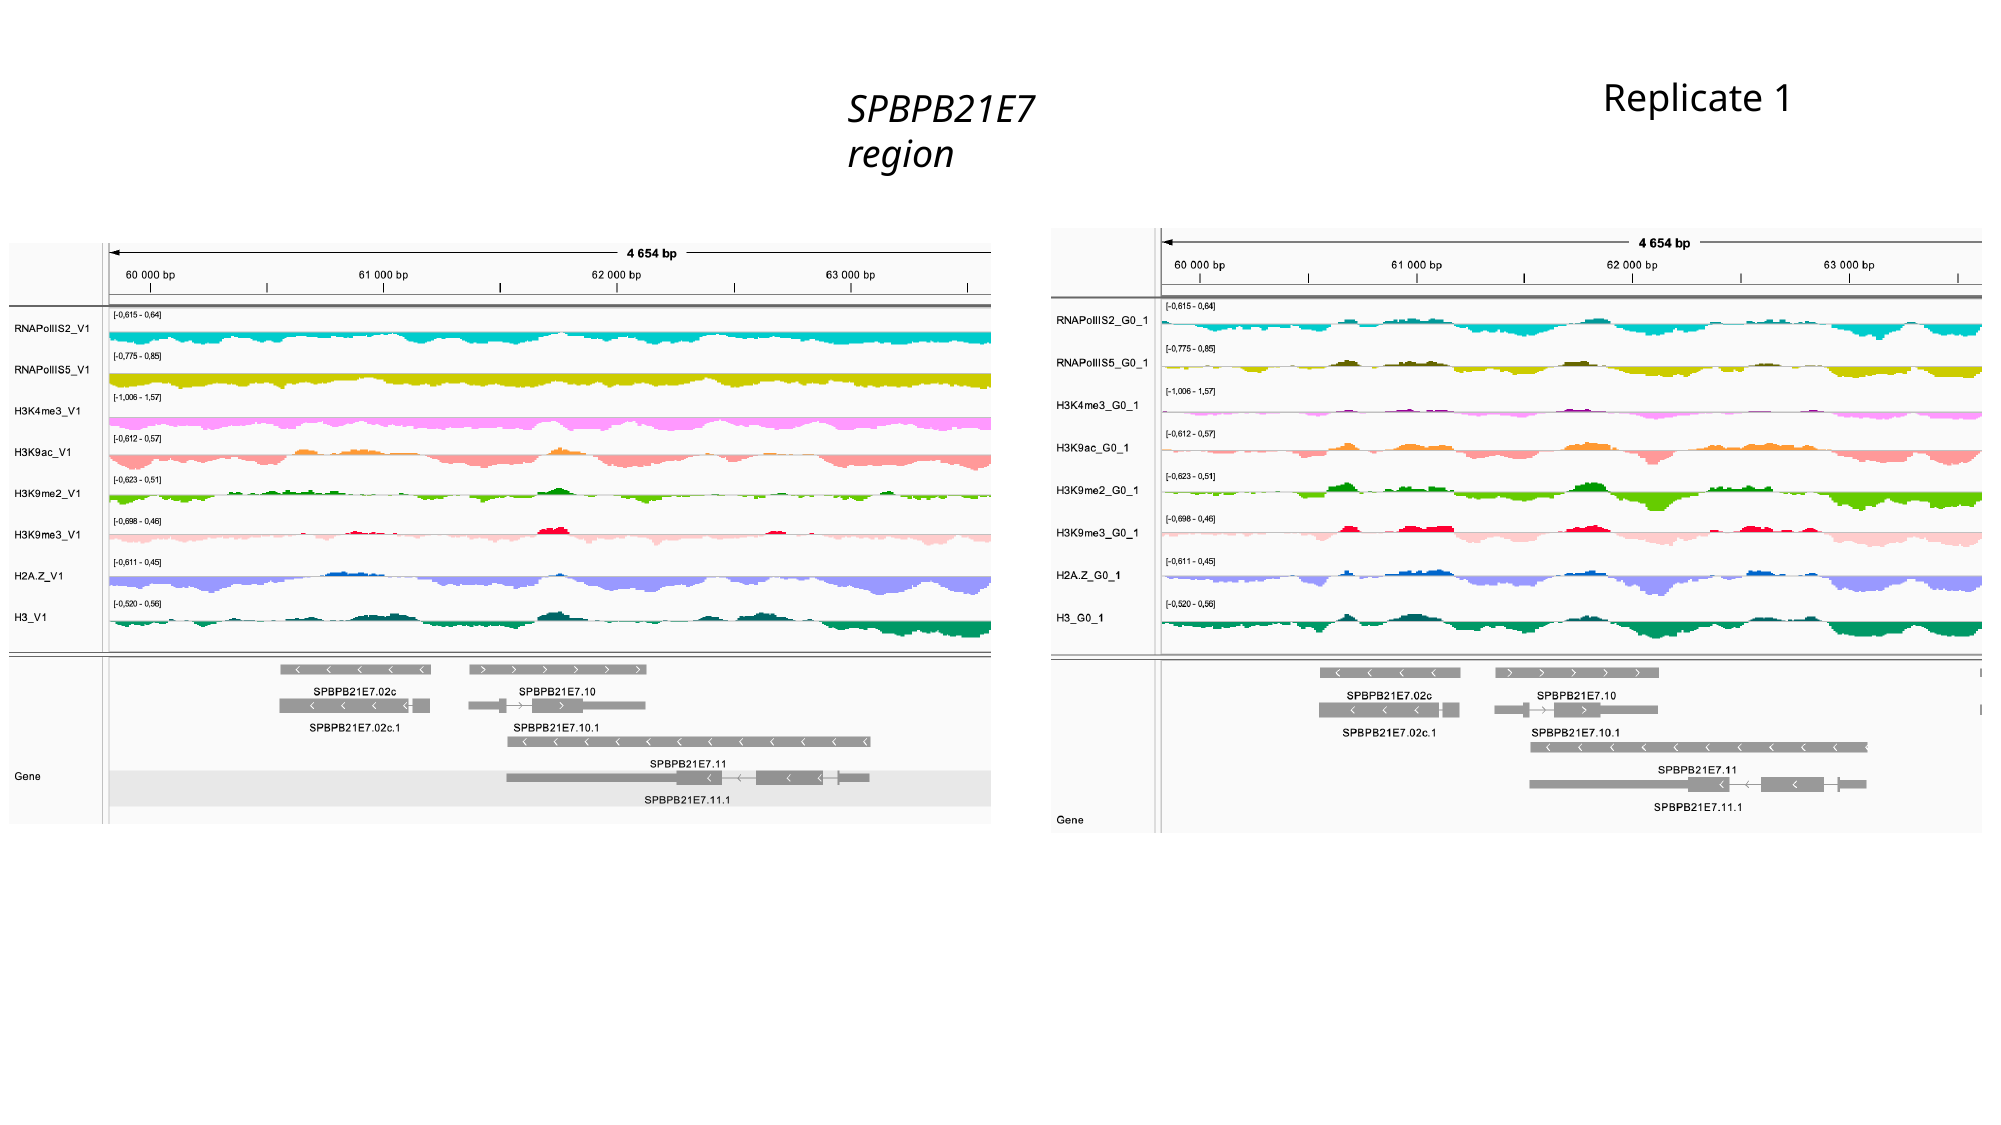

Replicate 1
SPBPB21E7 region

## Slide 10
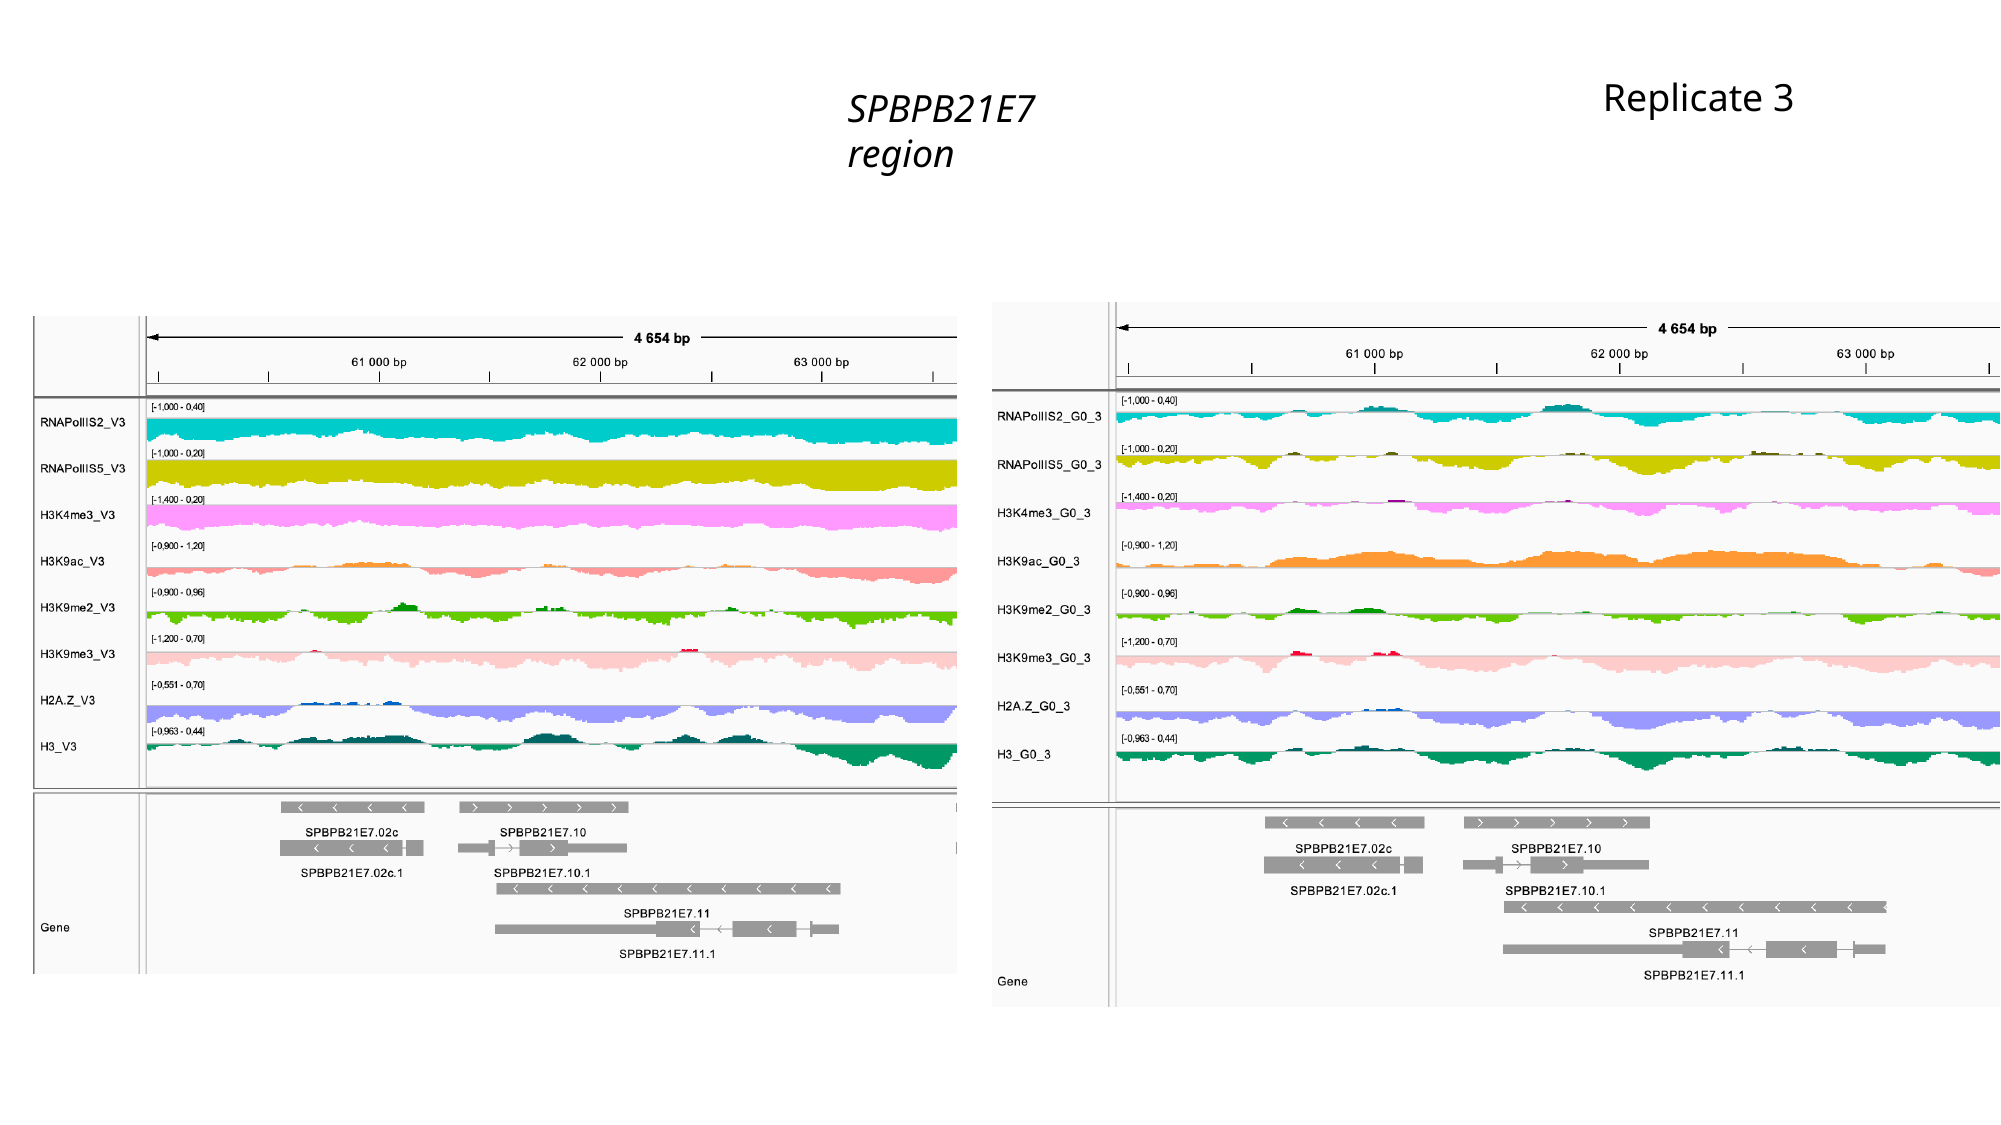

Replicate 3
SPBPB21E7 region

## Slide 11
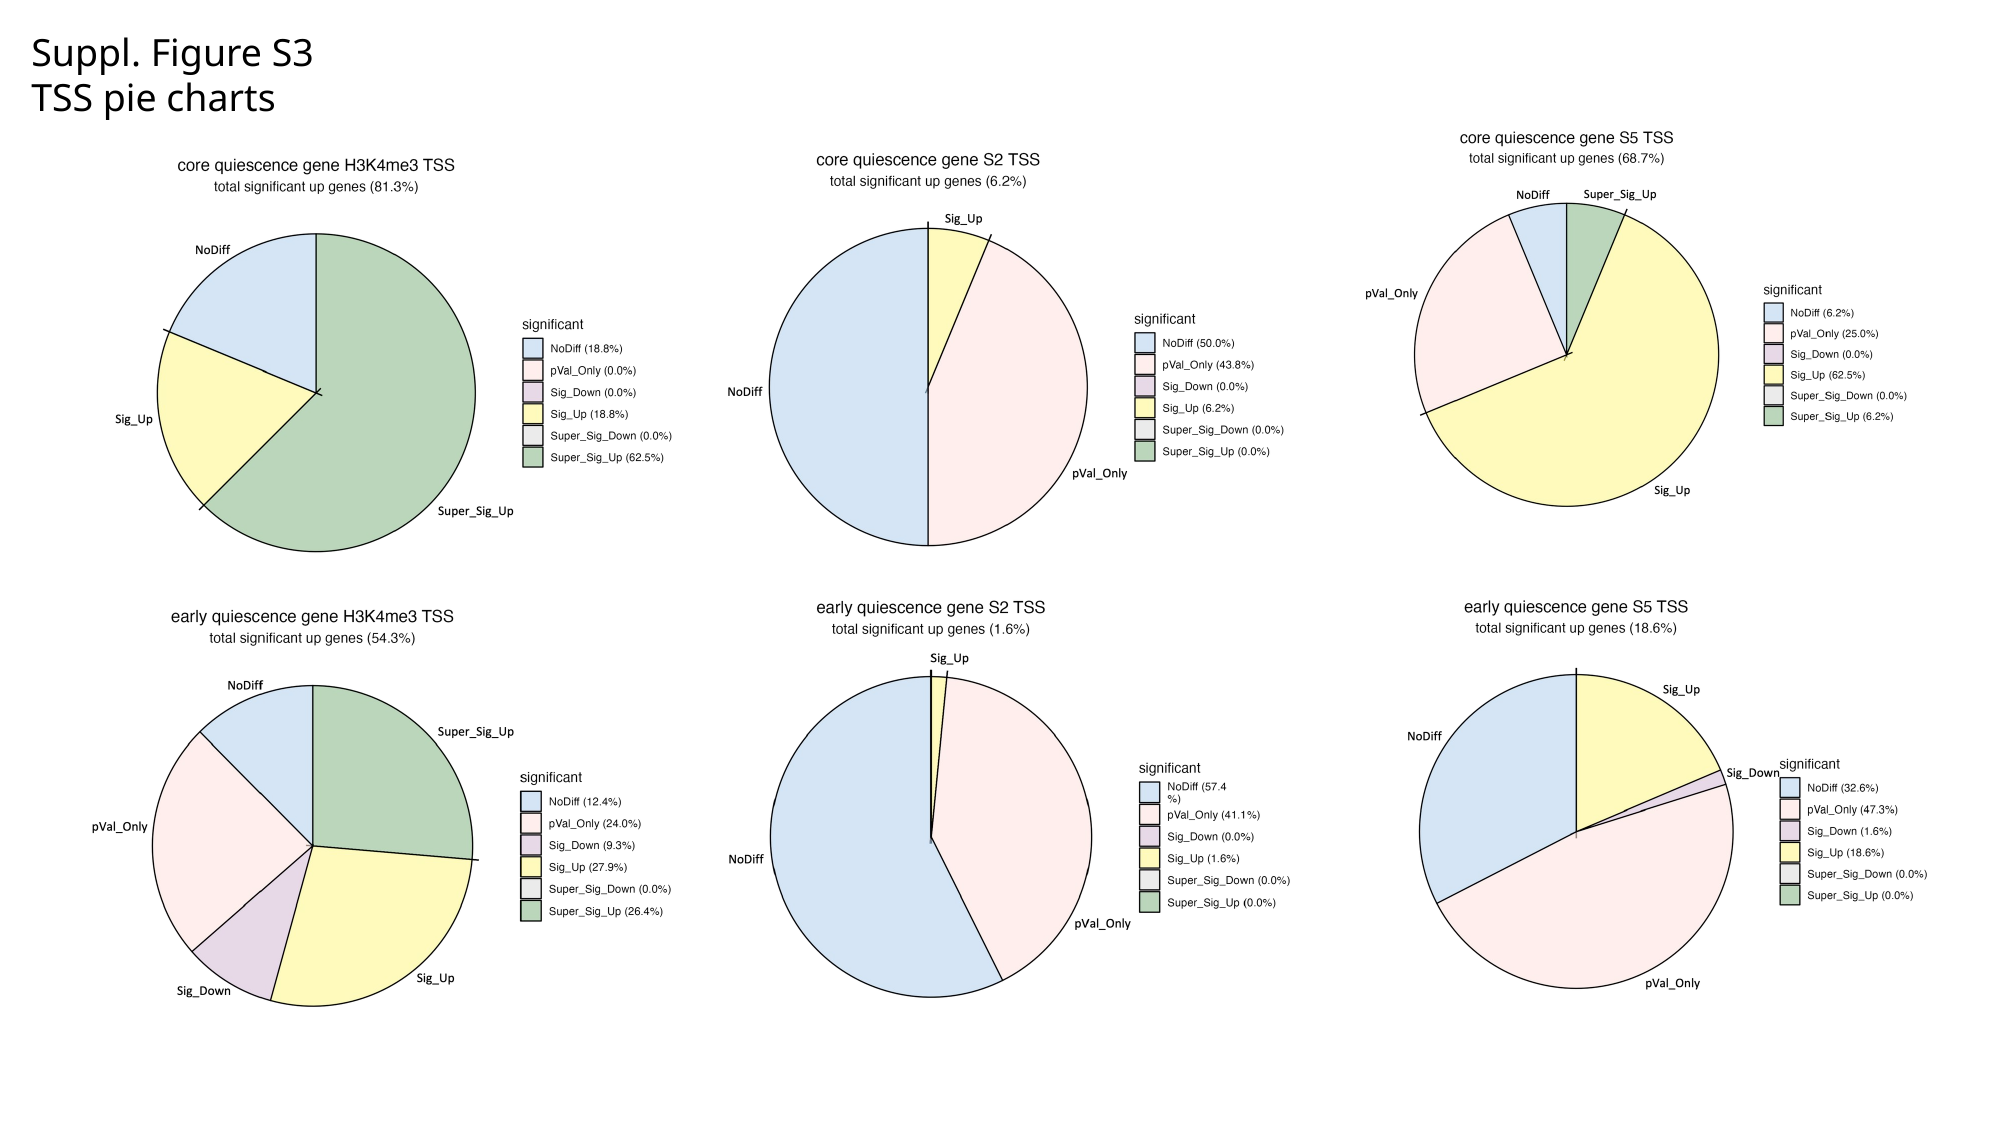

Suppl. Figure S3
TSS pie charts

## Slide 12
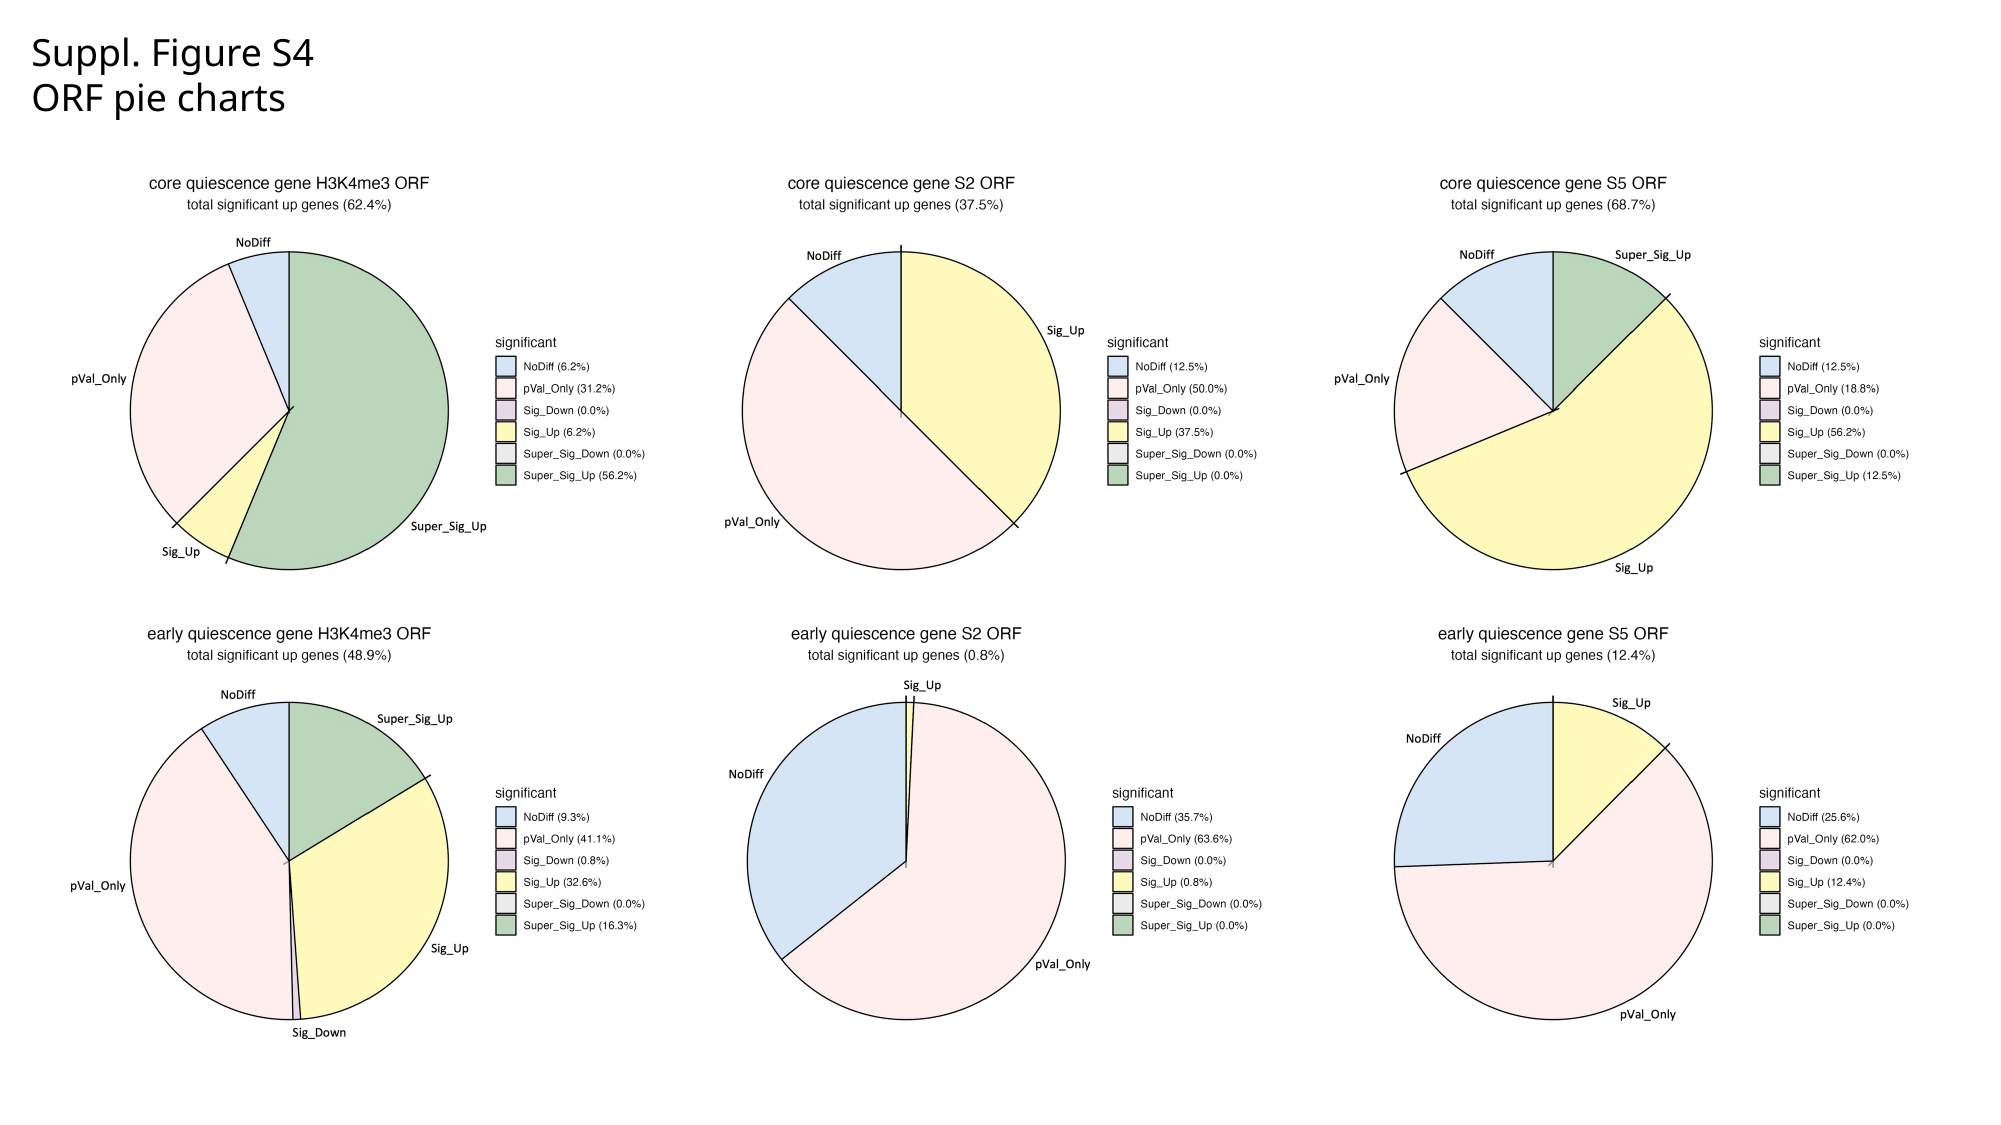

Suppl. Figure S4
ORF pie charts

## Slide 13
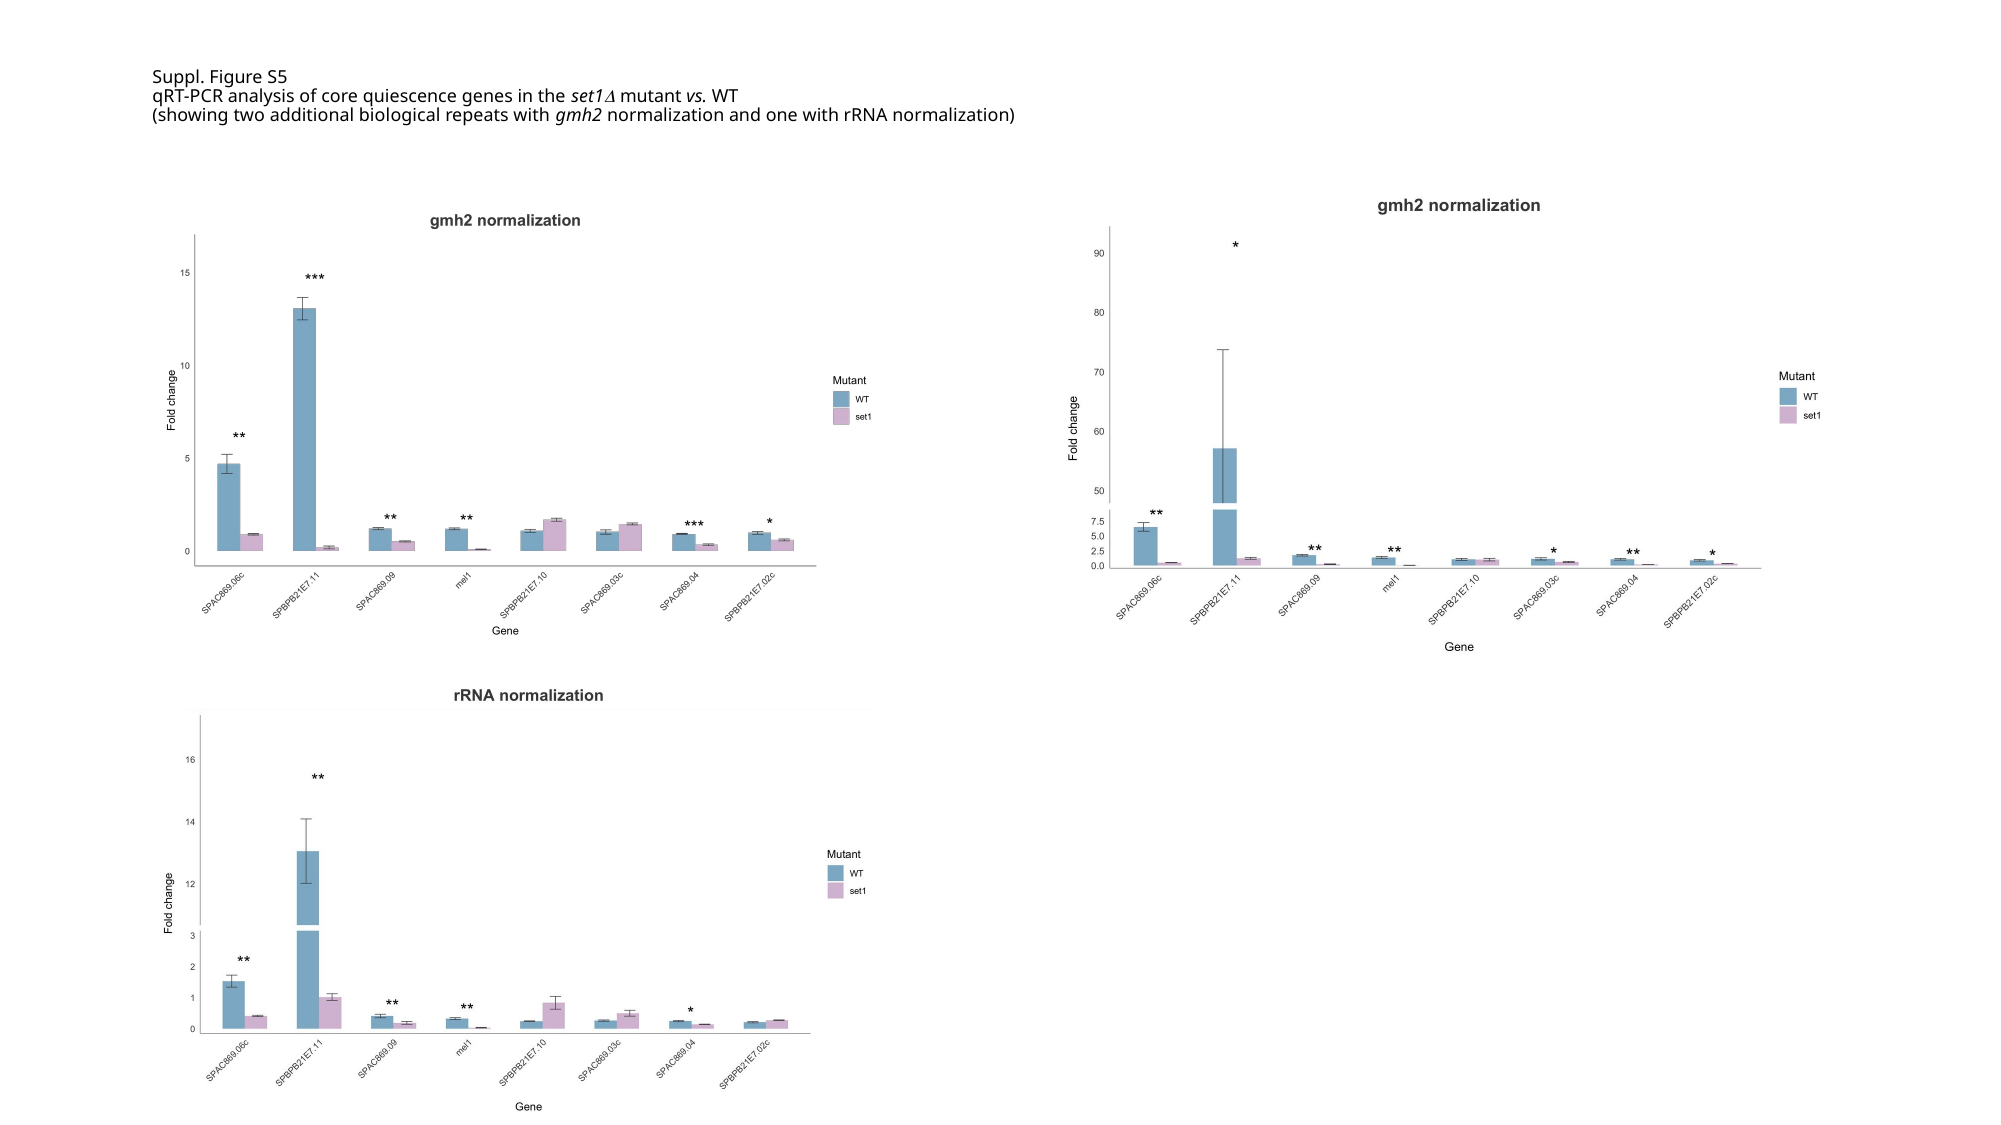

# Suppl. Figure S5qRT-PCR analysis of core quiescence genes in the set1D mutant vs. WT (showing two additional biological repeats with gmh2 normalization and one with rRNA normalization)

How the deposited data were processed for this re-analysis (not part of the article)

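ChIP-seq libraries of 8 antibodies from V cells (0 h without nitrogen) and Q cells (24 h) of strain Hu3112 were compared, 3 libraries per antibody and cell state, 48 in all. Of 50 mapped samples, 2 are inputs, which were not used here. The authors aligned single-end 36-bp reads with bwa 0.7.17, used Samtools 1.17, counted reads in windows with deeptools 3.3.2, and used DESeq2 to remove batch effects, with a version and design that are not stated. The deposited values are a signal, reads per window divided by the size factor of the library, in 16 tables. The authors also deposited a log2 fold change and a p-value for each window, which were used here only to compare calls. The genome build, any filter on mapping quality or duplicates, and the use of the Drosophila spike-in in these values are not given in the sources used here.

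Whole reads were recovered from the signal in all 96 columns, within 1e-05 reads. A test of deposited read counts with edgeR was planned, but the deposited values are normalized. The change from V to Q was therefore fitted with limma 3.58.1 (R 4.3.3) on log2(value + 1). The fit had a trend of variance on mean and the replicate number as a block. A test of the recovered reads with edgeR was added as an alternative after seeing the data. Each antibody was fitted alone. Windows with a value of at least 10 in at least 3 libraries (2 with a replicate left out) were tested, with Benjamini-Hochberg adjustment. The thresholds were an adjusted p under 0.05 with a log2 fold change beyond 1, and an adjusted p under 0.01 with one beyond 2 for the super-significant class. Differences of single values were tested by exact permutation, gene lists by Fisher's exact test, and shares have exact 95% binomial intervals (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9).

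The fits were tested on simulated libraries with a dispersion of 0.02. Changed windows had enough reads and were balanced in direction, and same-numbered V and Q libraries were given shared deviations. The shares that follow are therefore no error rates of the real calls. In both the H3K4me3 TSS and the S2 ORF simulations, limma, edgeR, and DESeq2 called 100% of 200 windows changed by 2 on the log2 scale. Limma relative to H3 called 4 and 2 unchanged windows, and shrunken DESeq2 fold changes called 48% and 77% of the changed ones. Depth ranged from 170278 to 5319910 reads in TSS windows and from 856936 to 20673131 in ORF windows.

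Alternatives set before the data were examined were no replicate block, replicate 1 against replicates 2 and 3 as the batch, DESeq2 1.42.0 with and without shrunken fold changes, library totals, no filter on low values, an unadjusted p, the change relative to H3, and leaving out each replicate. For single measures they were ORF or TSS regions, ratios to H3, protein-coding genes, other pseudocounts, a minimum of 1000 bp, and means over genes. Added after seeing the data were edgeR 4.0.16, a pseudocount of 5, Q replicates 2 and 3 of Pol II as 1 library, and plus-strand genes.

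Named in the text are genes that the paper names in its Results, Tables 1 and 3, or Figure 8, whose values in Table S1 and the figures had been seen, and, per antibody and kind of region, the largest increase and decrease among called regions that changed the same way in all 3 pairs. Strand, exons, and repeated 36-mers were taken from assembly ASM294v3, which matched 6521 windows by identifier and left 92 unmatched. The V replicate 3 column of S2 in the TSS table was kept as deposited. The downregulated genes, the expression data, and position profiles were not analysed here.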

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

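Chosen only after the result was seen were edgeR's quasi-likelihood test, the pseudocount of 5 in the fits of all windows, Q replicates 2 and 3 of Pol II as 1 library, and the plus-strand genes. Numbers in parentheses are the values at the claims. Where a value moved, the cause was not tested.

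Of 170 results for single genes, the direction and the side of the threshold were the same for 163 with DESeq2, 148 with its shrunken fold changes, 167 with edgeR, 168 with library totals, 160 with no replicate block, and 160, 160, and 159 without replicate 1, 2, and 3. With the mean of Q replicates 2 and 3 of Pol II as 1 library and no replicate block, it held for 38 of 44, and 5 were weaker and 1 stronger. Relative to H3, this held for 132 of 150, and 3 reversed: SPCC1682.06 for S2 in the TSS region (−0.74, against 1.35), SPAPB15E9.02c for H3K9me2 in the TSS region (−1.29, against 1.19), and SPBC19C7.04c for H3K9me2 in the ORF region (−0.014, against 1.04).

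The replicate number was a block in the fits. It pairs libraries in H2A.Z, where the deviations of same-numbered V and Q libraries from their group means correlated at 0.605, 0.518, and 0.403 in TSS windows and 0.516, 0.463, and 0.352 in ORF windows, and in H3K9ac TSS windows (0.649, 0.137, and 0.566). In the other tables a pair was at 0.1 or below, as in S5 (−0.238, −0.0306, and −0.220), so that the libraries share only a number. With no replicate block, the TSS counts were S2 1 down (4), H3K9me2 0 up (5), 0 down (6), and H3K9me3 0 up (10), 0 down (39). ORF counts were H3K9me2 0 up (1), 0 down (60), and H3K9me3 0 up (2), 0 down (42). The H2A.Z counts were the same with and without the block. The S2 TSS share of core less early genes was −2.33 percentage points with no replicate block (3.92).

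With replicate 1 against replicates 2 and 3 as the batch, the TSS counts were S2 0 up (16), 0 down (4), H3K9ac 10 up (0), H3K9me2 0 up (5), 1 down (6), and H3K9me3 2 up (10), 2 down (39). For ORF regions the counts were H3K9me3 1 up (2).

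With DESeq2's shrunken fold changes and the replicate block, the TSS counts were S5 300 up (493), 62 down (99), 1 super-significant (9), S2 0 up (16), 1 down (4), H2A.Z 20 down (84), H3K9me2 0 up (5), 0 down (6), H3K9me3 0 up (10), 4 down (39), and H3 13 up (158). For ORF regions the counts were S5 183 up (340), 27 down (47), 0 super-significant (9), S2 11 up (95), 0 down (6), H3K4me3 319 super-significant (542), H2A.Z 34 up (77), 18 down (97), H3K9me2 0 up (1), 1 down (60), H3K9me3 0 up (2), 26 down (42), and H3 8 up (91). The S2 ORF share of core less early genes was −0.775 percentage points (35.9). In simulated H3K4me3 TSS libraries, the shrunken fold changes called 48% of the windows changed by 2 on the log2 scale.

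Scaled by library totals, the TSS counts were S5 61 down (99), 21 super-significant (9), S2 25 up (16), H3K4me3 824 down (1425), H2A.Z 37 down (84), H3K9ac 18 up (0), and H3K9me2 13 up (5). ORF counts were H2A.Z 47 up (77), 148 down (97), and H3K9me3 0 up (2). Of the 7 repressed genes of Table 1, 3 were called down for both marks. The share of increases among H3K4me3 TSS calls was 75.6% (62.6%), among H2A.Z ORF calls 24.1% (44.3%), and among H3K9me2 TSS calls 59.1% (45.5%), and this scaling shifted the median log2 fold change of all regions by 0.20 for H3K4me3 and 0.10 for H3K9me2 in TSS regions.

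Relative to H3, the TSS counts were S5 476 down (99), 22 super-significant (9), S2 0 up (16), 0 down (4), H2A.Z 131 down (84), H3K9ac 62 up (0), 97 down (0), H3K9me2 0 up (5), 0 down (6), and H3K9me3 0 up (10), 1 down (39). The corresponding ORF counts were S5 211 up (340), 429 down (47), S2 144 down (6), H2A.Z 34 up (77), 214 down (97), H3K9me2 0 up (1), 0 down (60), and H3K9me3 0 up (2). Increases were 41.3% of the S5 TSS calls (83.3%), 33.0% of the S5 ORF calls (87.9%), 32.1% of the S2 ORF calls (94.1%), and 13.7% of the H2A.Z ORF calls (44.3%), so that the balance of increases and decreases of Pol II depends on this setting. The median of all H2A.Z TSS regions was −0.12. The H3K4me3 TSS share of core less early genes was 30.1 percentage points (27.0), with an exact p of 0.0316, and the rho of H3K4me3 and S5 in core genes was 0.753 (0.618).

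With a pseudocount of 5, the TSS counts were S5 4 super-significant (9), H3K9me2 2 up (5), and H3K9me3 6 up (10). Among ORF regions, the counts were H3K9me3 1 up (2). The rho of H3K4me3 and S5 in core genes was 0.712. With Q replicates 2 and 3 as 1 library and no replicate block, the TSS counts were S5 16 super-significant (9), and S2 0 up (16), 0 down (4). In the ORF tables the counts were S2 7 up (95). The S2 ORF share of core less early genes was then 6.25 percentage points.

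With no filter on low values, the TSS counts were S2 2 down (4), H3K9me2 0 up (5), 3 down (6), H3K9me3 3 up (10), 3 down (39), and H3 1 down (0). The corresponding ORF counts were H3 59 up (91), 1 down (0). At an unadjusted p under 0.05, the TSS counts were S2 12 down (4), H3K9ac 21 up (0), and H3K9me2 54 down (6). Among ORF regions, the counts were H3K9ac 2 up (0), and H3K9me3 4 up (2).

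With edgeR's quasi-likelihood test, the TSS counts were S2 8 down (4), H3K9ac 16 up (0), H3K9me2 0 up (5), 2 down (6), and H3K9me3 3 up (10). In the ORF tables the counts were H3K9me3 1 up (2). Increases were 63.6% of its S2 TSS calls (80%). With DESeq2 and the replicate block, the TSS counts were H3K9ac 19 up (0), H3K9me2 1 up (5), 53 down (6), and H3K9me3 4 up (10). For ORF regions the counts were H3K9ac 2 up (0), and H3K9me3 0 up (2).

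The Q minus V difference of the TSS-to-body log2 ratio was, at plus-strand genes, 0.049 for S5 (−0.042), −0.73 for H3K4me3 (0.055), and −0.036 for H3K9me2 (0.023). For H3K4me3 it was −0.0082 with a pseudocount of 5 reads, −0.020 in genes at least 1000 bp longer, and −0.078 less the H3 ratio of the same replicate, and for H3K9me2 it was −0.052 with 5 reads and −0.11 less the H3 ratio. For H3K9ac it was 0.0012 as a mean over genes (−0.0096). Leaving out a replicate in turn, it ran from −0.078 to 0.015 for S5, from −0.27 to 1.63 for S2 (0.99), from −0.073 to 0.074 for H3K9ac, and from −0.087 to 0.19 for H3K9me2. With 2 libraries against 2, the exact permutation test cannot give a p below 0.333, so these values say nothing about significance.

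Between upregulated and other genes, the difference in TSS instead of ORF regions was 1.38 for H3K4me3 (0.99) and 0.15 for H2A.Z (−0.034). Less the H3 fold change of the same pair it was 0.77 for H3K4me3, −0.15 for H2A.Z, 0.015 for H3K9me2 (0.098), and −0.049 for H3K9me3 (0.040). As log2 ratios to H3, the mean rho of heterochromatic with euchromatic marks in V cells was 0.376 (0.036), that of S2 with S5 in Q cells 0.205 (0.910), and that of Q replicates 0.272 (0.673). Between antibodies of the same replicate, the shared H3 library can raise such a rho by itself. In ORF windows, S2 with S5 in V cells was at 0.829 (0.679). Protein-coding genes alone left each of 8 correlations within the spread between pairs.

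Leaving out a replicate in turn, the TSS counts ran over S5 4 to 82 super-significant (9), S2 9 to 49 up (16), 4 to 25 down (4), H2A.Z 38 to 162 down (84), H3K9ac 3 to 57 up (0), 0 to 10 down (0), H3K9me2 0 to 56 up (5), 0 to 25 down (6), H3K9me3 3 to 41 up (10), 3 to 61 down (39), and H3 52 to 312 up (158). The ORF counts ran over S5 26 to 119 down (47), 3 to 67 super-significant (9), S2 30 to 272 up (95), 2 to 8 down (6), H3K4me3 270 to 668 super-significant (542), H2A.Z 70 to 143 up (77), 26 to 210 down (97), H3K9ac 0 to 17 up (0), 0 to 29 down (0), H3K9me2 0 to 41 up (1), H3K9me3 0 to 13 up (2), and H3 31 to 250 up (91). The S2 TSS share of core less early genes ran from −2.33 to 9.40 percentage points (3.92), and the rho of H3K4me3 and S5 in core genes from 0.491 to 0.694 (0.618). Without replicate 1, most counts of increases were higher.

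The V libraries of H3K9me2 had the fewest reads in TSS windows (170278 in V replicate 2), and how far depth limits the calls was not tested.

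The 6 libraries of an antibody can be split into 3 and 3 in 10 ways, so that the share of splits with as many calls is never under 0.1. This test can therefore not exclude chance at 0.05 whatever the values, and it is no evidence for chance either. The splits were fitted with the replicate block, and 4 of the 10 part all 3 pairs. The others part 1 pair and rest on that pair alone, so 0 calls in them say little. They also come as mirror images, so a count of splits can hold the same fit again with its directions exchanged. The split by cell state was 1 of 10, with 0 calls in the other splits, for S5, H3K4me3, and H2A.Z in both kinds of region, S2 ORF, and H3 ORF increases, and for the super-significant increases of H3K4me3 and S5. For H3K9me2 ORF decreases it was 1 of 10, with 50 calls in the next split. It was 3 of 10 for S2 TSS, H3K9me2 TSS, H3K9me3 TSS, H3 TSS increases, H3K9me2 ORF increases, and H3K9me3 ORF decreases, 5 of 10 for H3K9me3 ORF increases, and 10 of 10 for H3K9ac and for H3 decreases.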

Differences from the paper's values

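No test in this part was chosen only after the result was seen, except edgeR's quasi-likelihood test, the pseudocount of 5, the mean of Q replicates 2 and 3 of Pol II, the split of Spearman's rho by mark, and the plus-strand genes where named.

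For H2A.Z, the paper gives 38 TSS regions significantly down, and 84 were called here. Of the alternatives set before the data were examined, scaling by library totals (37) and leaving out replicate 1 (38) came within 1.5 times, and the others (20 to 162) did not. For RNA pol II S5, the paper gives 38 TSS regions down as well, and 99 were called here. None of the alternatives came within 1.5 times (61 to 476), and the authors' deposited table gives 82.

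Other counts were read by eye from Fig. 3 for TSS regions. H3K9ac had about 6 increases in Fig. 3, against 0 here, and none of the alternatives came within 1.5 times, with 3 without replicate 3, 10 with replicate 1 as a batch, and 19 with DESeq2. H3K9me2 had about 0 increases in Fig. 3, against 5 here. The count was 0 with no replicate block, with replicate 1 as a batch, with shrunken DESeq2 fold changes, with no filter, relative to H3, and without replicate 2, and it was not with DESeq2, library totals, an unadjusted p, or without replicate 1 or 3. It was also 0 with edgeR, chosen after seeing the values. Of the 13 decreases of the authors' deposited table, 0 were called at the claim and 0 with edgeR. Its decreases were about 13 in Fig. 3, against 6 here, and library totals (9) alone came within 1.5 times. H3K9me3 had about 1 increase and about 21 decreases in Fig. 3, against 10 and 39 here, and none of the alternatives came within 1.5 times (0 to 41 and 0 to 61). H3 had about 91 increases below the super-significant level in Fig. 3, against 153 here. DESeq2 (121), library totals (135), and leaving out replicate 2 (81) came within 1.5 times, and the others (13 to 289) did not. Of the settings added after seeing the values, edgeR (136) came within 1.5 times and the pseudocount of 5 (137) did not. The authors' deposited table has 91 such increases, and edgeR dropped 0 of them.

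Counts for ORF regions were read by eye from Supplementary Figure S1. RNA pol II S2 had about 3 decreases in Supplementary Figure S1, against 6 here, within 1.5 times without replicate 3 (2) alone. H2A.Z had about 54 decreases in Supplementary Figure S1, against 97 here, and none of the alternatives came within 1.5 times (18 to 214). H3K9ac had about 1 increase in Supplementary Figure S1, against 0 here, and none of the alternatives gave 1 (0 to 17, with 2 by DESeq2 and 2 at an unadjusted p). H3K9me2 had about 0 increases in Supplementary Figure S1, against 1 here, and the count was 0 with no replicate block, with shrunken DESeq2 fold changes, relative to H3, and without replicate 2, and 1 to 41 with the others. Its decreases were about 13 in Supplementary Figure S1, against 60 here, and none of the alternatives came within 1.5 times (0 to 66). H3K9me3 had about 0 increases in Supplementary Figure S1, against 2 here, and the count was 0 with no replicate block, with DESeq2 with or without shrinkage, with library totals, relative to H3, and without replicate 3, and 1 to 13 with the others. Its decreases were about 11 in Supplementary Figure S1, against 42 here, and none of the alternatives came within 1.5 times (0 to 47). Early genes called up for S2 in ORF regions were about 0.8% in Supplementary Figure S4, against 1.55% here, and 0.775% with shrunken DESeq2 fold changes and without replicate 3. The other alternatives set before the data were examined gave 1.55 to 11.6%. Chosen after seeing the values, edgeR gave 0.775% and dropped 0 of the 1 early gene called in the authors' deposited table, and Q replicates 2 and 3 as 1 library with no replicate block gave 0% and dropped it.

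The paper states that heterochromatic and euchromatic marks were anti-correlated in V cells. Its coefficients for V and Q cells rank bins, while those here rank TSS windows, so the measures are not the same. Here the mean rho was 0.036, below 0 in 24 of 54 pairs, and it was −0.052 with H3K9me2 and H3K9me3 of replicates 2 and 3. With those replicates, 12 of 12 pairs with H3K9ac and 12 of 12 with H2A.Z lay below 0, in the paper's direction, while 0 of 18 pairs with H3K4me3 did in any replicate. The split by mark was chosen after seeing the values. For Q cells the paper reports no clear correlations, while S2 with S5 had a mean rho of 0.910 and antibodies of Q replicate 1 of 0.928. Nearer the paper's statement, antibodies of Q replicates 2 and 3 had means of 0.363 and 0.290, and S2 with S5 as log2 ratios to H3 had 0.205. The paper reports a TSS peak of S5 in V cells that is weaker in Q cells. The TSS-to-body log2 ratio of S5 was −0.047 in V and −0.102 in Q cells, the latter with Q replicates 2 and 3 averaged, so that on average the TSS window was lower than the rest of the gene in both. For H3K4me3 the paper reports a TSS peak in V cells that is nearly gone in Q cells. Over both strands the ratio rose by 0.055, and at plus-strand genes, chosen after seeing the values, it changed by −0.73 in the paper's direction. The windows used here are not the profiles of the paper.

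Among the ORF changes the paper ranks S2, S5, and H3K4me3 highest. Here H2A.Z, with 174 called regions, was above S2, with 101, and without replicate 1 the order was that of the paper, with 272 up and 8 down for S2 and 143 up and 26 down for H2A.Z. The paper reports large changes of H3K4me3, H3K9ac, and H2A.Z between Q and V cells in its gene groups. In ORF regions of upregulated genes, the median log2 fold changes in the 3 pairs were 0.064, 0.021, and 0.35 for H3K9ac and −0.019, −0.049, and −0.053 for H2A.Z, against 0.82, 1.16, and 0.96 for H3K4me3. The downregulated genes were not analysed here. At *hht1* the paper reports less H3K9ac and S2 in Q cells, and the changes in TSS windows were 0.12 and −0.096. The S2 value includes the V replicate 3 column that equals an H3K9me2 column, and it was 0.041 without replicate 3. S2 in the ORF window fell by 0.67 on the log2 scale, in the paper's direction. For core genes the paper reports no significant change of marks other than H3K4me3. Here H2A.Z was called up in 1 TSS region and H3 in 2 of 16.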

Other observations

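Chosen only after the result was seen were the tests of strand windows with H3K4me3, of an H2A.Z loss from all Q cells, of read depth in Q replicate 1, of the S2 column of V replicate 3, and of mitochondrial DNA.

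H3K4me3 TSS windows were called up mostly at minus-strand genes (1739 of 3210) and down mostly at plus-strand genes (1115 of 3254). A candidate explanation is that the TSS windows of minus-strand genes lie at the 3′ end, where H3K4me3 is low in V cells. The TSS-to-body log2 ratio of V cells was higher by 1.48 at plus-strand than at minus-strand genes for H3K4me3 and by 0.37 for H2A.Z, and for S2 in V replicates 1 and 2 the difference was −0.54, with S2 higher at the 3′ end. This window position bears on each TSS count of H3K4me3 in either direction. TSS calls of H2A.Z differed by strand as well, with most increases at minus-strand and most decreases at plus-strand genes. H3K4me3 ORF windows, which begin where the TSS windows begin, also differed by strand. At plus-strand genes 15.3% were up and 23.7% down, and at minus-strand genes 23.5% were up and 4.01% down. Whether the position of the TSS window accounts for this ORF difference was not tested. No biological explanation of the strand difference was tested.

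H3K4me3 over H3 spread widely across TSS windows of V cells (10 to 90% range of 3.14, 4.45, and 4.70 on the log2 scale in the 3 replicates) and narrowly in Q cells (0.292, 0.487, and 0.797). The ratio in V replicate 1 had a Spearman's rho of −0.894 with the log2 fold change in replicates 2 and 3, so windows high in V cells fell and windows low in V cells rose. In Q replicates 2 and 3, the ones set for this test, the values argue against a gain above other windows in the regions called up, which lay 0.16 below all windows (log2 −0.16). In Q replicate 1, whose libraries differ little between antibodies, they lay at 0.013 and the core quiescence genes at 0.037, so that this replicate does not show it. For the core quiescence genes the value in Q replicates 2 and 3 was −0.11, and a gain cannot be told apart from none. Of these, the 7 plus-strand genes, with windows at the 5′ end, lay at −0.052 in Q replicate 2 and 0.021 in Q replicate 3. A weaker immunoprecipitation in Q libraries and a loss of H3K4me3 in Q cells cannot be told apart here, since size factors set each library to the same level and the use of the spike-in is not stated. An increase called for H3K4me3 may therefore be a return to the level of other windows (rho −0.894).

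The libraries of Q replicate 1 differed little between antibodies: the mean rho between antibodies was 0.928, and 17 of 28 pairs of its TSS columns, with a median chi-square per degree of freedom of 0.958, did not differ beyond the sampling noise at a p of 0.05. All 17 were among the 21 pairs without H3K9ac (highest 1.16), and with H3K9ac the highest was 2.61. In ORF columns, 10 of 28 pairs did not differ, with a median of 1.10 and a highest value of 5.64, so that some difference between antibodies was left. Read depth is argued against, with a median of 7441339 reads in the ORF windows of Q replicate 1 and of 7345678 and 7147723 in Q replicates 2 and 3. A loss of the H2A.Z pattern from all Q cells is argued against by a rho of at least 0.658 between H2A.Z in Q replicates 2 and 3 and in V libraries. Little antibody-specific signal over background in this replicate stays open. Over H3, its rho with V replicate 2 was −0.132 for H3K4me3, −0.0178 for S5, 0.0830 for S2, 0.252 for H2A.Z, and 0.592 for H3K9ac, against 0.187 to 0.855 in Q replicates 2 and 3, so that a pattern was left for some antibodies and not for others. A difference between cultures stays open as well. 

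In the TSS table of RNA pol II S2, the column of V replicate 3 held the same reads as the H3K9me2 column of V replicate 3 in 6612 windows and differed in 1, and at most 407 windows were equal in any other pair of libraries. The differing window is SPMITTRNAALA.01 (mitochondrial, 17857 to 18257), with 711 and 555 reads. In the ORF tables the same libraries were equal in 31 windows. A candidate explanation is a column that holds another library's reads. No biological explanation was tested.

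H3K9me2 and H3K9me3 of V replicate 1 did not follow V replicates 2 and 3 (rho 0.393 to 0.419, against 0.695 and 0.764 between replicates 2 and 3). At the 6 windows of the mating-type region and the telomeric gap, log2 H3K9me2 over H3 lay −0.074 from all windows in V replicate 1, −0.052 in V replicate 2, and −0.13 in V replicate 3. Those windows show no enrichment in any V replicate, so that little H3K9me2-specific signal in replicate 1 and a difference between cultures cannot be told apart.

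Of the ORF regions called down, 36 of 60 for H3K9me2 and 38 of 42 for H3K9me3 lie on the mitochondrial genome. The share of ORF-window reads on it fell by 1.62 ± 0.86 (log2, SD, 3 pairs) for H3K9me2 and by 1.54 ± 0.44 for H3K9me3, in 3 of 3 pairs each. Less mitochondrial DNA in Q cells would lower this share as much with the other antibodies. Pair 1 had the lowest and pair 3 the highest ratio in 8 of 8 antibodies, so same-numbered pairs are compared. Less the mean of the 6 other antibodies in the same pair, the change was −1.54 ± 0.63 for H3K9me2 and −1.46 ± 1.05 for H3K9me3 (SD, 3 pairs), below 0 in 3 of 3 pairs each. Less mitochondrial DNA is therefore argued against as the whole cause, and 0 mitochondrial ORF windows were called down for the 6 others. In pair 1, S5 and H3K4me3 fell as much as H3K9me2 (differences of −0.0029 and −0.0081) and more than H3K9me3. Less mitochondrial DNA as a part of the cause cannot be told apart from none, since the mean over H2A.Z pairs, 0.41 ± 1.50, lay within its spread of 0. A change in the background of the H3K9me2 and H3K9me3 libraries was not tested and stays open.

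Of 18 genes of Table S1 with several exons, 16 have an ORF window that ends 200 bp past the exon of the lowest coordinate, 3 core genes among the 18, so ORF values of such genes cover part of the gene.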
